# Adipocyte G_i_ signaling is essential for maintaining whole-body glucose homeostasis and insulin sensitivity

**DOI:** 10.1038/s41467-020-16756-x

**Published:** 2020-06-12

**Authors:** Lei Wang, Sai P. Pydi, Lu Zhu, Luiz F. Barella, Yinghong Cui, Oksana Gavrilova, Kendra K. Bence, Cecile Vernochet, Jürgen Wess

**Keywords:** Metabolism, Medical research

## Abstract

Adipocyte dysfunction links obesity to insulin resistance and type 2 diabetes. Adipocyte function is regulated by receptor-mediated activation of heterotrimeric G proteins. Little is known about the potential in vivo metabolic roles of G_i_-type G proteins expressed by adipocytes, primarily due to the lack of suitable animal models. To address this question, we generated mice lacking functional G_i_ proteins selectively in adipocytes. Here we report that these mutant mice displayed significantly impaired glucose tolerance and reduced insulin sensitivity when maintained on an obesogenic diet. In contrast, using a chemogenetic strategy, we demonstrated that activation of G_i_ signaling selectively in adipocytes greatly improved glucose homeostasis and insulin signaling. We also elucidated the cellular mechanisms underlying the observed metabolic phenotypes. Our data support the concept that adipocyte G_i_ signaling is essential for maintaining euglycemia. Drug-mediated activation of adipocyte G_i_ signaling may prove beneficial for restoring proper glucose homeostasis in type 2 diabetes.

## Abstract (web summary)

Gs-coupled receptor signaling is well known to modulate adipocyte metabolism, but the role of Gi-coupled receptors in adipose tissue is less well understood. Here the authors show that signaling via Gi-type G proteins expressed by adipocytes is essential for maintaining proper blood glucose homeostasis.

## Introduction

Adipocytes play a central role in the pathogenesis of T2D^1^. In obese individuals, adipocytes undergo hypertrophy and macrophage infiltration, resulting in the secretion of inflammatory adipokines and the release of excessive amounts of free fatty acids (FFAs) into the circulation. These obesity-related metabolic disturbances eventually lead to peripheral insulin resistance and impaired glucose homeostasis^2–5^.

The function of adipocytes, like that of virtually all other cell types, is regulated by the activity of cell surface receptors that belong to the superfamily of G protein-coupled receptors (GPCRs)^6,7^. These receptors are coupled to one or more of the three major G protein families, G_s_, G_i_, and G_q_^6,7^.

The role of G_s_-coupled receptors in modulating adipocyte function and whole-body glucose homeostasis has been studied in considerable detail^8–13^. In contrast to adipocyte G_s_, little is known about the physiological and pathophysiological roles of G_i_-type G proteins expressed by adipose tissue. Like virtually all other GPCRs, the G_i_-linked GPCRs expressed by adipocytes, including the CB_1_ cannabinoid and HCA_2_ (GPR109A) receptors^7,14–16^, are also expressed in many other tissues and cell types. Thus, it is not possible to assess the in vivo metabolic roles of G_i_-coupled receptors expressed by adipocytes by simply monitoring the in vivo effects of receptor subtype-selective agonists or antagonists.

It should also be noted that the G_i_ family of heterotrimeric G proteins (Gα subunits) consists of several molecularly distinct members which are widely expressed throughout the body (α_i1_, α_i2_, α_i3_, and α_o_)^17^. Additional members of this protein family show a more restricted expression pattern, including α_t_ (transducin), α_gust_ (gustducin), and α_z_^17^. Because of this multiplicity of G_i_-type G proteins, it is extremely challenging to study the physiological roles of G_i_ signaling by using gene knockout technology.

To circumvent these difficulties, we expressed the catalytic subunit of pertussis toxin (S1-PTX) selectively in mouse adipocytes, resulting in mutant mice lacking functional G_i_ proteins only in adipocytes (“adipo-Gi KO mice”; note that PTX selectively inactivates all Gα_i/o_ subunits, except α_z_, by covalent modification of a C-terminal Cys residue^17^).

We also generated a complimentary mouse model expressing a G_i_-coupled designer GPCR (G_i_ DREADD; G_i_-Coupled Designer Receptor Exclusively Activated by a Designer Drug; better known as hM4D or GiD)^18,19^ selectively in adipocytes. Treatment of these mutant mice (adipo-GiD mice) with clozapine-*N*-oxide (CNO), a compound that is otherwise pharmacologically inert^18,19^, triggers the selective activation of adipocyte G_i_ signaling.

Surprisingly, adipo-Gi KO mice show significant impairments in glucose homeostasis on an obesogenic diet, while G_i_ activation in adipocytes of adipo-GiD mice leads to improved glucose tolerance and insulin sensitivity. These data indicate that adipocyte G_i_ signaling is essential for maintaining proper blood glucose homeostasis and that drugs able to selectively stimulate G_i_ signaling in adipocytes may prove useful for the treatment of T2D and related metabolic disorders.

## Results

### Mice lacking functional Gα_i_ proteins in adipocytes

Mouse adipose tissues express multiple G_i_ proteins (Gα-subunits; G_αi1_, G_αi2_, Gα_i3_, and Gα_o_) (Supplementary Fig. 1). To inactivate the function of these G proteins, we expressed the S1 subunit of PTX selectively in adipocytes by introducing the *adipoq-Cre* transgene^20^ into the genome of *ROSA26*^*PTX*^ mice^21^ (Supplementary Fig. 2a, b). Throughout the text, we refer to these mice simply as ‘adipo-Gi KO mice’. *ROSA26*^*PTX*^ littermates that did not harbor the *adipoq-Cre* transgene served as control animals throughout all experiments. Unless stated otherwise, all studies were carried out with adult male mice that were at least 8 weeks old (genetic background: C57BL/6).

Both in vivo (Supplementary Fig. 2c) and in vitro (Supplementary Fig. 3a, b) functional studies confirmed that the expression of PTX in adipocytes of adipo-Gi KO mice inactivated G_i_-type G proteins. The mRNA levels of all major G protein α- and βγ-subunits and selected adipocyte G_i_- and G_s_-coupled receptors were not significantly different between control and adipo-Gi KO adipocytes (Supplementary Fig. 4a–e). However, expression of the metabolically important β3-aderengic receptor, a G_s_-coupled receptor, trended to be higher in the KO adipocytes (*P* = 0.06; *n* = 4 per group, two-tailed Mann–Whitney test) (Supplementary Fig. 4e).

### Lack of adipocyte G_i_ signaling increases lipolysis

To study the potential in vivo roles of adipocyte G_i_ signaling, we maintained adipo-Gi KO and control mice on either regular chow (RC) or a high-fat diet (HFD, 60% calories from fat). Adipo-Gi KO and control mice did not exhibit any significant differences in body weight, independent of the diet that they consumed (Fig. 1a and Supplementary Fig. 2d). However, body fat mass was markedly decreased in the adipo-Gi KO mice, while lean body mass was significantly increased in these mutant mice (Fig. 1b and Supplementary Fig. 2e). In HFD adipo-Gi KO mice, the weight of inguinal white adipose tissue (iWAT) and epididymal WAT (eWAT) was markedly decreased (Fig. 1c). In contrast, the weight of brown adipose tissue (BAT) and liver weight were significantly increased in the HFD KO mice (Fig. 1c). The lack of adipocyte G_i_ signaling had no significant effect on fed and fasting blood glucose levels (Fig. 1d and Supplementary Fig. 2e). Interestingly, plasma insulin levels were increased in HFD adipo-Gi KO mice under both fed and fasting conditions (Fig. 1e), indicative of peripheral insulin resistance.

**Fig. 1:**
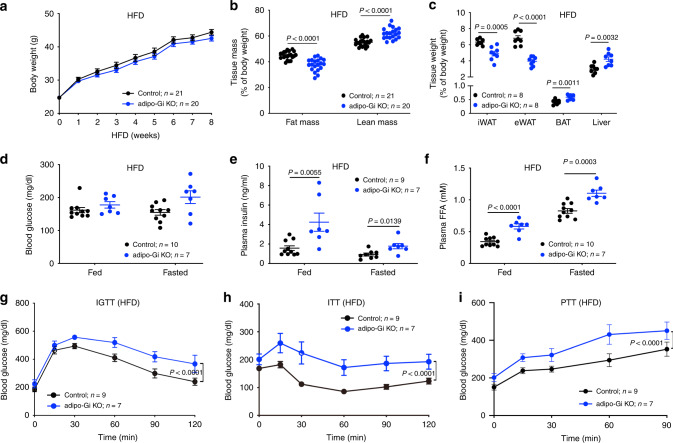
Mice lacking G_i_ signaling in adipocytes show metabolic impairments when maintained on a HFD. **a** Body weight growth curves of control and adipo-Gi KO mice (males) maintained on a HFD. **b** Fat and lean body mass of control and adipo-Gi KO mice maintained on HFD for 8 weeks. **c** Weight of inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), brown adipose tissue (BAT), and liver of control and adipo-Gi KO mice fed with HFD for 8 weeks. **d**–**f** Freely fed and fasting blood glucose (**d**), plasma insulin (**e**), and plasma free fatty acid (FFA) levels (**f**) of control and adipo-Gi KO mice maintained on HFD for 8 weeks. **g**–**i** In vivo metabolic tests carried out with control and adipo-Gi KO mice maintained on HFD for 8 weeks. **g** I.p. glucose tolerance test (1 g/kg glucose; IGTT). **h** Insulin tolerance test (1 U/kg insulin, i.p.; ITT). **i** Pyruvate tolerance test (2 g/kg pyruvate, i.p.; PTT). Data are given as means ± s.e.m. *P* values are indicated in the different panels (**a**, **g**–**i**: two-way ANOVA followed by Bonferroni’s post hoc test; **b**–**f**: two-tailed Student’s *t* test). Source data are provided as a Source data file.

We also found that plasma FFA levels were significantly increased in both RC and HFD adipo-Gi KO mice, consistent with enhanced lipolysis (Fig. 1f and Supplementary Fig. 2e). These results suggest that lack of adipocyte G_i_ signaling promotes lipolysis, resulting in a decrease in body fat mass.

To confirm that the elevated plasma FFA levels caused by adipocyte G_i_ deficiency were due to increased adipose tissue lipolysis, we injected HFD adipo-Gi KO mice and control littermates with insulin (5 U/mouse i.v.) and collected iWAT tissue 5 min later. We then studied the expression levels of the phosphorylated (activated) form of hormone-sensitive lipase (p-HSL(S563) and p-HSL(S660)) via western blotting. Phosphorylation of HSL at S563 and S660 are critical for HSL activation and the breakdown of triglycerides^22^. We found that the expression levels of p-HSL(S563) and p-HSL(S660) were significantly elevated in iWAT from adipo-Gi KO mice, as compared with iWAT from control mice. This effect was observed under both basal conditions (after saline injection) and after insulin treatment (Fig. 2a). On the other hand, phosphorylation of adipose tissue triglyceride lipase (ATGL) at S406 was not enhanced in adipo-Gi KO mice (Fig. 2a). This observation was not unexpected since several studies suggest that PKA does not play a role in ATGL phosphorylation/activation^23^.

**Fig. 2:**
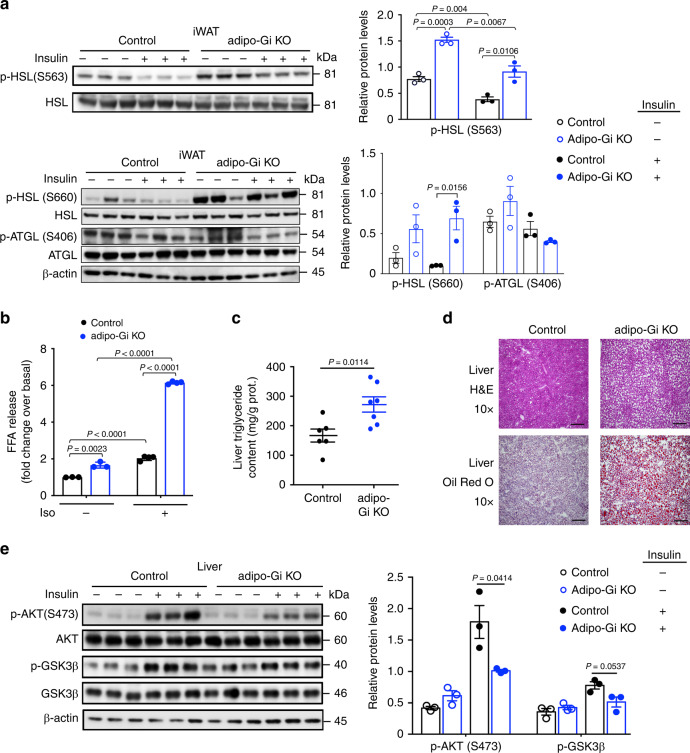
Lack of G_i_ signaling in adipocytes increases lipolysis and causes liver steatosis. **a** Western blotting analysis of p-HSL/HSL protein expression levels in iWAT prepared from HFD control and adipo-Gi KO mice. Mice (males) were injected with 5 U of insulin (i.v.), and iWAT was collected 5 min later (*n* = 3 per group). **b** In vitro lipolysis assay. Primary adipocytes prepared from iWAT of control and adipo-Gi KO mice were left either untreated (*n* = 3 per group) or incubated with 1 μM isoproterenol (Iso; *n* = 4 per group). **c**, Liver triglyceride content of HFD control and adipo-Gi KO mice (control, *n* = 6; adipo-Gi KO, *n* = 7). **d** Representative images of H&E- and Oil Red O-stained liver tissues of HFD control and adipo-Gi KO mice (*n* = 4 per group; scale bars = 200 μm). **e** Western blotting analysis of hepatic insulin signaling. HFD control and adipo-Gi KO mice were injected i.v. with either saline or insulin (5 U). Liver tissue was collected 5 min later and processed for immunoblotting studies (*n* = 3 per group). Data are given as means ± s.e.m. *P* values are indicated in the different panels. (**a**, **b**, **e**: two-way ANOVA followed by Bonferroni’s post hoc test; **c**: two-tailed Student’s *t* test). Source data are provided as a Source data file.

In parallel, we also performed in vitro lipolysis assays using primary adipocytes prepared from iWAT of adipo-Gi KO mice and control littermates. Even under basal conditions (no drug treatment), lipolysis (measured as release of FFA into the medium) was significantly increased in the mutant adipocytes (Fig. 2b). Treatment with isoproterenol (1 μM), a β-adrenergic receptor agonist, stimulated lipolysis in both mutant and control adipocytes (Fig. 2b). However, the amount of isoproterenol-induced FFA release was ~3-fold higher in the KO adipocytes, as compared to the corresponding control cells (Fig. 2b). Taken together, these data indicate that deficient adipocyte G_i_ function strongly promotes lipolysis in adipose tissue.

### Deficient adipocyte G_i_ function causes hepatic steatosis

We next examined whether increased plasma FFA levels caused ectopic lipid accumulation in the liver. Consistent with the observation that HFD adipo-Gi KO mice displayed an increase in liver weight (Fig. 1c), the mutant mice also showed a marked increase in liver triglyceride content (hepatic steatosis), as compared to HFD control littermates (Fig. 2c). This observation was confirmed by H&E and Oil Red O staining studies (Fig. 2d). To study hepatic insulin signaling at the molecular level, we injected HFD adipo-Gi KO mice and control littermates with saline or insulin (5 U/mouse i.v.) and collected liver tissue 5 min later. Immunoblotting studies indicated that the ability of insulin to phosphorylate AKT and GSK-3β was significantly reduced in the KO livers, indicative of hepatic insulin resistance (Fig. 2e). In sum, these data clearly indicate that the lack of adipocyte G_i_ signaling caused liver steatosis and hepatic insulin resistance.

### HFD adipo-Gi KO mice show impaired glucose homeostasis

To explore whether deficient adipocyte G_i_ signaling affected whole-body glucose homeostasis, we subjected both RC and HFD adipo-Gi KO mice and their control littermates to i.p. glucose, insulin, and pyruvate tolerance tests (IGTT, ITT, and PTT, respectively). RC mutant and control mice displayed similar glucose tolerance and insulin sensitivity (IGTT and ITT, respectively) (Supplementary Fig. 2f, g). In contrast, HFD adipo-Gi KO mice showed significantly impaired glucose tolerance and insulin sensitivity, as compared to their HFD control littermates (Fig. 1g, h). Moreover, the HFD KO mice displayed markedly enhanced blood glucose excursions in the PTT, consistent with increased hepatic glucose production (Fig. 1i). Taken together, these data indicate that lack of adipocyte G_i_ signaling caused impaired glucose homeostasis and insulin sensitivity when mice were metabolically challenged by an obesogenic, calorie-rich diet.

### Hyperinsulinemic-euglycemic clamp study

To further assess insulin sensitivity and glucose fluxes in HFD adipo-Gi KO and control mice, we performed a hyperinsulinemic-euglycemic clamp study (Fig. 3). Glucose infusion rate (GIR, an indicator of whole-body insulin action) was significantly decreased in HFD adipo-Gi KO mice, as compared with control littermates (Fig. 3a, b), indicative of severely impaired insulin sensitivity in the mutant mice. At the beginning of the clamp, plasma insulin levels were markedly increased in the mutant mice (also see Fig. 1e), while plasma insulin levels did not differ significantly between the two groups during the clamp (Fig. 3c). During the clamp, the rate of glucose disappearance rate (Rd) was significantly decreased in HFD adipo-Gi KO mice (Fig. 3d). The rate of endogenous glucose production (Ra), a parameter which primarily reflects hepatic glucose production^24^, was greatly enhanced in the adipo-Gi KO mice, indicative of hepatic insulin resistance (Fig. 3e).

**Fig. 3:**
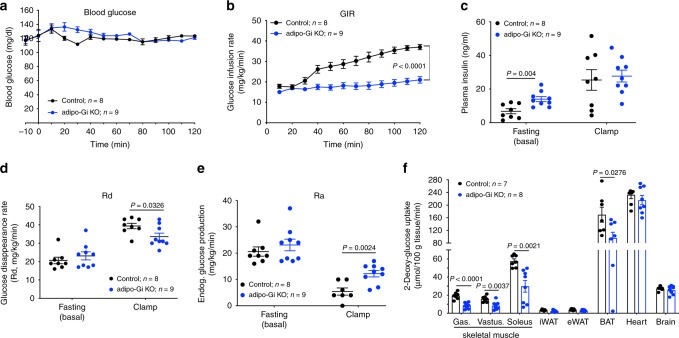
HFD adipo-Gi KO mice show severe insulin resistance in a hyperinsulinemic-euglycemic clamp study. Clamp studies were carried out with adipo-Gi KO mice and control littermates (males) that had been maintained on a HFD for 12 weeks. **a** Blood glucose levels during the course of the clamp study. **b** Glucose infusion rate (GIR). **c** Plasma insulin levels (basal state and during clamp). **d** Glucose disappearance rate (Rd). **e** Rate of endogenous glucose production rate (Ra). **f** Glucose uptake by gastrocnemius muscle (Gas.), vastus muscle (Vas.), soleus muscle, iWAT, eWAT, BAT, heart, and brain during the clamp. Data are given as means ± s.e.m. (*n* = 8 or 9 per group). *P* values are indicated in the different panels (**b**: two-way ANOVA followed by Bonferroni’s post hoc test; **c**–**f**: two-tailed Student’s *t* test). Source data are provided as a Source data file.

To further clarify which additional tissues contributed to the impaired insulin sensitivity observed with adipo-Gi KO mice, we measured tissue-specific 2-deoxy-glucose uptake during the clamp. Under these conditions, adipo-Gi KO mice showed a marked reduction in glucose uptake into all three skeletal muscles investigated (gastrocnemius, vastus, and soleus muscles; Fig. 3f). Similarly, glucose uptake into BAT was significantly reduced in the mutant mice (Fig. 3f). These data indicate that HFD adipo-Gi KO mice suffer from severe insulin resistance, as demonstrated by increased GIR, elevated hepatic glucose production, and decreased glucose uptake into skeletal muscle tissues and BAT.

### Treatment of HFD adipo-Gi KO mice with an HSL inhibitor

Elevated plasma FFA levels can cause insulin resistance and inflammation in the major insulin target tissues (including skeletal muscle and liver) and represent a key link between obesity, insulin resistance, inflammation, and the development of T2D^25^. To study whether the observed increases in plasma FFA levels were responsible for the multiple metabolic deficits displayed by the HFD adipo-Gi KO mice, we treated HFD adipo-Gi KO mice and control littermates with BAY 59–9435 (Bay), an HSL inhibitor that reduces lipolysis but does not affect body weight and food intake in mice^26,27^. Mice were maintained on the HFD for 6 weeks. During weeks 5 and 6, mice received either Bay (30 mg/kg) or vehicle via oral gavage (one dose per day; Fig. 4a). Chronic Bay treatment had no significant effect on body weight (Fig. 4a) or food intake (Supplementary Fig. 5). After Bay (or saline) treatment of mice for 2 weeks, plasma FFA levels remained markedly elevated in saline-treated adipo-Gi KO mice, whereas Bay-treated adipo-Gi KO mice showed greatly reduced plasma FFA levels, similar to those found with Bay-treated control mice (Fig. 4b). After chronic Bay (or saline) treatment for 2 weeks, HFD adipo-Gi KO mice and control littermates were subjected to a series of metabolic tests. In all tests (IGTT, ITT, and PTT), Bay-treated HFD adipo-Gi KO mice showed striking metabolic improvements, as compared to saline-treated HFD mutant mice (Fig. 4c–e). In fact, the glucose responses observed with this group of mice were not significantly differently from those obtained with control littermates (Fig. 4c–e).

**Fig. 4:**
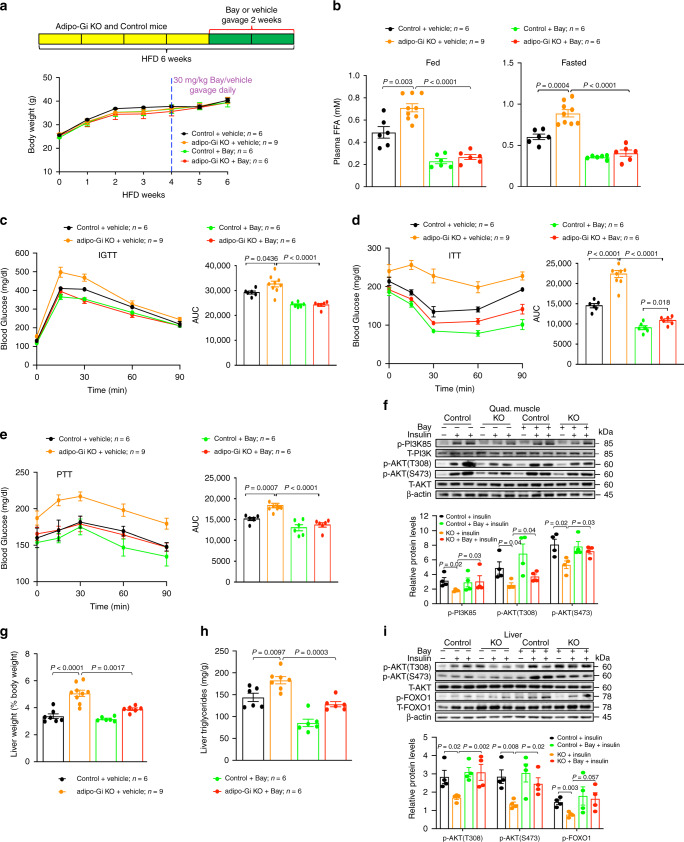
Inhibition of lipolysis prevents metabolic deficits caused by deficient adipocyte G_i_ signaling. **a** Scheme of the experimental design used (top). Control and adipo-Gi KO mice (males) consumed a HFD for 6 weeks and were treated once daily with Bay (30 mg/kg via oral gavage) or vehicle during the last 2 weeks of HFD feeding. Body weight growth curves are shown in the bottom panel. **b** Plasma free fatty acid (FFA) levels under fed and fasting conditions after vehicle or Bay treatment for 2 weeks (see the scheme in **a**). **c**–**e** In vivo metabolic tests after Bay treatment for 2 weeks. **c** Intraperitoneal glucose tolerance test (1 g/kg glucose, IGTT). **d** Insulin tolerance test (1 U/kg, i.p.; ITT). **e** Pyruvate tolerance test (2 g/kg pyruvate, i.p.; PTT). **f** Immunoblots showing insulin-induced phosphorylation of PI3K85, AKT-T308, and AKT- S473 (tissues were collected 5 min after i.v. injection of insulin or saline) (*n* = 4 per group). **g**, **h** Effect of Bay treatment (2 weeks) on liver weight (**g**) and hepatic triglyceride content (**h**). **i** Immunoblots showing insulin-induced phosphorylation of AKT-T308, AKT-S473, and FOXO1 in liver tissue after treatment of HFD mice with Bay or vehicle for 2 weeks. Liver tissue was collected 5 min after i.v. injection of insulin or saline (−) (*n* = 4 per group). *P* values are indicated in the different panels (two-way ANOVA followed by Bonferroni’s post hoc test test). AUC area under the curve. Source data are provided as a Source data file.

In addition, chronic Bay treatment restored normal insulin signaling in skeletal muscle (quadriceps) prepared from HFD adipo-Gi KO mice (Fig. 4f) and markedly reduced liver weight and hepatic triglyceride content in this group of mice (Fig. 4g, h). Chronic Bay administration also completely restored control-like hepatic insulin signaling in HFD adipo-Gi KO mice (Fig. 4i).

In sum, these data strongly suggest that the elevated plasma FFA levels caused by the lack of adipocyte G_i_ signaling are the major contributor to the metabolic deficits displayed by the HFD adipo-Gi KO mice.

### Energy homeostasis is unchanged in HFD adipo-Gi KO mice

To study whether the lack of adipocyte G_i_ function affected energy expenditure, we employed indirect calorimetry to measure total energy expenditure (TEE) and related parameters in HFD adipo-Gi KO mice and control littermates. We found that both groups of mice showed similar TEE, respiratory exchange rate (RER), total locomotor activity, and cumulative food intake, either at room temperature (22 °C) or at thermoneutrality (30 °C) (Supplementary Fig. 6). Consistent with these data, the expression levels of genes coding for adipose tissue (iWAT, eWAT and BAT) beiging or browning and mitochondrial function were similar between HFD control and adipo-Gi KO mice (Supplementary Fig. 7a, b). Moreover, the protein expression levels of UCP-1 (BAT and iWAT) were not significantly altered by the lack of adipocyte G_i_ function (Supplementary Fig. 7c).

### Inflammatory cytokines are elevated in HFD adipo-Gi KO mice

Adipocytes can secrete bioactive factors (adipokines/cytokines) that are able to modify the function of other metabolically important organs such as skeletal muscle, liver, heart, or endocrine pancreas^3,28–31^. Under pathophysiological conditions, pro-inflammatory adipokines (or cytokines) make a major contribution to peripheral insulin resistance and impaired glucose homeostasis^28–31^. To examine the potential involvement of adipocyte G_i_ signaling in this process, we measured plasma adipokine and cytokine levels in HFD adipo-Gi KO and control mice. Plasma leptin levels were significantly decreased in both RC and HFD adipo-Gi KO mice (Fig. 5a and Supplementary Fig. 2e), consistent with the observation that adipo-Gi KO mice showed decreased adiposity. Plasma adiponectin levels were similar in both groups of mice (Fig. 5a and Supplementary Fig. 2e). Interestingly, the plasma levels of resistin and several pro-inflammatory cytokines, including INF-γ, IL-1β, MCP-1, and TNF-α, were significantly elevated in HFD adipo-Gi KO mice under both fed and fasting conditions (Fig. 5a). Moreover, the mRNA expression levels of many inflammatory cytokines were significantly elevated in adipose tissues (iWAT, eWAT and BAT) from HFD adipo-Gi KO mice (Fig. 5b). H&E staining experiments indicated that adipocytes (iWAT and eWAT) from HFD adipo-Gi KO mice, despite their smaller size, were extensively infiltrated by mononuclear inflammatory cells (Fig. 5c). On the other hand, BAT cells from HFD adipo-Gi KO mice were visibly larger than control BAT adipocytes (Fig. 5c).

**Fig. 5:**
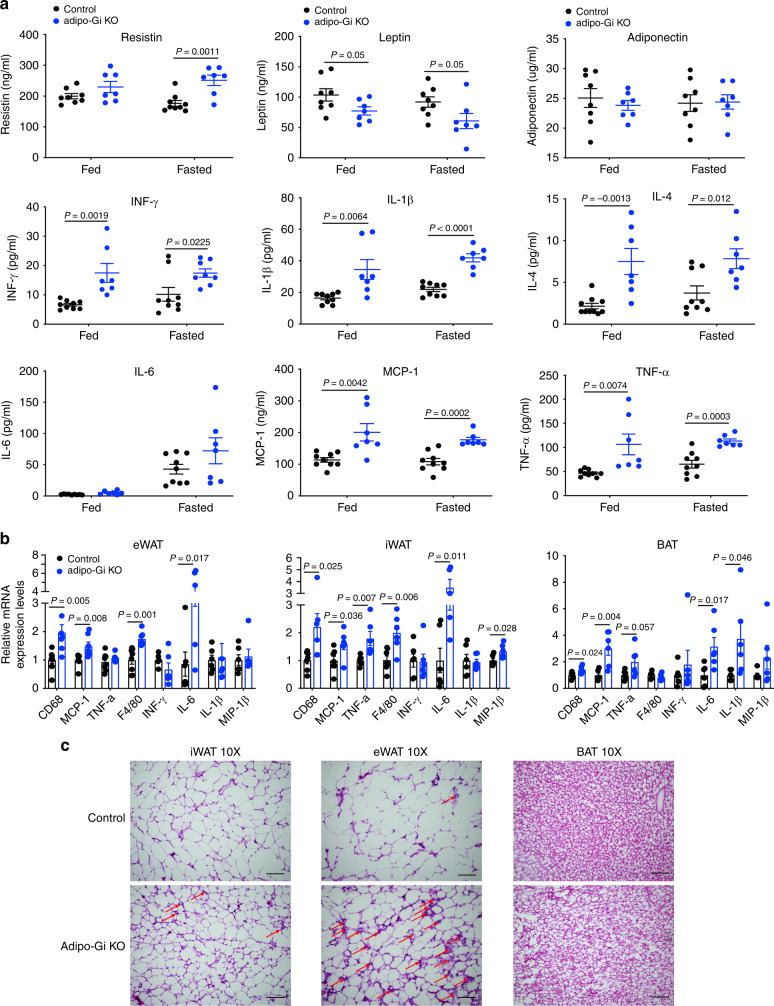
Plasma inflammatory cytokines and adipose tissue inflammation markers are increased in HFD adipo-Gi KO mice. **a** Plasma adipokine and cytokine levels of adipo-G_i_ KO and control mice (males) after 8 weeks of HFD feeding (control, *n* = 9; adipo-Gi KO, *n* = 7). Interferon-γ, INF-γ; interleukin-1 β, IL-1 β; interleukin-6, IL-6; interleukin-4, IL-4; monocyte chemoattractant protein-1, MCP-1; tumor necrosis factor α, TNF-α. **b** Relative mRNA expression levels of adipose tissue genes related to inflammation (*n* = 6 per group). **c** Representative Hematoxylin & Eosin (H&E) staining of sections of inguinal white adipose tissue (iWAT), epididymal WAT (eWAT), and brown adipose tissue (BAT) from mice maintained on a HFD for 12 weeks (*n* = 6 per group; scale bars = 200 μm). Representative mononuclear inflammatory cells are highlighted by red arrows. Data are given as means ± s.e.m. *P* values are indicated in the different panels (**a**, **b**: two-tailed Student’s *t* test). Source data are provided as a Source data file.

We also carried out immunostaining studies using an anti-F4/80 antibody to visualize macrophage infiltration of adipose tissue (iWAT and eWAT) in HFD adipo-Gi KO mice and control littermates. These studies demonstrated that macrophage infiltration was clearly increased in HFD adipo-Gi KO mice, as compared to HFD control littermates (Supplementary Fig. 8).

These data suggest that adipose tissue inflammation represents a key factor contributing to the metabolic deficits displayed by the HFD adipo-Gi KO mice.

### Bay Treatment of HFD adipo-Gi KO mice reduces inflammation

To examine the contribution of elevated plasma FFA levels to adipose tissue inflammation displayed caused by the lack of adipocyte Gi signaling, we measured plasma levels of inflammatory cytokines in adipo-Gi KO and control mice after 6 weeks of HFD feeding. During the last 2 weeks of HFD feeding, mice were treated daily with the HSL inhibitor Bay (30 mg/kg/day via oral gavage) or vehicle. We found that Bay treatment effectively reduced the elevated plasma cytokine levels (INF-γ, IL-10, IL-1β, IL-6, IL-4, and TNF-α) displayed by HFD adipo-Gi KO mice to levels similar to those observed with control mice (Supplementary Fig. 9a). Bay treatment of HFD adipo-Gi KO mice also reduced the elevated transcript levels of inflammatory cytokines in iWAT and eWAT to control levels (Supplementary Fig. 9b, c). H&E staining studies showed that BAY-treated HFD adipo-Gi KO mice restored control-like morphology to iWAT, eWAT, and BAT of HFD adipo-Gi KO mice (Supplementary Fig. 9d). Since Bay treatment of HFD adipo-Gi KO reduced plasma FFA levels to control-like levels (see Fig. 4b), it is likely that elevated FFA levels are the major trigger of the inflammatory processes observed with HFD adipo-Gi KO mice.

We also showed that Bay treatment dramatically reduced the number of F4/80-positive cells (macrophages) in adipose tissue (iWAT and eWAT) prepared from HFD adipo-Gi KO mice (Supplementary Fig. 8), linking elevated plasma FFA levels to increased macrophage infiltration.

### Reduced glucose uptake in HFD adipo-Gi KO mice

The clamp studies indicated that insulin-stimulated glucose uptake was reduced in skeletal muscle and BAT of HFD adipo-Gi KO mice (Fig. 3f). To further confirm this finding, we subjected HFD adipo-Gi KO mice and control littermates to in vivo ^14^C-2-deoxy-glucose (^14^C-2-DG) uptake assays (Fig. 6a). Mice were fasted overnight and then injected with 0.75 U/kg insulin and a trace amount of ^14^C-2-DG. Sixty min later, the mice were sacrificed and peripheral tissues (iWAT, eWAT, BAT, various skeletal muscle tissues, heart, and liver) were collected. Subsequently, tissue ^14^C-2-DG accumulation was determined as a measure of tissue glucose uptake. In agreement with the clamp data, we found that insulin-stimulated glucose uptake was significantly decreased in BAT and skeletal muscle (quadriceps muscle) of HFD adipo-Gi KO mice (Fig. 6a).

**Fig. 6:**
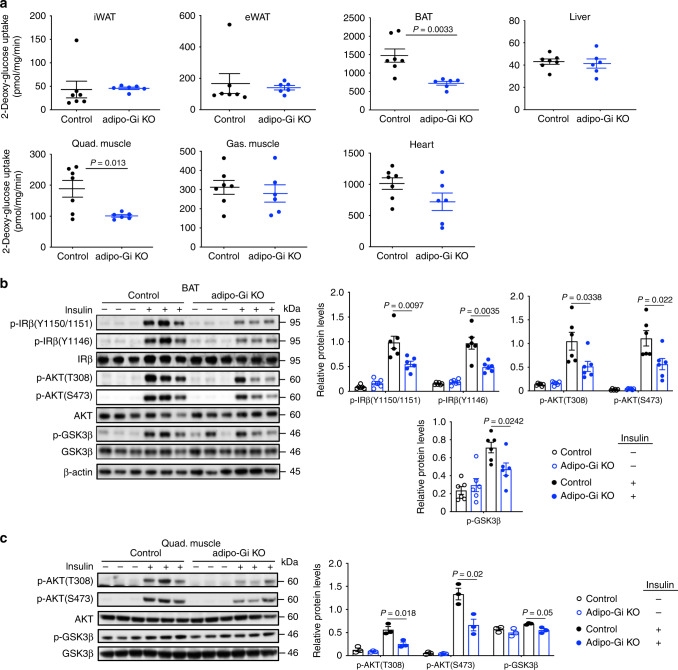
HFD adipo-Gi KO mice show impaired glucose uptake and insulin signaling in BAT and skeletal muscle. **a** In vivo 2-deoxy-glucose uptake studies. Control and adipo-Gi KO mice (males) maintained on a HFD for 8 weeks received an i.p. insulin injection (0.75 U/kg). Insulin-stimulated glucose uptake into inguinal white adipose tissue (iWAT), epididymal WAT (eWAT), brown adipose tissue (BAT), quadriceps muscle (Quad.), gastrocnemius muscle (Gas.), liver, and heart was studied using the 2-deoxy-glucose method (control, *n* = 7; adipo-Gi KO, *n* = 6). **b**, **c** Western blotting analysis of insulin signaling in BAT (**b**) (*n* = 6 per group) and quadriceps muscle (**c**) (*n* = 3 per group). HFD control and adipo-Gi KO mice were injected i.v. with either saline or insulin (5 U). Tissues were collected 5 min later and processed for immunoblotting studies. Data are given as means ± s.e.m. *P* values are indicated in the different panels (**a**: two-tailed Student’s *t* test; **b**, **c**: two-way ANOVA followed by Bonferroni’s post hoc test). Source data are provided as a Source data file.

To further confirm that insulin signaling was impaired in BAT and quadriceps muscle of HFD adipo-Gi KO mice, we injected HFD adipo-Gi KO mice and control littermates with insulin (5 U/mouse i.v.) or saline and collected BAT and skeletal muscle tissue 5 min later. Western blotting studies showed that insulin receptor signaling was significantly reduced in both tissues prepared from HFD adipo-Gi KO mice (Fig. 6b, c). We obtained similar data when we studied insulin receptor signaling in iWAT from HFD adipo-Gi KO and control mice (Supplementary Fig. 10). Despite this latter finding, insulin-stimulated ^14^C-2-DG uptake was not significantly affected in iWAT lacking functional G_i_ (Fig. 6a), perhaps due to considerable data scatter in the in vivo 2-DG uptake studies.

### Increased PTP1B activity impairs adipocyte insulin signaling

Previous work suggests that insulin receptor signaling can be modulated by the activity of heterotrimeric G proteins^32–34^. To investigate the effect of G_i_ signaling on insulin receptor signaling in adipocytes, we stimulated differentiated primary adipocytes from iWAT of adipo-Gi KO and control mice with insulin (10 nM) for 5 and 10 min. Western blotting studies showed that insulin receptor signaling, including insulin receptor auto-phosphorylation, was significantly impaired in the absence of functional G_i_ proteins (Fig. 7a). Protein tyrosine-phosphatase (PTPase) is known to inhibit insulin receptor auto-phosphorylation^35^. Strikingly, we found that PTPase activity was significantly increased in adipocytes lacking functional G_i_ proteins (Fig. 7b). Since PTPase 1B (PTP1B) is the most important PTPase expressed by adipocytes^36^, we hypothesized that a specific PTP1B inhibitor (compound II)^37,38^ would improve impaired insulin signaling caused by deficient adipocyte G_i_ signaling. Consistent with this notion, treatment of adipo-Gi KO adipocytes with compound II (500 nM) restored “control-like” insulin receptor signaling (Fig. 7c, d). These results indicate that intact G_i_ signaling is required for proper insulin receptor signaling in adipocytes.

**Fig. 7:**
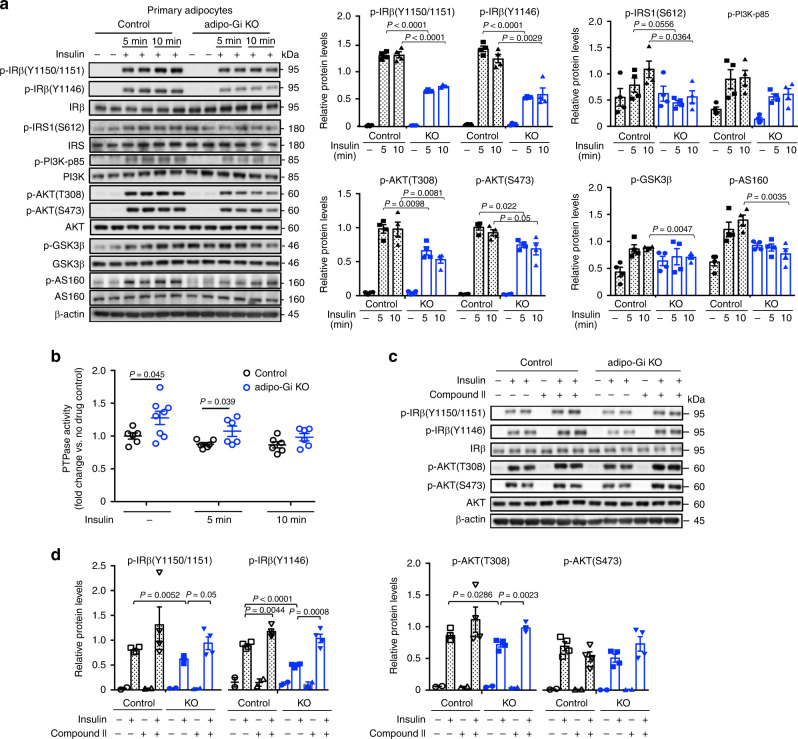
Lack of adipocyte G_i_ signaling impairs insulin signaling in adipocytes via enhanced PTPase activity. **a** Western blotting analysis of insulin signaling in primary adipocytes (iWAT) from adipo-Gi KO and control mice (males) treated with saline or 10 nM insulin for 5 or 10 min (*n* = 4 per group). **b** PTPase activity of primary adipocytes from adipo-Gi KO and control mice treated with either saline (−) (control, *n* = 6; adipo-Gi KO, *n* = 8) or 10 nM insulin for 5 or 10 min (control, *n* = 6; adipo-Gi KO, *n* = 6). **c** Immunoblots showing insulin-stimulated phosphorylation of IRβ-Y1150/1151, IRβ-Y1146, AKT-T308, and AKT-S473 in primary adipocytes from adipo-Gi KO and control mice. Adipocytes were treated with insulin (10 nM) for 5 min, either in the absence or presence of 500 nM Compound II (PTP1B inhibitor) (*n* = 4 per group). **d** Quantification of Western blotting data shown in (**c**). Data are presented as means ± s.e.m. *P* values are indicated in the different panels (**a**, **d**: two-way ANOVA followed by Bonferroni’s post hoc test; **b**: two-tailed Student’s *t* test). Source data are provided as a Source data file.

### Enhanced cAMP/PKA signaling increases PTP1B activity

Previous studies have shown that stimulation of the cAMP/PKA pathway can enhance the activity of PTP1B^39,40^. We therefore hypothesized that the increase in PTPase activity displayed by adipo-Gi KO adipocytes might be due to the lack of the inhibitory effect of G_i_ signaling on cAMP formation. To address this issue, we measured cAMP levels in adipose tissues from HFD control and adipo-Gi KO mice. We found that cAMP levels were significantly increased in eWAT from adipo-Gi KO mice (Fig. 8a; iWAT and BAT showed a trend toward increased cAMP levels).

**Fig. 8:**
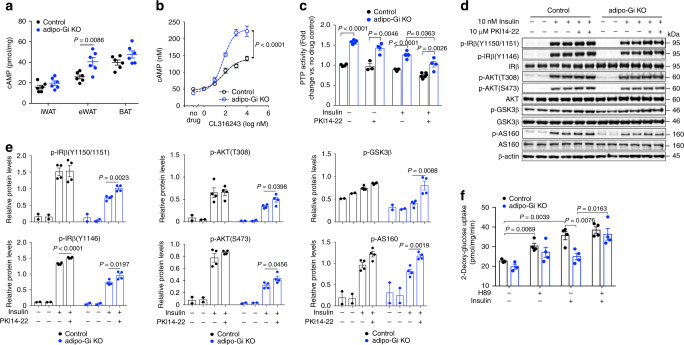
Deficient adipocyte G_i_ function enhances cAMP/PKA signaling and PTPase activity, causing impaired insulin signaling. **a** cAMP levels in adipose tissues from HFD adipo-Gi KO and control mice (males; *n* = 6 per group). **b** CL316243-induced stimulation of cAMP accumulation in primary adipocytes (iWAT) from control and adipo-Gi KO mice (*n* = 8 per group). **c** PTPase activity in primary adipocytes from adipo-Gi KO and control mice treated with either saline or insulin (10 nM) for 5 or 10 min, either in the absence or presence of PKA inhibitor (10 μM PKI14-22) (control, *n* = 3; adipo-Gi KO, *n* = 4). **d** Immunoblots showing the effect of PKA inhibition on insulin-stimulated phosphorylation of IRβ-Y1150/1151, IRβ-Y1146, AKT-T308, AKT-S473, GSK3β, and AS160 in primary adipocytes prepared from iWAT of adipo-Gi KO and control mice (diet: regular chow) were treated with 10 nM insulin for 5 or 10 min, either in the absence or presence of PKI14-22 (10 μM) (n = 4 per group). **e** Quantification of Western blotting data shown in (**d**). **f** Insulin-stimulated 2-deoxyglucose uptake by primary adipocytes. Primary adipocytes prepared from iWAT of adipo-Gi KO and control mice were treated with 10 nM insulin for 5 min, either in the absence or presence of H89 (10 μM) (*n* = 4 per group). Data are presented as means ± s.e.m. *P* values are indicated in the different panels (two-way ANOVA followed by Bonferroni’s post hoc test). PKI14-22, myristoylated PKI [14–22] amide. Source data are provided as a Source data file.

We next treated primary adipocytes from adipo-Gi KO and control mice with increasing concentrations of CL316243, a selective β3-adrenergic receptor agonist (the β3-receptor is the most abundant β-adrenergic receptor subtype in mouse adipocytes). CL316243 stimulated the production of cAMP in adipocytes from both groups of mice (Fig. 8b). However, this response was significantly more robust in adipocytes deficient in adipocyte G_i_ signaling (Fig. 8b). These data suggest that the increase in PTPase activity displayed by the adipo-Gi KO adipocytes is caused by enhanced cAMP/PKA signaling.

To provide additional support for this concept, we examined whether treatment of adipo-Gi KO adipocytes with a selective PKA inhibitor (myristoylated PKI [14–22] amide; abbreviated as PKI14–22 in the present study) was able to lower the increase in PTP1B activity characteristic for the mutant adipocytes. We found that PKI14–22 (10 μM) treatment caused a significant decrease in PTPase activity in adipo-Gi KO adipocytes prepared from iWAT of HFD mice under both basal conditions (no drug) and after stimulation with insulin (5 min; Fig. 8c). In addition, Western blotting studies indicated that the impairments in insulin receptor signaling found with adipocytes lacking functional G_i_ proteins could be significantly improved by PKI14–22 (10 μM)-mediated inhibition of PKA (Fig. 8d, e). We obtained similar data with H89 (10 μM), a widely used PKA inhibitor (Supplementary Fig. 11). In sum, these data strongly suggest that G_i_-mediated suppression of cAMP production and PKA activation is required for efficient insulin receptor signaling in adipocytes.

We next examined whether inhibition of PKA was able to reverse the deficits in insulin-stimulated glucose uptake displayed by the adipo-Gi KO adipocytes prepared from iWAT (Fig. 8d, e). We studied glucose uptake into primary adipocytes from control and adipo-Gi KO mice using the 2-deoxy-glucose method. While glucose uptake was greatly impaired when adipo-Gi KO adipocytes were treated with insulin alone (as compared to control adipocytes), co-treatment of insulin with H89 (10 μM) fully restored efficient glucose uptake in the adipo-Gi KO adipocytes (Fig. 8f).

While primary Gi KO adipocytes prepared from iWAT displayed impaired insulin-stimulated glucose uptake (Fig. 8f), the lack of adipocyte G_i_ signaling had no significant effect on glucose uptake in iWAT and eWAT in the hyperinsulinemic-euglycemic clamp study (Fig. 3f). Possible reasons for this discrepancy are that glucose uptake into white adipose tissue is very small in the clamp study and that many local and circulating factors modulate adipose tissue function in the vivo studies.

### Treatment of HFD adipo-Gi KO mice with a PTP1B inhibitor

To examine whether pharmacological inhibition of PTP1B was able to improve insulin resistance and glucose intolerance in HFD adipo-Gi KO mice, we carried out additional studies with a selective PTP1B inhibitor, CPT157633^41^. HFD control and adipo-Gi KO mice (age: 12 weeks, HFD during weeks 7–12) were fasted overnight for ~16 h (IGTT) or ~4 h (ITT), respectively. Mice were then injected with CPT157633 (5 mg/kg i.p.) or saline. Thirty min later, mice were subjected to glucose and insulin tolerance tests (IGTT and ITT, respectively). We found that treatment of HFD adipo-Gi KO mice with the PTP1B inhibitor restored control-like glucose tolerance and insulin sensitivity (Supplementary Fig. 12), indicating that enhanced PTP1B activity makes a major contribution to the in vivo metabolic deficits displayed by the HFD adipo-Gi KO mice.

### Adipocyte G_i_ signaling improves glucose homeostasis

To selectively activate adipocyte G_i_ signaling in vivo, we took advantage of the availability of a CNO-sensitive designer GPCR that selectivity couples to G proteins of the G_i_ family (official name: hM4Di; other names: G_i_ DREADD or simply GiD)^18,19^. To obtain mutant mice that express the GiD receptor selectively in adipocytes (adipo-GiD mice), we crossed *Rosa26-LSL-hM4Di* mice^42^ with *adipoq-Cre* mice^20^. *Rosa26-LSL-hM4Di* mice that lacked the *adipoq-Cre* transgene served as control animals in all studies.

After acute CNO injection (10 mg/kg i.p), plasma FFA, glycerol, and triglyceride levels were markedly decreased in RC and HFD adipo-GiD mice but not in control littermates (Supplementary Fig. 13a, b), indicating that CNO could specifically activate adipocyte G_i_ signaling. CNO treatment (10 mg/kg i.p) of adipo-GiD mice also resulted in significantly decreased plasma insulin levels (Supplementary Fig. 13a, b), probably caused by an increase in insulin sensitivity secondary to reduced plasma FFA levels. Strikingly, CNO (10 mg/kg i.p)-induced activation of adipocyte G_i_ signaling in adipo-GiD mice resulted in pronounced improvements in glucose tolerance and insulin sensitivity, independent of the diet that the mice consumed (RC or HFD; Fig. 9a–d). In vivo ^14^C-2-DG uptake assays demonstrated that CNO (10 mg/kg i.p.) mediated activation of adipocyte G_i_ signaling significantly enhanced insulin-induced glucose uptake into adipose tissues (iWAT and eWAT; Fig. 9e). This effect was not observed with CNO-treated control mice, indicating that it was dependent on activation of the G_i_-coupled designer receptor (Supplementary Fig. 14).

**Fig. 9:**
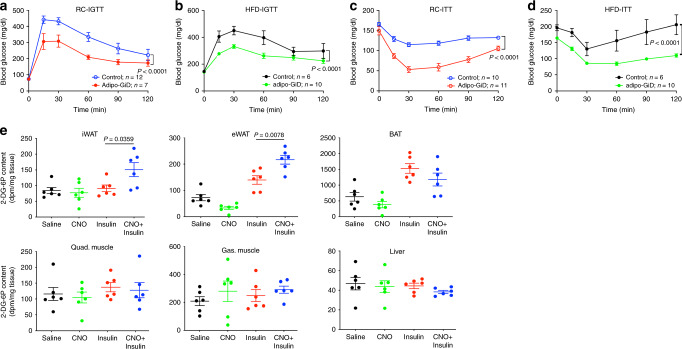
Activation of adipocyte G_i_ signaling improves glucose metabolism and insulin sensitivity. Adipo-GiD mice and control littermates (adult males) were subjected to a series of metabolic tests. **a**, **b** I.p. glucose tolerance test (IGTT) (RC, regular chow: 10 mg/kg CNO + 2 g/kg glucose; HFD: 10 mg/kg CNO + 1 g/kg glucose). **c**, **d** Insulin tolerance test (ITT) (RC, regular chow, 10 mg/kg CNO + 0.75 U/kg insulin, i.p.; HFD, 10 mg/kg CNO + 1 U/kg insulin, i.p.). **e** In vivo 2-deoxy-glucose uptake in iWAT, eWAT, BAT, quadriceps muscle (Quad.), gastrocnemius muscle (Gas.), and liver of 8-week-old adipo-GiD mice maintained on RC. Mice that had been fasted overnight were injected i.p with saline, 10 mg/kg CNO, 0.75 U/kg insulin, or 10 mg/kg CNO + 0.75 U/kg insulin (*n* = 6 per group). Data are given as means ± s.e.m. *P* values are indicated in the different panels (two**-**way ANOVA followed by Bonferroni’s post hoc test). Source data are provided as a Source data file.

Caron et al.^13^ recently reported that CNO treatment (1 mg/kg i.p.) of adipo-GiD mice led to a modest but significant increase in plasma leptin levels 2 h following CNO injection. Somewhat surprisingly, we found that CNO treatment (1 or 10 mg/kg i.p.) of adipo-GiD mice or control littermates did not lead to any significant changes in plasma leptin levels throughout the 2 h observation period (Supplementary Fig. 15a, d). However, CNO treatment (1 or 10 mg/kg i.p.) of the same set of animals resulted in significant decreases in plasma FFA levels in adipo-GiD mice, but not in control littermates (Supplementary Fig. 15b, e). CNO administration (1 or 10 mg/kg i.p.) caused only mild increases in blood glucose levels that did not differ significantly between adipo-GiD and control mice (Supplementary Fig. 15c, f). Most likely, these effects resulted from glucose mobilization due to the injection stress.

To examine whether chronic activation of adipocyte G_i_ signaling was able to improve glucose homeostasis in vivo, we maintained control and adipo-GiD mice on HFD for 6 weeks. During the last 12 days of HFD feeding, the mice received daily i.p. injections of either CNO (10 mg/kg) or saline (control) (Fig. 10a). CNO treatment had essentially no effect on body weight in both control and adipo-GiD mice (Fig. 10a). However, CNO-treated adipo-GiD mice showed significantly reduced plasma FFA levels throughout the entire CNO administration period, as compared to the three control groups (Fig. 10b). Strikingly, during chronic CNO treatment, adipo-GiD mice showed improved insulin sensitivity and glucose tolerance, as compared to CNO-treated control littermates (Fig. 10c, d). Plasma leptin levels were not significantly different at the end of the 12-day CNO treatment period (Fig. 10e), in agreement with the acute CNO injection data (Supplementary Fig. 15a, d).

**Fig. 10:**
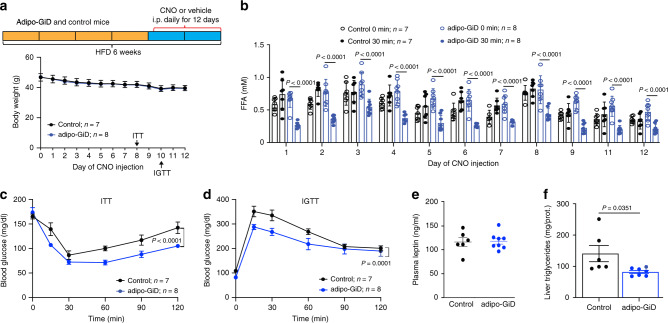
Chronic activation of adipocyte G_i_ signaling improves glucose homeostasis. **a** Scheme of the experimental design used (top). Control and adipo-GiD mice (males) consumed a HFD for 6 weeks. During the last 12 days, mice received daily i.p. injections of CNO (10 mg/kg). **b** Plasma free fatty acid (FFA) levels during chronic CNO treatment of HFD adipo-GiD mice and control littermates. Plasma FFA levels were determined daily before and 30 min after CNO treatment. **c** Insulin tolerance test (ITT) after chronic CNO treatment for 8 days (0.75 U/kg insulin, i.p.). **d** I.p. glucose tolerance test (IGTT) after chronic CNO treatment for 10 days (1 g/kg glucose). **e** Plasma leptin levels of HFD adipo-GiD and control mice after CNO treatment for 12 days (control, *n* = 6; adipo-GiD, *n* = 8). **f** Liver triglyceride content of HFD adipo-GiD and control mice after CNO treatment for 12 days (control, *n* = 6; adipo-GiD, *n* = 7). Data are given as means ± s.e.m. *P* values are indicated in the different panels (**b**–**d**: two-way ANOVA followed by Bonferroni’s post hoc test; **f**: two-tailed Student’s *t* test). Source data are provided as a Source data file.

Liver triglyceride content was significantly decreased in adipo-GiD mice chronically treated with CNO (Fig. 10f). These data indicate that activation of adipocyte G_i_ signaling can overcome the metabolic deficits associated with the consumption of a HFD.

### G_i_-coupled receptors endogenously expressed by adipocytes

The metabolic phenotypes displayed by the CNO-treated adipo-GiD mice suggested that targeting G_i_-coupled receptors endogenously expressed by adipocytes might prove beneficial to treat impairments in glucose homeostasis in T2D. To identify such receptors, we subjected RNA prepared from isolated mouse adipocytes (iWAT and eWAT) and BAT tissue to RNA-seq analysis. This analysis demonstrated that mouse adipocytes/BAT tissue express a large number of GPCRs that are selectively coupled to G_i_-type G proteins, including many chemokine receptor subtypes, the succinate receptor (succinate receptor 1), the CB_1_ cannabinoid receptor, the HCA receptors 1 and 2, and several orphan receptors (Supplementary Table 1). 

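RNA was sequenced from adipocytes isolated from iWAT and eWAT and from whole BAT. The 18 samples analysed here are those of male mice on a HFD for 12 weeks, with 6 mice for each of the 3 tissues. One field of the sample labels gives regular chow as the treatment of all 18 samples. Their titles, the design of the study and the notes to Supplementary Table 1 give the HFD, so they were treated as HFD samples. Samples of mice on RC were not analysed here. By the mouse number in the sample titles, both white depots came from mice 1, 2, 3, 4, 5 and 16. BAT came from mice 1, 2, 5, 16, 17 and 18. For each sample, the authors deposited the number of reads counted on each transcript row of the mm9 (NCBIM37) mouse genome, together with the RPKM of each row. Reads on these rows numbered 26768529 to 30166441 per mouse in iWAT adipocytes (median 28898601) and 24655056 to 37438994 in eWAT adipocytes (median 28885180). In BAT, they numbered 27402247 to 42518483 (median 37643115). For every pair of mice of the same tissue, the counts differed by more than sampling noise (chi-square per degree of freedom of at least 15.3, where the same library sequenced again gives about 1). The 6 samples of a tissue are thus separate libraries. Pearson's r of log2 RPKM across genes between them was 0.986 to 0.994. The 10 rows with the most reads held 17.9 ± 2.33% of the reads in iWAT adipocytes, 11.9 ± 1.09% in eWAT adipocytes and 47.1 ± 3.99% in BAT (mean ± SD, n = 6 mice each). Rows of the mitochondrial genome held 5.96 ± 0.917%, 3.46 ± 0.741% and 19.9 ± 2.39% of the total that RPKM is scaled to. Mean ± SD RPKM of the adipocyte marker Adipoq in iWAT adipocytes, eWAT adipocytes and BAT was 1127 ± 166, 387 ± 178 and 221 ± 29.5. In the same order, it was 2.26 ± 0.591, 0.261 ± 0.0844 and 1858 ± 237 for the brown adipocyte marker Ucp1. It was 140 ± 32.8, 567 ± 93.3 and 3.11 ± 0.813 for the macrophage marker Cd68, and 111 ± 45.3, 30.8 ± 9.49 and 45.6 ± 8.13 for the endothelial marker Cdh5. BAT was sequenced in lanes 3 and 4 and the white depots in lanes 1 and 2, so that lane and tissue cannot be told apart for BAT. Lanes 1 and 2 each held samples of both white depots.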

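Supplementary Table 1 lists 41 receptors, each of which has 1 row in the deposited files. With a mean of at least 1 RPKM over the 6 HFD mice as the cutoff, 18 of the 41 receptors (43.9%) were expressed in iWAT adipocytes, 19 (46.3%) in eWAT adipocytes and 10 (24.4%) in BAT. Of all choices tried, a cutoff of 0.1 RPKM moved these counts most, to 32, 31 and 26. In total, 24 receptors reached 1 RPKM in at least 1 tissue, 8 did so in all 3 tissues (Aplnr, Cmklr1, Cxcr4, Cxcr7, Gpr81, Ptger3, S1pr1 and Sucnr1), and 17 did so in none. More than 3 reads in each of the 6 mice were counted for 31 receptors in iWAT adipocytes, 32 in eWAT adipocytes and 25 in BAT. Receptors with at most 3 reads in every mouse were Ccr4, Ccr6, Chrm2 and Cxcr1 in iWAT adipocytes and the same 4 and Gpr20 in eWAT adipocytes. In BAT, they were Ccr3, Ccr6, Chrm2, Chrm4, Gpr84, Ltb4r2 and Sstr2. At this depth, expression of these receptors cannot be told from its absence. The receptors with the highest mean RPKM were S1pr1 (57.2 ± 24.5; chromosome 3, 115413351 to 115417973), Ptger3 (33.6 ± 4.81), Sucnr1 (31.7 ± 5.61), Cmklr1 (31.0 ± 4.20) and Cxcr4 (26.3 ± 8.98) in iWAT adipocytes (mean ± SD, n = 6 mice). In eWAT adipocytes, they were Cxcr4 (82.3 ± 17.0), Ccrl2 (65.7 ± 14.5), S1pr1 (22.8 ± 5.10), Cmklr1 (21.2 ± 1.69) and Sucnr1 (14.2 ± 6.45). In BAT, they were S1pr1 (27.9 ± 9.86), Cxcr7 (24.3 ± 3.20), Ptger3 (14.8 ± 2.24), Aplnr (5.43 ± 1.97) and Sucnr1 (4.10 ± 0.644). Cmklr1 and Cxcr7 overlap transcripts of other symbols, so that reads could not be assigned with certainty. Of the 18 chemokine receptors, 6 reached the cutoff in iWAT adipocytes and 7 in eWAT adipocytes (among them Ccrl2, Cxcr4 and Cxcr7 in both), and 3 did so in BAT (Ccr10, Cxcr4 and Cxcr7). In these tissues, 12, 13 and 8 of them had more than 3 reads in all 6 mice. Cxcr4 (chromosome 1, 130484776 to 130488876) had 1008 to 2269 reads per mouse in iWAT adipocytes, 3057 to 6349 in eWAT adipocytes and 34 to 111 in BAT. Its mean in BAT was 1.07 ± 0.360 RPKM. Ccrl2 (chromosome 9, 110956990 to 110960023) had 18.4 ± 5.69 RPKM in iWAT adipocytes and 0.804 ± 0.135 in BAT. The succinate receptor gene Sucnr1 (chromosome 3, 59885791 to 59891488) had 1176 to 2013 reads per mouse in iWAT adipocytes, 263 to 998 in eWAT adipocytes and 139 to 252 in BAT. For this gene, 3 reads correspond to at most 0.0833 RPKM. Cnr1, which codes for the CB_1_ receptor (chromosome 4, 34011025 to 34035806), had 1.57 ± 0.318, 0.736 ± 0.324 and 0.0722 ± 0.0458 RPKM in iWAT adipocytes, eWAT adipocytes and BAT. For HCA receptor 1 (Gpr81; chromosome 5, 124326745 to 124330029), the means were 15.6 ± 3.01, 8.36 ± 3.42 and 1.12 ± 0.330 RPKM. For HCA receptor 2 (Niacr1; chromosome 5, 124313579 to 124315525), they were 19.9 ± 4.91, 7.01 ± 3.05 and 0.417 ± 0.127 RPKM. Among the orphan receptors, Gpr34 (chromosome X, 13209215 to 13217984, within Cask) had 2.81 ± 0.575, 7.98 ± 1.25 and 0.287 ± 0.0473 RPKM. Gpr84 (chromosome 15, 103138666 to 103140869) had 0.641 ± 0.403 and 2.38 ± 0.655 RPKM in iWAT and eWAT adipocytes, with at most 2 reads per mouse in BAT. Gpr20 had 0 to 4, 0 to 2 and 2 to 9 reads per mouse. From the RPKM values of Supplementary Table 1, the paper concludes that adipocytes and BAT express a large number of receptors selectively coupled to G_i_. It names the chemokine, succinate, CB_1_, HCA and orphan receptors among them.

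**Figure D1:**
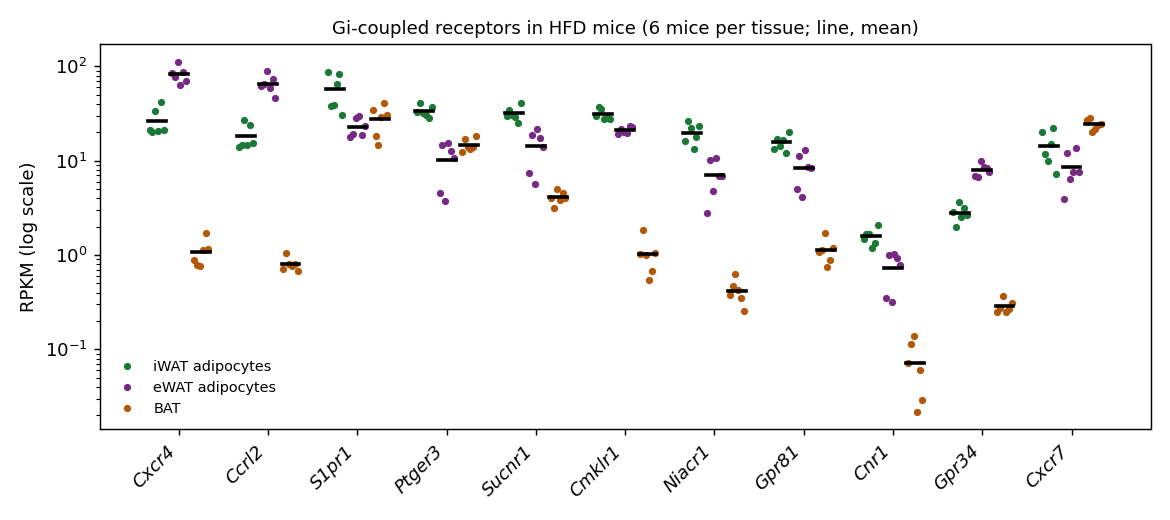
RPKM (y axis, log scale) of 11 receptors (x axis) in iWAT adipocytes (green), eWAT adipocytes (purple) and BAT (orange) of HFD mice; each dot is 1 mouse (n = 6 per tissue) and each black line a mean. Mean Cxcr4 was 82.3 RPKM in eWAT adipocytes and 1.07 RPKM in BAT, whereas mean Cxcr7 was 24.3 RPKM in BAT and 8.55 RPKM in eWAT adipocytes.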

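Receptor expression was compared between the tissues of HFD mice with edgeR's quasi-likelihood test on the read counts after TMM normalization (two-sided, n = 6 mice per tissue). The threshold was a Benjamini-Hochberg adjusted p of 0.05, and log2 fold changes are the first tissue over the second. Of the 41 receptors, 32 had enough reads to be tested in each comparison. Between iWAT and eWAT adipocytes, 31 of 32 receptors differed (16 higher in iWAT adipocytes and 15 in eWAT adipocytes). Between iWAT adipocytes and BAT, 26 of 32 differed (21 higher in iWAT adipocytes and 5 in BAT). Between eWAT adipocytes and BAT, 29 of 32 differed (19 higher in eWAT adipocytes and 10 in BAT). Adjusting over the 32 receptors alone gave the same numbers. RPKM of the mice, without TMM normalization, did not overlap between tissues for 25, 23 and 25 receptors. For 6 against 6 samples of the same distribution, the share is 0.00216. Against BAT, the difference in scaling can by itself separate the values, so this share does not measure chance there. Between eWAT adipocytes and BAT, the 25 include Cx3cr1, which did not pass the threshold (edgeR adjusted p = 0.068). With the mouse number as a replicate block, 29, 25 and 29 receptors differed. Across 19941 genes, the mean correlation between tissues of samples with the same mouse number, each expressed relative to its tissue mean, was -0.0114, -0.0108 and 0.0154. For samples with different numbers, it was 0.00300, 0.00152 and -0.00212. Leaving out TMM normalization moved the comparison of iWAT adipocytes and BAT most, to 31 receptors (27 higher in iWAT adipocytes and 4 in BAT), and the median log2 fold change of all genes rose from 0.01 to 0.87. Between eWAT adipocytes and BAT, 27 receptors then differed (22 higher in eWAT adipocytes and 5 in BAT), and without the filter on reads, 34 of 41 did (21 and 13). The same test over all genes gave 13454 of 19623 genes between iWAT and eWAT adipocytes (6689 higher in iWAT adipocytes). It gave 14864 of 19745 between iWAT adipocytes and BAT (7528 higher in iWAT adipocytes) and 16561 of 20076 between eWAT adipocytes and BAT (8243 higher in eWAT adipocytes). With the replicate block, the numbers were 12836, 12555 and 15149. With lane as a covariate, 13018 genes (12837 of them shared) and 30 receptors differed between the white depots. Between the white depots, the receptors with the largest changes were Chrm4 (log2 fold change 3.72, SE 0.29, edgeR adjusted p = 4.4e-07) and Gpr30 (2.48, SE 0.39, adjusted p = 0.00010), which were higher in iWAT adipocytes. Higher in eWAT adipocytes were Ccr3 (-2.51, SE 0.24, adjusted p = 1.8e-06), Cxcr3 (-2.34, SE 0.30, adjusted p = 1.9e-05) and Sstr2 (-2.14, SE 0.20, edgeR adjusted p = 1.5e-06). Reads on Chrm4, Gpr30 and Sstr2 are uncertain, since each overlaps a transcript of another symbol (Mdk, 3110082I17Rik and Slc39a11). Cxcr3 had 1 to 12 reads per mouse in iWAT adipocytes. Niacr1 (1.52, SE 0.29), Sucnr1 (1.17, SE 0.29), Cnr1 (1.11, SE 0.29) and Gpr81 (0.91, SE 0.26) were higher in iWAT adipocytes, and Ccrl2 (-1.83, SE 0.19), Cxcr4 (-1.64, SE 0.19) and Gpr34 (-1.50, SE 0.13) in eWAT adipocytes, all with an edgeR adjusted p of at most 0.0063. The mean of 7 macrophage markers was also higher in eWAT adipocytes, by 2.18 (log2). That of 4 endothelial markers was higher in iWAT adipocytes, by 1.74. Receptor differences between these preparations therefore cannot be assigned to the adipocytes alone. Against BAT, receptors with at most 3 reads in every BAT sample are given as lower bounds. These bounds do not rank them against the other receptors. In iWAT adipocytes, Chrm4 was at least 18.7-fold, Ccr3 at least 5.81-fold, Gpr84 at least 4.19-fold and Sstr2 at least 3.53-fold higher than in BAT. Of the receptors with more than 3 reads in some BAT sample, the largest increases were those of Niacr1 and Ccr1. Niacr1 had a log2 fold change of 5.01 (SE 0.23, edgeR adjusted p = 3.0e-11) and Ccr1 one of 4.97 (SE 0.38, adjusted p = 9.8e-09). In eWAT adipocytes, Ccr3 was at least 33.7-fold, Gpr84 at least 15.9-fold and Sstr2 at least 15.8-fold higher than in BAT. Of the receptors with more than 3 reads in some BAT sample, the largest increases were those of Ccr1 and Ccrl2. Ccr1 had a log2 fold change of 7.00 (SE 0.32, edgeR adjusted p = 1.7e-11) and Ccrl2 one of 5.76 (SE 0.17, adjusted p = 2.7e-13). Ccr10, which overlaps Cntnap1, and Cxcr7 were higher in BAT than in either white depot (edgeR adjusted p of at most 1.2e-05). Their log2 fold changes were -3.62 (SE 0.19) and -1.38 (SE 0.20) for iWAT adipocytes over BAT and -5.35 (SE 0.22) and -2.09 (SE 0.23) for eWAT adipocytes over BAT.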

Interestingly, we observed that the expression of many of these receptors were upregulated in HFD mice.

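The HFD values of each mouse were set against the RC means in Supplementary Table 1. The paper gives these means without an error, so no test was made. The number of HFD mice above or below the RC mean is given instead. In iWAT adipocytes, the HFD mean was above the paper's RC mean for 34 of 41 receptors, with all 6 mice above it for 21 and all 6 below it for 6. In eWAT adipocytes, it was above for 21 of 41, with all 6 mice above for 16 and all 6 below for 14. In BAT, it was above for 29 of 41, with all 6 mice above for 9 and all 6 below for 4. Asking for all 6 mice in place of the mean moved these counts most in BAT. The counts include receptors with at most 3 reads in every mouse. Among them are Ccr4, Ccr6, Chrm2 and Cxcr1 above the RC mean in iWAT adipocytes, and Chrm2 and Cxcr1 below it in eWAT adipocytes. Of receptors with at least 0.1 RPKM in the RC or HFD mean, 26 of 33, 18 of 33 and 20 of 28 had an HFD mean above the RC mean (iWAT adipocytes, eWAT adipocytes and BAT). In both white depots, all 6 mice were above the RC mean for 13 receptors, among them Ccr3, Ccrl2, Cxcr4, Gpr183, Gpr34, Gpr44, Gpr84 and Sstr2. Of those named, Gpr183, Gpr34, Gpr44 and Sstr2 overlap transcripts of other symbols. All 6 mice were above it in all 3 tissues for Ccrl2, Cxcr4 and Gpr44. Cxcr4 was 11.8 ± 4.03 times the paper's RC mean of 2.23 in iWAT adipocytes, 11.8 ± 2.43 times 7.00 in eWAT adipocytes and 1.88 ± 0.630 times 0.571 in BAT (mean ± SD, n = 6 mice). Ccrl2 was 10.3 ± 3.19, 8.02 ± 1.77 and 1.77 ± 0.298 times the RC mean. Ratios in iWAT and eWAT adipocytes were 16.3 ± 6.34 and 25.9 ± 5.74 for Gpr183 and 9.70 ± 1.98 and 10.6 ± 1.67 for Gpr34. The highest ratios, 39.5 ± 12.2 for Sstr2 in iWAT adipocytes and 43.0 ± 13.6 for Ccr3 in eWAT adipocytes, stand on RC means of 0.010 and 0.056. S1pr1 was 3.87 ± 1.66 times the RC mean in iWAT adipocytes (6 of 6 mice above), 0.814 ± 0.182 times in eWAT adipocytes (2 of 6) and 1.56 ± 0.550 times in BAT (5 of 6). In iWAT adipocytes, eWAT adipocytes and BAT, Niacr1 (0.323 ± 0.0796, 0.379 ± 0.165 and 0.143 ± 0.0437 times the RC mean) and Gpr81 (0.413 ± 0.0795, 0.257 ± 0.105 and 0.0833 ± 0.0244 times) were lower in all 6 mice of each tissue. Cnr1 was below it in all 6 mice of both white depots (0.377 ± 0.0762 and 0.341 ± 0.150 times) and above it in 2 of 6 in BAT (0.859 ± 0.545 times). Sucnr1 was 0.856 ± 0.152 times the RC mean in iWAT adipocytes (1 of 6 mice above), 0.247 ± 0.113 times in eWAT adipocytes (0 of 6) and 1.84 ± 0.289 times in BAT (6 of 6). From the fold changes between the RC and HFD means of Supplementary Table 1, the paper states that many of the receptors were upregulated in HFD mice.

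**Figure D2:**
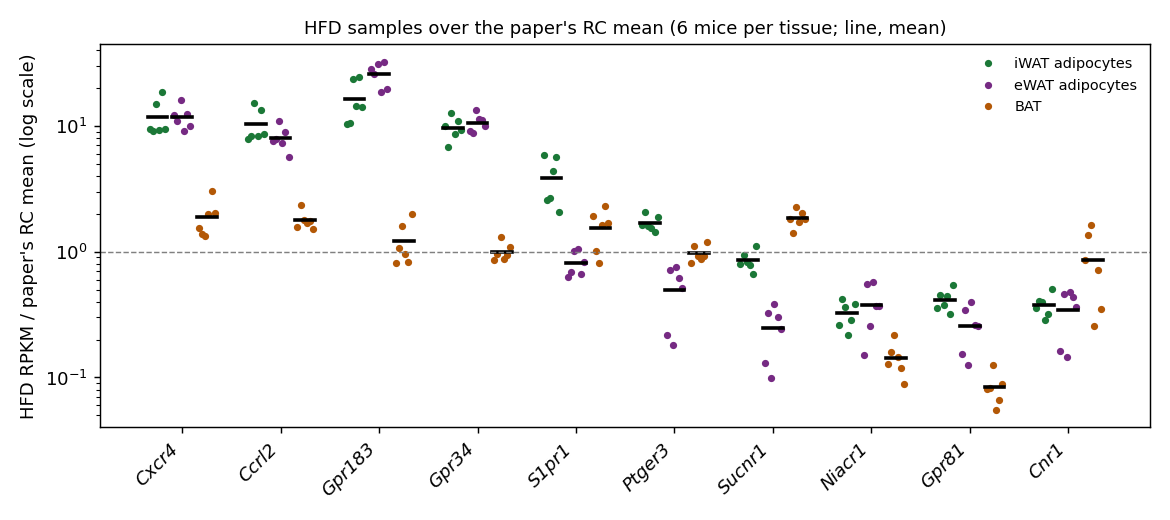
RPKM in HFD mice divided by the paper's RC mean (y axis, log scale, dashed line at 1) for 10 receptors (x axis) in iWAT adipocytes (green), eWAT adipocytes (purple) and BAT (orange); each dot is 1 mouse (n = 6 per tissue) and each black line a mean. In both white depots, Cxcr4 lay above the dashed line (mean ratio 11.8) and Niacr1 below it (0.323 and 0.379).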

## Discussion

We here report that mice lacking functional G_i_ proteins selectively in adipocytes (adipo-Gi KO mice) showed pronounced impairments in glucose homeostasis when maintained on an obesogenic diet (HFD). Hyperinsulinemic-euglycemic clamp studies showed that GIR was dramatically decreased in HFD adipo-Gi KO mice (Fig. 3b), confirming that the lack of adipocyte G_i_ signaling causes severe insulin resistance. Additional experiments showed that the profound insulin resistance displayed by HFD adipo-Gi KO mice is due to impaired insulin action on multiple peripheral tissues or organs, including liver, skeletal muscle, and adipose tissue (BAT), most likely due to enhanced breakdown of adipocyte triglycerides (see below).

Interestingly, the mRNA expression levels of several pro-inflammatory cytokines were significantly elevated in adipose tissues from HFD adipo-Gi KO mice (Fig. 5b). Moreover, adipocytes from HFD adipo-Gi KO mice (iWAT and eWAT) mice were extensively infiltrated by mononuclear inflammatory cells/macrophages (Fig. 5b, c; Supplementary Fig. 8), indicating that the lack of adipocyte G_i_ signaling causes adipose tissue inflammation.

In agreement with the inflammatory processes caused by the lack of adipocyte G_i_ signaling, Western blotting studies showed that insulin receptor signaling, including insulin receptor auto-phosphorylation, was significantly impaired in the absence of adipocyte G_i_ signaling (Fig. 7a). We also found that PTPase activity, which is known to inhibit insulin receptor auto-phosphorylation^35^, was significantly increased in adipocytes lacking functional G_i_ proteins (Fig. 7b). Strikingly, treatment of adipo-Gi KO adipocytes with compound II, a specific PTP1B inhibitor, fully restored efficient insulin receptor signaling (Fig. 7c), indicating that intact G_i_ signaling is required for proper insulin-mediated regulation of adipocyte metabolism.

It has been reported that stimulation of the cAMP/PKA pathway leads to the activation of PTP1B^39,40^. In agreement with this concept, we obtained data strongly suggesting that G_i_-mediated suppression of cAMP-mediated PKA activation is required for efficient insulin receptor signaling in adipocytes (Fig. 8a–e).

A key question is how the metabolic and functional deficits displayed by adipose tissue deficient in adipocyte G_i_ signaling can cause severe peripheral insulin resistance. We found that plasma FFA levels were significantly elevated in adipo-Gi KO mice (Fig. 1f and Supplementary Fig. 2e), most likely due to an increase in the rate of lipolysis in adipose tissue (Fig. 2a, b). Many studies have shown that increased plasma FFA levels can trigger insulin resistance and inflammation in the major insulin target tissues, thus linking obesity with insulin resistance and the development of T2D^25^. To study the contribution of elevated plasma FFA levels to the metabolic deficits displayed by the HFD adipo-Gi KO, we treated HFD adipo-Gi KO mice with the HSL inhibitor BAY 59–9435 (Bay)^26,27^ to lower plasma FFA levels to levels similar to those displayed by control mice (Fig. 4b). Strikingly, this manipulation greatly improved glucose tolerance and insulin sensitivity in the HFD adipo-Gi KO mice (Fig. 4c, d), restored efficient insulin signaling in skeletal muscle (quadriceps) and liver (Fig. 4f, i), and markedly reduced liver weight and hepatic triglyceride content (Fig. 4g, h). These data clearly indicate that the increase in plasma FFA levels caused by deficient adipocyte G_i_ signaling makes a key contribution to the metabolic deficits caused by the lack of adipocyte G_i_ function.

Interestingly, Bay treatment of HFD adipo-Gi KO mice also reduced elevated gene expression levels of inflammatory cytokines in iWAT and eWAT (Supplementary Fig. 9b, c), reduced elevated plasma levels of inflammatory cytokines (Supplementary Fig. 9a), greatly reduced increased macrophage infiltration of adipose tissues (Supplementary Fig. 8), and restored control-like morphology to adipose tissue of HFD adipo-Gi KO mice (Supplementary Fig. 9d). These findings suggest that the lack of adipocyte G_i_ signaling causes an increase in plasma FFA levels, which in turn trigger inflammatory processes that contribute to the metabolic deficits displayed by the HFD adipo-KO mice.

Based on these findings, we speculated that activation of adipocyte G_i_ signaling may cause beneficial metabolic effects. Indeed, CNO-induced activation of adipocyte G_i_ signaling in adipo-GiD mice caused striking improvements in glucose and insulin tolerance, independent of the diet that the mice consumed (Fig. 9a–d). These beneficial metabolic effects were accompanied by enhanced insulin-induced glucose uptake into adipose tissues (Fig. 9e). Moreover, chronic CNO treatment of adipo-GiD mice greatly improved the metabolic impairments associated with the consumption of an obesogenic HFD, including insulin resistance, reduced glucose tolerance, and hepatic steatosis (Fig. 10c, d, f). These CNO-dependent improvements were accompanied by a significant reduction in plasma FFA levels (Fig. 10b), suggesting that G_i_-mediated inhibition of lipolysis plays a key role in the beneficial metabolic profile displayed by the CNO-treated HFD adipo-GiD mice.

Recently, Caron et al.^13^ characterized an adipo-GiD mouse line that was generated by using the same strategy used in the present study. Interestingly, these authors showed that CNO treatment (1 mg/kg i.p.) of adipo-GiD mice led to a modest but significant increase in plasma leptin levels 2 hr following CNO injection. However, we found that CNO treatment (1 or 10 mg/kg i.p.) of adipo-GiD mice or control littermates did not lead to any significant changes in plasma leptin levels throughout the 2 h observation period (Supplementary Fig. 15a, d). A possible reason for these discrepant findings is that the mice used by Caron et al. were considerably younger than the ones used in the present study (age: 8–14-weeks vs. 32 weeks, respectively). Differences in environment, diet, etc. may also be contributing factors.

The metabolic phenotypes displayed by the CNO-treated adipo-GiD mice suggest that G_i_-coupled receptors that are endogenously expressed by adipocytes (see Supplementary Table 1) may represent drug targets for improving glucose homeostasis for therapeutic purposes (e.g. for the treatment of T2D). Our RNA-seq data revealed that the expression of many of these receptors are upregulated in HFD mice (Supplementary Table 1), a finding that could potentially be exploited therapeutically.

In conclusion, we found that adipocyte G_i_ signaling is essential for maintaining euglycemia and proper peripheral insulin sensitivity. Drug-mediated activation of adipocyte G_i_-coupled receptors may prove useful to improve impaired blood glucose homeostasis and insulin resistance in T2D.

## Methods

### Drugs

All drugs used are listed in Supplementary Table 2.

### Animals

To generate mice lacking functional G_i_ proteins selectively in adipocytes (“adipo-Gi KO mice”), we used *ROSA26-PTX*^*flox/flox*^ mice which contain the gene encoding the catalytic subunit of PTX (S1-PTX), a known G_i_ signaling inhibitor^21,43^. In this mouse strain, the S1-PTX coding sequence is preceded by a flox-stop sequence. In order to achieve selective expression of S1-PTX in adipocytes, we crossed *adipoq-Cre* mice^20^ (Jackson Laboratories, No. 010803; genetic background: C57BL/6J) with *ROSA26-PTX*^*flox/flox*^ mice. Throughout the text, we refer to the resulting *adipoq-Cre ROSA26-PTX*^*flox/+*^ as ‘adipo-Gi KO’ mice. *ROSA26-PTX*^*flox/+*^ mice lacking the *adipoq-Cre* allele served as control mice. All mice were maintained on a C57BL/6 background.

We also generated mutant mice expressing a CNO-sensitive G_i_ DREADD, also referred to as GiD or hM4Di^18^ (DREADD = designer receptor exclusively activated by a designer drug,) selectively in adipocytes (“adipo-GiD mice”). These mice were obtained by crossing *adipoq-Cre* mice^20^ with *Rosa26-LSL-hM4Di* mice^42^. *Rosa26-LSL-hM4Di* mice lacking the *adipoq-Cre* transgene served as control animals throughout the study (genetic background of control and adipo-GiD mice: C57BL/6).

Unless stated otherwise, adult male littermates were used for all experiments. Mice were housed under conditions of controlled temperature (23 °C) and illumination (12-h light/12-h dark cycle; light off at 6 p.m.). The animals had free access to water and food. Mice consumed either a standard chow (7022 NIH-07 diet, 15% kcal fat, energy density 3.1 kcal/g, Envigo Inc.) or a high-fat diet (HFD; F3282, 60% kcal fat, energy density 5.5 kcal/gm, Bioserv). Mice consumed the HFD for at least 8 weeks, unless stated otherwise. Mice were switched from the regular chow diet to the HFD when they were 6 weeks old.

All animal studies were carried out according to the US National Institutes of Health Guidelines for Animal Research and were approved by the NIDDK Institutional Animal Care and Use Committee.

### In vivo metabolic tests

In vivo metabolic tests were performed with male mice (mouse age: 8–20 weeks) using standard procedures. I.p. glucose tolerance tests (IGTT) were performed with mice that had been fasted overnight for ~16 h. Blood glucose concentrations were determined before and after injection of mice with an i.p. glucose bolus (1 or 2 g/kg, as indicated). Blood glucose levels were determined at defined post-injection time points by analyzing blood obtained from the tail vein with a portable glucometer (Glucometer Elite Sensor; Bayer). For insulin tolerance tests (ITT), mice were fasted for 4 h and then injected with human insulin (0.75 or 1 U/kg i.p.; Humulin, Eli Lilly). Blood glucose levels were monitored as described for the IGTT assay. Pyruvate tolerance tests (PTT) were carried out with mice that had been fasted for 16 h, followed by an i.p. injection of sodium pyruvate (2 g/kg)^43^ and monitoring of blood glucose levels. To study glucose-stimulated insulin secretion (GSIS), mice were fasted overnight and then injected i.p. with 1 or 2 g/kg of glucose, as indicated. Blood was collected at specific post-injection time points, and plasma insulin levels were detected using a mouse insulin ELISA kit (Crystal Chem Inc.), according to the manufacturer’s instructions.

Plasma glycerol, triglyceride, and FFA levels were determined using commercially available kits (Sigma-Aldrich and Fujifilm Wako Diagnostics). Plasma leptin and adiponectin levels were measured using ELISA kits (R&D Systems).

To study niacin-induced changes in plasma FFA levels, control and adipo-Gi KO mice were fasted overnight for ~12 h and then injected with niacin (100 mg/kg, i.p.). At defined post-injection time points (30 and 60 min), blood was collected from the tail vein, followed by the measurement of plasma FFA levels.

In order to lower plasma FFA levels, control and adipo-Gi KO mice were treated with Bay (BAY 59–9435, Pfizer), an inhibitor of hormone-sensitive lipase (HSL)^44^. Mice were given 30 mg/kg Bay or 0.5% methylcellulose (vehicle) via oral gavage once per day for two weeks.

### CNO treatment of adipo-GiD mice

Adipo-GiD mice and control littermates (males) were fasted for 4 h, followed by the i.p. injection of either 1 or 10 mg/kg CNO. The data shown in Supplementary Fig. 13 were obtained with mice (age: 8–12 weeks) that had been maintained on regular chow (RC) or a high-fat diet (HFD; mouse age: 16 weeks; mice were 6 weeks old when they were switched from RC to HFD). The data shown in Supplementary Fig. 15 were generated with 32-week-old RC mice. Blood was collected from the tail vein at 0, 30, 60 and 120 min after CNO injection. Plasma was obtained by centrifuging blood samples at ~12,000 × *g* for 10 min at 4 °C. Plasma FFA and leptin levels were determined using commercially available ELISA kits from Fujifilm Wako Diagnostics and R&D Systems, respectively. For chronic CNO treatment studies, adipo-GiD mice and control littermates were fed with HFD for 6 weeks (HFD feeding was initiated when the mice were 8 weeks old). During the last 12 days of HFD feeding, mice received single daily injections of CNO (10 mg/kg i.p.).

### Hyperinsulinemic-euglycemic clamp

All procedures required for the hyperinsulinemic-euglycemic clamp were approved by the Vanderbilt University Animal Care and Use Committee. Catheters were implanted into a carotid artery and a jugular vein of mice for sampling and infusions five days before the study^45^. Insulin clamps were performed on mice fasted for 5 h using a modification of the procedure reported by Ayala et al.^46^. [3–^3^H]-glucose was primed (1.5 μCi) and continuously infused for a 90 min equilibration and basal sampling period (0.075 μCi/min). [3-^3^H]-glucose was mixed with the non-radioactive glucose infusate (specific activity of the infusate: 0.5 μCi/mg) during the 2 h clamp period. Arterial glucose was clamped using a variable rate of glucose (plus [3–^3^H]-glucose tracer) infusion, which was adjusted based on blood glucose measurements at 10 min intervals. By mixing radioactive glucose with the non-radioactive glucose infused during a clamp, deviations in arterial glucose specific activity are minimized and steady state conditions are achieved. The calculation of glucose kinetics is therefore more robust^47^. Baseline blood or plasma variables were calculated as the mean of values obtained in blood samples collected at −15 and −5 min. At time “0”, the insulin infusion (4 mU/kg/min) was started and continued for 120 min. Mice received heparinized, saline-washed erythrocytes from donors at 5 μl/min to prevent a fall in hematocrit. Blood was taken during the 80–120 min period for the determination of [3-^3^H]-glucose. Clamp insulin was determined at 100 and 120 min. At 120 min, 13 µCi of 2[^14^C]-deoxyglucose ([^14^C]2DG) was administered as an intravenous bolus. Blood was taken 2–25 min later for the determination of [^14^C]2DG. At the end of the experiment, mice were anesthetized, and tissues were freeze-clamped for further analysis. Plasma insulin was determined with a RIA kit. Radioactivity of [3-^3^H]-glucose and [^14^C]2DG in plasma samples, and [^14^C]2DG-6-phosphate in tissue samples were determined by liquid scintillation counting. Glucose appearance (Ra) and disappearance (Rd) rates were determined using steady-state equations^48^. Endogenous glucose appearance (endo-Ra) was determined by subtracting the glucose infusion rate (GIR) from the total Ra.

### Body composition analysis

The lean/fat mass composition of mice was measured using the 3-in-1 Echo MRI Composition Analyzer (Echo Medical System).

### Indirect calorimetry

Indirect calorimetry and energy expenditure measurements were carried out using Oxymax-CLAMS (Columbus Instruments) chambers^49,50^. Mice that had been maintained on HFD for 12 weeks were acclimatized to the chambers for 2 days at 22 °C. On day 3, energy expenditure and related parameters including food intake and locomotor activity were studied at the same temperature (22 °C). On day 4, then temperature of the chambers was raised to 30 °C (thermoneutrality), and the same metabolic parameters were recorded as on day 3. For each mouse, food intake, O_2_ consumption, CO_2_ production, and ambulatory activity (infrared beam breaks) were determined every 13 min. Total energy expenditure (TEE) and respiratory exchange ratio (RER) were calculated based on O_2_ consumption and CO_2_ production.

### Measurement of food intake

Adipo-Gi KO mice and control littermates were housed individually and maintained on a HFD for 6 weeks. During the last 2 weeks of HFD feeding, mice received BAY 59–9435 (30 mg/kg) or vehicle (0.5% methylcellulose) via oral gavage once per day. Food intake was measured daily during the Bay treatment period.

### Measurement of mouse plasma adipokine and cytokine levels

Mouse blood was obtained from the tail vein and collected in K_2_-EDTA-containing tubes (RAM Scientific). Blood samples were quickly centrifuged at 4 °C to obtain plasma. Plasma adipokine and cytokine levels were measured using the Bio-Plex Multiplex Immunoassay System (Bio-Rad), following the manufacturer’s instructions. Adipokine/cytokine concentrations were determined by the Luminex Milliplex Analyzer (Luminex), as indicated by the manufacturer.

### Isolation of mature adipocytes and SVF cells from adipose tissue

iWAT from 8–12-week-old male mice (diet: regular chow) was isolated and digested at 37 °C for 30–45 min in Krebs-Ringer-Hepes-bicarbonate buffer (KRH buffer, 1.2 M NaCl, 40 mM KH_2_PO_4_, 20 mM MgSO_4_, 10 mM CaCl_2_, 100 mM NaHCO_3_, and 300 mM HEPES) containing 3.3 mg/ml collagenase I (Sigma-Aldrich). Once the tissue was fully digested, 10 ml of KRH buffer was added to prevent further collagenase activity. Cells were then filtered through a 250 μm cell strainer. Ten min later, the floating top layer containing mature adipocytes was collected. Mature adipocytes were washed twice with KRH buffer containing 5 mM EDTA. After collection of the mature adipocytes, the digested tissue suspension was filtered through a 100 μm cell strainer, followed by centrifugation at 400 g for 5 min at room temperature. The cell pellet was re-suspended in Dulbecco’s PBS (dPBS) and filtered through a 40 μm cell strainer. The cell suspension was centrifuged again as described above to obtain a pellet containing the stromal vascular fraction (SVF) cells.

### Preparation and differentiation of primary iWAT adipocytes

iWAT from 8–12-week-old male mice (diet: regular chow) was collected and minced into small pieces, followed by digestion at 37 ^o^C for 30–45 min in KRH buffer. Following complete tissue digestion, cell suspensions were diluted with 10–15 ml KRH buffer and filtered through a 100 μm cell strainer, followed by centrifugation at 300 × *g* for 5 min at room temperature. The fat layer was discarded, and the cell pellet was re-suspended in Dulbecco’s PBS (DPBS) and filtered through a 40 μm cell strainer. The cell suspension was re-centrifuged to obtain a pellet of the stromal vascular fraction (SVF). The SVF pellet was re-suspended in DMEM containing 10% bovine calf serum (BCS) and 1% pen-strep. The SVF cells were plated in collagen I-coated-6/12-well plates. Once the cells had reached confluency, they were differentiated into mature iWAT adipocytes by a 48 hr treatment with differentiation medium containing 0.5 μM insulin, 250 μM 3-isobutyl-1-methylxanthine (IBMX), 2 μM troglitazone, 0.5 μM dexamethasone, and 60 μM indomethacin. The medium was then removed, and cells were incubated with DMEM containing 10% BCS, 1% pen-strep, and 0.5 μM insulin for another 48 hr. After completion of the differentiation process, mature adipocytes were used for further studies.

### Real-time qRT-PCR gene expression analysis

Mouse tissues or mature adipocytes isolated from iWAT of control and adipo-Gi KO mice were collected and immediately frozen. Total mRNA was extracted and purified by using the RNeasy mini kit combined with the RNase-free DNase set from Qiagen, following the manufacturer’s protocol. cDNA was synthesized using SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen). Real-time qPCR was performed using both the SYBR green and TaqMan methods (Applied Biosystems). TaqMan primer/probe sets for real-time PCR were designed using Primer Express software (Applied Biosystems) and were purchased from Integrated DNA Technologies. RNA expression data were normalized relative to the expression of β-actin or 18S rRNA. A complete list of PCR primers and Taqman probes used is provided in Supplementary Table 3.

### Western blotting studies

To monitor insulin signaling in different tissues, mice were deeply anesthetized via isoflurane inhalation (Baxter Healthcare Corporation), followed by the opening of the abdominal cavity. In the next step, 5 units of human insulin (Humulin, Eli Lilly) diluted in 100 μl 0.9% saline were injected into the inferior vena cava. Sham injections were performed with 100 μl of 0.9% saline. Five min after injections, tissues were harvested and snap-frozen in liquid nitrogen.

Tissue samples were homogenized in RIPA buffer (for liver and skeletal muscle) or adipocyte lysis buffer (50 mM Tris, pH 7.4, 500 mM NaCl, 1% NP40, 20% glycerol, 5 mM EDTA, and 1 mM phenylmethylsulphonyl fluoride, supplemented with complete EDTA-free protease inhibitor cocktail and phosphatase inhibitors cocktail from Roche). Tissue lysates were centrifuged at 16,000 × *g* for 10 min at 4 ^o^C, and the supernatants were aliquoted and used for subsequent analysis^51^. Protein concentrations were determined using a bicinchoninic acid assay kit (Pierce). Protein lysates were denatured at 70 ^o^C for 10 min in NuPAGE LDS sample buffer (Thermo Fisher Scientific) and then separated by 4–12% SDS-PAGE (Invitrogen) and transferred to nitrocellulose membranes (Bio-Rad). Membranes were incubated overnight with primary antibody in 5% w/v BSA, 1x TBS, and 0.1% Tween 20 at 4 °C, followed by incubation with anti-rabbit or anti-mouse IgG HRP-linked secondary antibodies. Specific protein bands were visualized using the Azure Imager C600 (Azure Biosystems) and SuperSignal West Pico Chemiluminescent Substrate (Pierce). The list of primary antibodies used is provided in Supplementary Table 2.

To monitor insulin receptor signaling via Western blotting in mature adipocytes, primary adipocytes were prepared from mouse iWAT and differentiated into mature adipocytes. Subsequently, differentiated adipocytes were serum-starved for 4 hr, followed by treatment with 10 nM insulin for 5 or 10 min.

To check for S1-PTX protein expression in mature adipocytes and cells of the stromal vascular fraction (SVF), mature adipocytes and SVF cells were isolated from iWAT of control and adipo-Gi KO mice maintained on regular chow.

### Liver triglyceride content

Mouse livers were homogenized in PBS. Total lipid was extracted from the homogenates with chloroform/methanol (2:1). An aliquot of the organic phase was collected, dried overnight, and re-suspended in 1% Triton X-100 ethanol. Hepatic triglyceride content was determined using a commercially available kit (Sigma Aldrich). Protein concentrations were determined by employing a bicinchoninic acid assay kit (Pierce). Liver triglyceride content was expressed as mg triglycerides/g protein.

### cAMP assay

Differentiated primary mature adipocytes from iWAT of control and adipo-Gi KO mice (diet: regular chow) were grown in collagen I-coated 12-well plates. Cells were incubated with or without 100 ng/ml PTX for 16 h in complete medium (DMEM containing 10% bovine calf serum (BCS) and 1% pen-strep). On the day of the cAMP assay, adipocytes were washed twice with DPBS and then starved in serum-free DMEM for 1 h. Both control and adipo-Gi KO adipocytes were pretreated with niacin (10 μM) or left untreated for 1 h. Subsequently, adipocytes were incubated at in DMEM containing 100 μM IBMX with increasing concentrations of CL316243 at 37 ^o^C for 1 h. Cells were lysed with 0.05 M HCl, and intracellular cAMP levels were determined using a FRET-based cAMP detection kit (Cisbio Bioassays)^52^. To determine the cAMP content of adipose tissues, tissue samples were homogenized according to the manufacturer’s protocol. The lysates were centrifuged at 15,000 × *g* for 15 min at 4 ^o^C, and cAMP levels were determined in the supernatant using a cAMP ELISA kit (Cayman Chemical).

### PTPase activity assay

Differentiated primary mature adipocytes from iWAT of control and mutant mice (diet: regular chow) were washed 3 times with PBS and then incubated for 4 hr in serum-free DMEM. Adipocytes were pre-treated with 10 μM of myristoylated PKI [14–22] amid (PKI14–22; selective PKA inhibitor) or left untreated for 1 h, followed by a 5 min incubation with 10 nM insulin. PTPase activity was determined by using the Protein Tyrosine Phosphatase Activity Assay Kit (Fluorometric) from BioVision. Adipocytes were homogenized in PTPase assay buffer containing 100 mM DTT (50:1 ratio; 20 μl of 100 mM DTT stock solution per 1 ml PTPase assay buffer). Tissue/cell homogenates were centrifuged at 10,000 × *g* at 4 °C for 15 min, followed by the collection of supernatants. Assays were performed with 20 μl of supernatant in the absence or presence of 200 μM suramin, a PTPase inhibitor. The enzymatic reaction was started by adding 20 μl of 5 x PTPase substrate solution. Fluorescence at Ex/Em = 368/460 nm was measured immediately in kinetic mode for 45 min at 25 °C (SpectraMax M5, Molecular Devices). Specific PTPase activity was calculated based on the amounts of metabolite produced and protein present in the sample wells.

### In vivo metabolic studies after treatment of mice with a PTP1B inhibitor

HFD control and adipo-Gi KO mice (age: 12 weeks; HFD during weeks 7–12) were fasted overnight for ~16 h (IGTT) or 4 h (ITT), respectively. Mice were then injected with CPT157633 (5 mg/kg i.p.), a selective PTP1B inhibitor^41^, or saline. Thirty min later, glucose and insulin tolerance tests were carried out as described under “In vivo metabolic tests”.

### ^3^H-2-deoxy-glucose uptake assay in adipocytes

Mature primary mouse adipocytes were serum-starved for 2–3 h in 12-well plates and then rinsed with HBS buffer solution of the following composition (in mM): 20 HEPES [pH 7.4], 2.5 MgSO_4_, 1 CaCl_2_, 140 NaCl, and 5 KCl. Adipocytes were preincubated with or without 10 μM H89 for 1 hr and then incubated with 10 nM insulin for 5 min at 37 ^o^C, followed by three washes with HBS buffer. Subsequently, cells were incubated for 5 min at 37 °C in transport solution (HBS buffer supplemented with 0.5 μCi/ml ^3^H-2-deoxy-glucose (PerkinElmer) and 100 mM 2-deoxy-d-glucose (Sigma)). To correct for non-specific glucose uptake, 10 μM cytochalasin B (Sigma) was added to the transport solution. Glucose uptake was terminated by the addition of ice-cold stop solution (0.9% NaCl solution containing 25 mM glucose). After three washes with ice-cold stop solution, cells were lysed in 0.05 N NaOH. Cell lysates were mixed with 7 ml of Ecoscint A scintillation fluid (National Diagnostics), and radioactivity was measured with a PerkinElmer liquid scintillation counter. Protein concentrations were determined by using the Bio-Rad Bradford assay kit. Results were expressed as uptake of ^3^H-2-deoxy-glucose (in pmoles) per mg of protein (pmoles/mg/min).

### ^14^C-2-deoxy-glucose uptake in mice

Mice were fasted overnight for ~16 h and then injected i.p. with either saline, 0.75 U/kg human insulin, 10 mg/kg CNO, or a mixture of 10 mg/kg CNO and 0.75 U/kg human insulin (adipo-GiD mice only) and 10 μCi of ^14^C-2-deoxy-glucose (^14^C-2-DG). Forty-five minutes after injections, the mice were euthanized, and tissues were collected. Tissue samples were weighed and homogenized, and radioactivity was measured and counted^53^.

### Lipolysis assay

Differentiated mature adipocytes prepared from iWAT of control and mutant mice (diet: regular chow) were used for lipolysis assays. In a subset of experiments, adipocytes were treated with PTX (100 ng/ml) for 24 h or left untreated. On the day of the assay, adipocytes were washed 3 times with PBS and then incubated for 3–4 h in serum-free DMEM. Subsequently, cells were incubated in KRB buffer (composition in mM: 135 NaCl, 5 KCl, 1 MgSO_4_, 0.4 K_2_HPO_4_, 20 HEPES, 1 CaCl_2_, 5 glucose, and 4% BSA, PH = 7.4) in the presence of various drugs (1 nM CL316243, 1 μM isoproterenol, 10 μM CNO, and/or 10 μM niacin), as indicated in the text (note that CL316243 and isoproterenol were used to simulate lipolysis). Incubations were carried out at 37 °C for 2 h. Subsequently, cell culture plates were placed on ice to terminate the reaction. Media were collected for the measurement of glycerol by using a glycerol assay kit (Sigma). Cells were washed several times with ice-cold PBS to remove BSA and then scraped into cell lysis buffer for the determination of protein concentrations. Data were expressed as amount of glycerol released per mg or μg of protein.

### Histology

Adipose and liver tissues were fixed in 4% paraformaldehyde for 24 h and embedded in Optimal Cutting Temperature (OCT) compound (Agar Scientific). Five-μm-thick sections were prepared and sectioned, followed by staining with hematoxylin plus eosin (H&E) and/or Oil Red O. Bright-field images of stained tissue sections were taken with the Keyence Microscope BZ-9000.

### Immunodetection of F4/80-postive cells in iWAT and eWAT

F4/80-postive cells in iWAT and eWAT of HFD adipo-Gi KO mice and control littermates were identified via immunostaining, using the anti-rat HRP-DAB Staining Kit (R&D System). Briefly, slides/sections were blocked with peroxide blocking reagent for 5 min, followed by a 15 min incubation with Serum-Blocking Reagent G. Subsequently, slides were incubated with Avidin Blocking Reagent for 15 min, rinsed with PBS, treated with Biotin Blocking Reagent for 15 min, and then incubated with the F4/80 primary antibody (1:200, Abcam) at 4 °C overnight. On the next day, slides were rinsed with PBS, treated with biotinylated secondary antibody for 60 min, and then incubated with High Sensitivity Streptavidin-HRP for 30 min. Finally, the slides were developed using DAB and counterstained with hematoxylin. Bright-field images of stained tissue sections were taken with a Keyence Microscope BZ-9000.

### RNA-seq study

Total RNA extracted from mature adipocytes (iWAT and eWAT) and BAT tissue of C57BL/6 mice maintained either on regular chow or high-fat diet for 12 weeks were used to construct high throughput sequencing libraries. RNAs with RIN > 8 (assessed by the Agilent 2100 Bioanalyzer system) were used to prepare transcriptome libraries using the NEBNext Ultra RNA library prep kit (New England Biolabs). High throughput RNA-sequencing was performed using a HiSeq 2500 instrument (Illumina) at the NIDDK Genomic Core Facility (NIH, Bethesda, MD). Raw reads were mapped to the mouse (mm9) genome. GPCRs were extracted from the RNA-seq data using R form. G_i_-coupled GPCRs were identified using the IUPHAR/BPS Guide to Pharmacology Database (https://www.guidetopharmacology.org/). The RNA-seq data are viewable under GEO accession numbers GSE131861 (RC data) and GSE134914 (HFD data), respectively.

### Statistics

All data are expressed as means ± s.e.m. for the indicated number of observations. Prior to performing specific statistical tests, we performed tests for normality and homogeneity of variance. Data were then tested for statistical significance by one- or two-way ANOVA, followed by the indicated post hoc tests, or by using a two-tailed unpaired Student’s *t* test, as appropriate. A *P* value of <0.05 was considered statistically significant. The specific statistical tests that were used are indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All sequencing data have been deposited in the GEO database with accession numbers GSE131861 (RC data) and GSE134914 (HFD data), respectively. A Source Data File that contains original data for all figures is available for this article. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Adipocyte Gi signaling is essential for maintaining whole-body glucose homeostasis and insulin sensitivity
**Source:** Nat Commun. 2020 Jun 12;11:2995. doi: 10.1038/s41467-020-16756-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplemental Information**

### **Adipocyte $G_i$ signaling is essential for maintaining whole-body glucose homeostasis and insulin sensitivity**

Lei Wang, Sai P. Pydi, Lu Zhu, Luiz F. Barella, Yinghong Cui, Oksana Gavrilova, Kendra K. Bence, Cecile Vernochet, Jürgen Wess

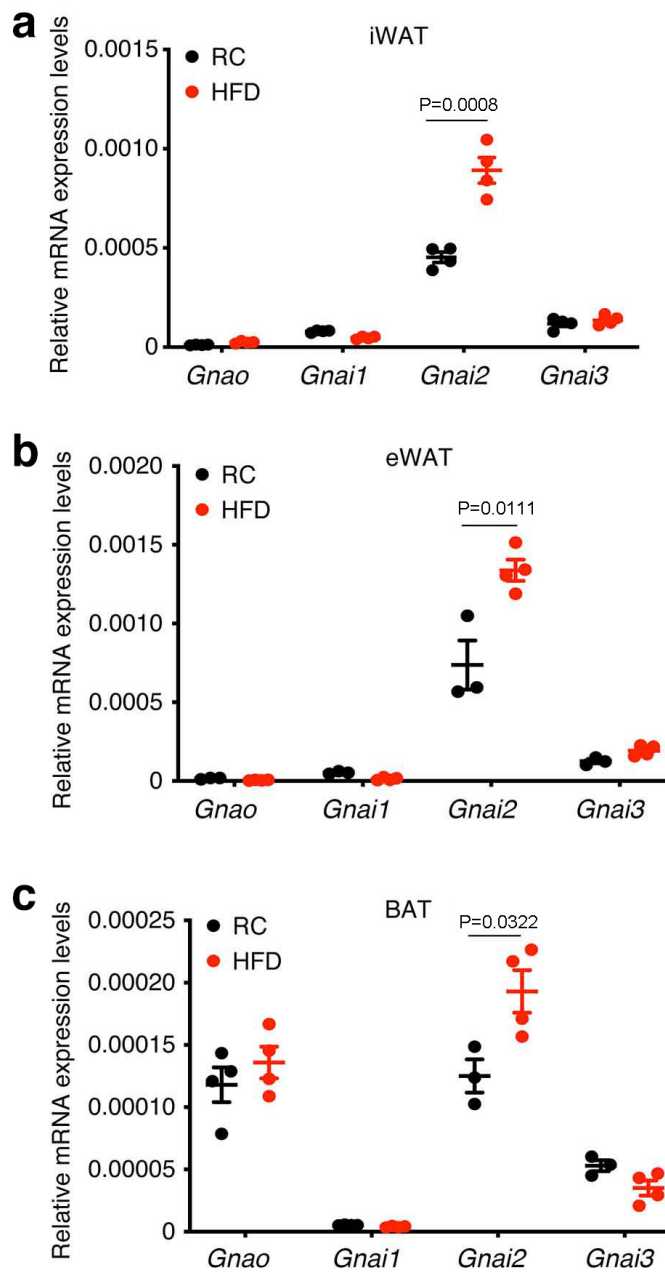

**Supplementary Fig. 1 Expression of genes encoding  $G\alpha_{i/o}$  proteins in different mouse fat depots.** Wild-type C57BL-6NTac mice (males) were maintained on regular chow (RC) or a high-fat diet (HFD). RNA was isolated from inguinal white adipocytes (iWAT), epididymal white adipocytes (eWAT), and brown adipose tissue (BAT). **a-c**, Relative transcript levels of genes encoding  $G\alpha_{i/o}$  proteins in iWAT (**a**), eWAT (**b**), and BAT (**c**). Relative gene expression was studied via qRT-PCR. Data are given as means  $\pm$  s.e.m. (n=4 mice per group; two-tailed Mann-Whitney test). Source data are provided as a Source Data file.

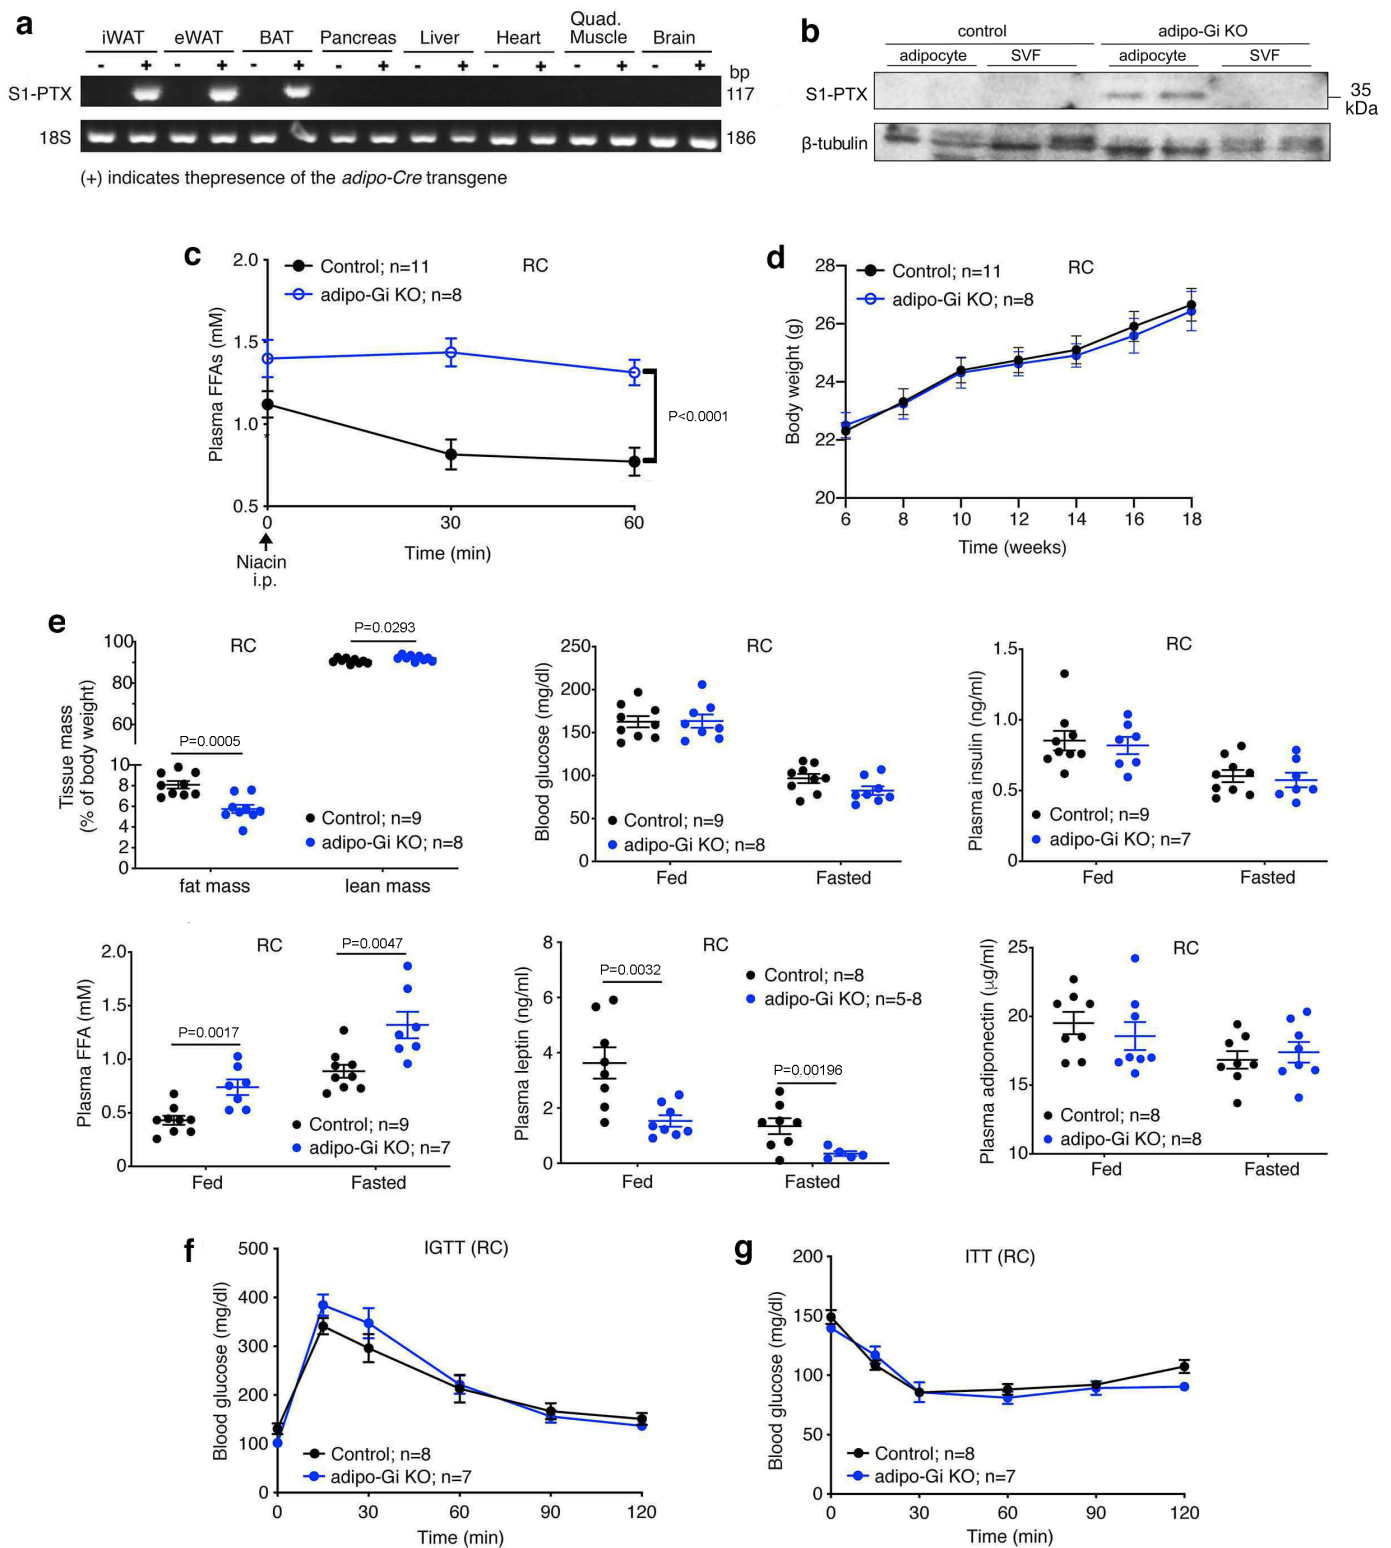

**Supplementary Fig. 2. Metabolic analysis of adipo-Gi KO mice consuming regular chow (RC).** **a**, RT-PCR analysis indicating that S1-PTX mRNA is selectively expressed in fat tissues of *adipoq-Cre ROSA26<sup>PTX</sup>* mice (adipo-Gi KO mice). Three independent experiments gave similar results. **b**, Representative immunoblot showing S1-PTX protein (mass: 35 kDa) expression in adipocytes but not in the stromal vascular fraction (SVF) of adipose tissue (iWAT) isolated from adipo-Gi KO mice. Three independent experiments gave similar results. **c**, Plasma free fatty acid (FFA) levels of adipo-Gi KO and control mice after i.p. injection of niacin (100 mg/kg; mice had been fasted overnight). In control mice,

niacin lowers plasma FFA levels by activating G<sub>i</sub>-coupled HCA<sub>2</sub> (GPR109A) receptors endogenously expressed by adipocytes. **d**, Body weight gain of mice maintained on RC. **e**, Body composition, fed and fasting blood glucose levels, and fed and fasting plasma insulin, FFA, leptin, and adiponectin concentrations of RC control and adipo-Gi KO mice. **f**, I.p. glucose tolerance test (IGTT, 2 g/kg glucose). **g**, Insulin tolerance test (ITT, 0.75 U/kg i.p.). Data are given as means  $\pm$  s.e.m. (**c**: two-way ANOVA followed by Bonferroni's post-hoc test; **e**: two-tailed Student's t test). Source data are provided as a Source Data file.

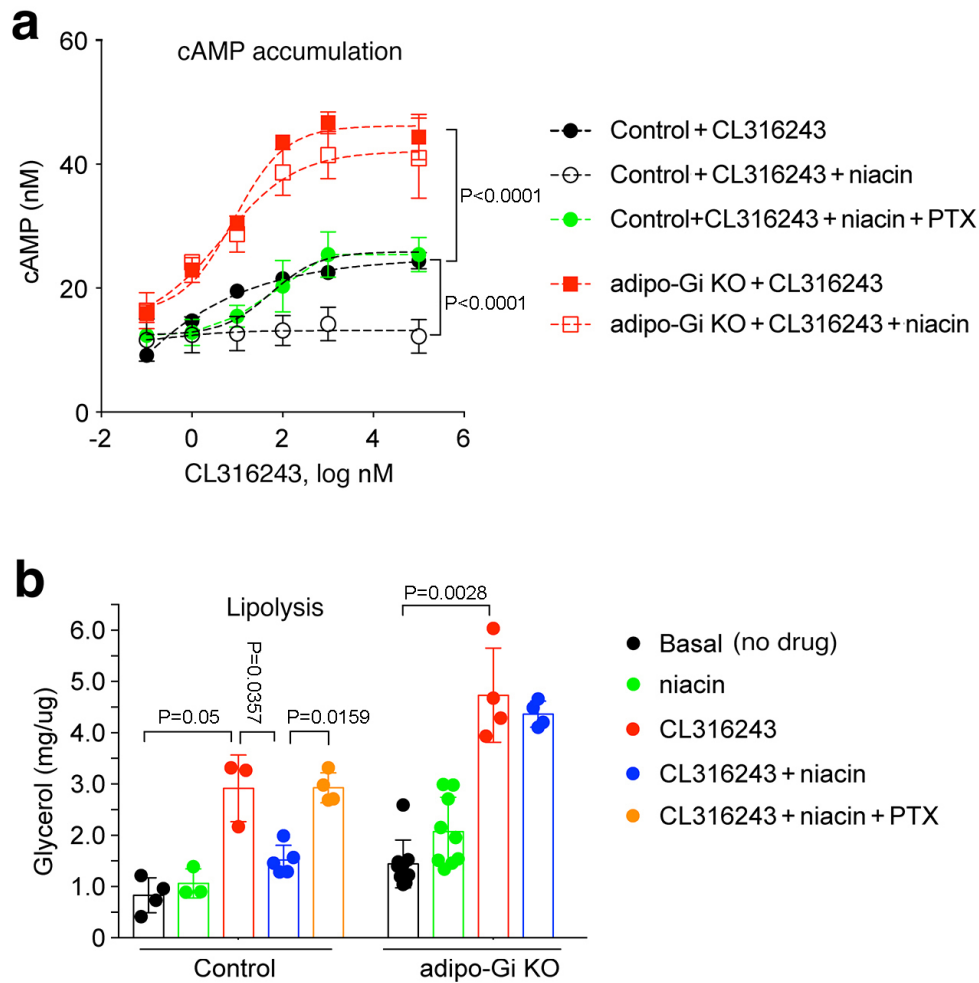

**Supplementary Fig. 3. Adipocyte  $G_i$  signaling is inactivated in adipo-Gi KO mice.** **a**, cAMP assay. Effect of niacin (10  $\mu$ M) on CL316243 (1 nM)-induced stimulation of cAMP accumulation in primary adipocytes (iWAT) from control and adipo-Gi KO mice. While niacin acts as an agonist on  $G_i$ -coupled HCA<sub>2</sub> (GPR109A) receptors, CL316243 selectively activates  $G_s$ -coupled  $\beta_3$ -adrenergic receptors. In control adipocytes, the inhibitory effect of niacin was completely blocked by PTX (100 ng/ml), confirming the involvement of  $G_i$ -type G proteins. In control adipocytes, the inhibitory effect of niacin was completely blocked by PTX (100 ng/ml), indicative of the involvement of  $G_i$ -type G proteins. In contrast, niacin-dependent inhibition of CL316243-induced stimulation of cAMP production was not observed with Gi KO adipocytes (n=6 per group). **b**, In vitro lipolysis assay. Primary adipocytes prepared from iWAT of control and adipo-Gi KO mice were left either untreated or incubated with 1 nM CL316243, 10  $\mu$ M niacin, or 100 ng/ml PTX (control basal, n=4; control niacin, n=3; control CL316243, n=3; control CL316243+niacin, n=4; control CL316243+niacin+PTX, n=4; adipo-Gi KO basal, n=9; adipo-Gi KO niacin, n=9; adipo-Gi KO CL316243, n=4; adipo-Gi KO CL316243+niacin, n=4). The data obtained in this assay mirror the results of the cAMP assays (a). Data are presented as means  $\pm$  s.e.m. (two-way ANOVA followed by Bonferroni's post-hoc test). Source data are provided as a Source Data file.

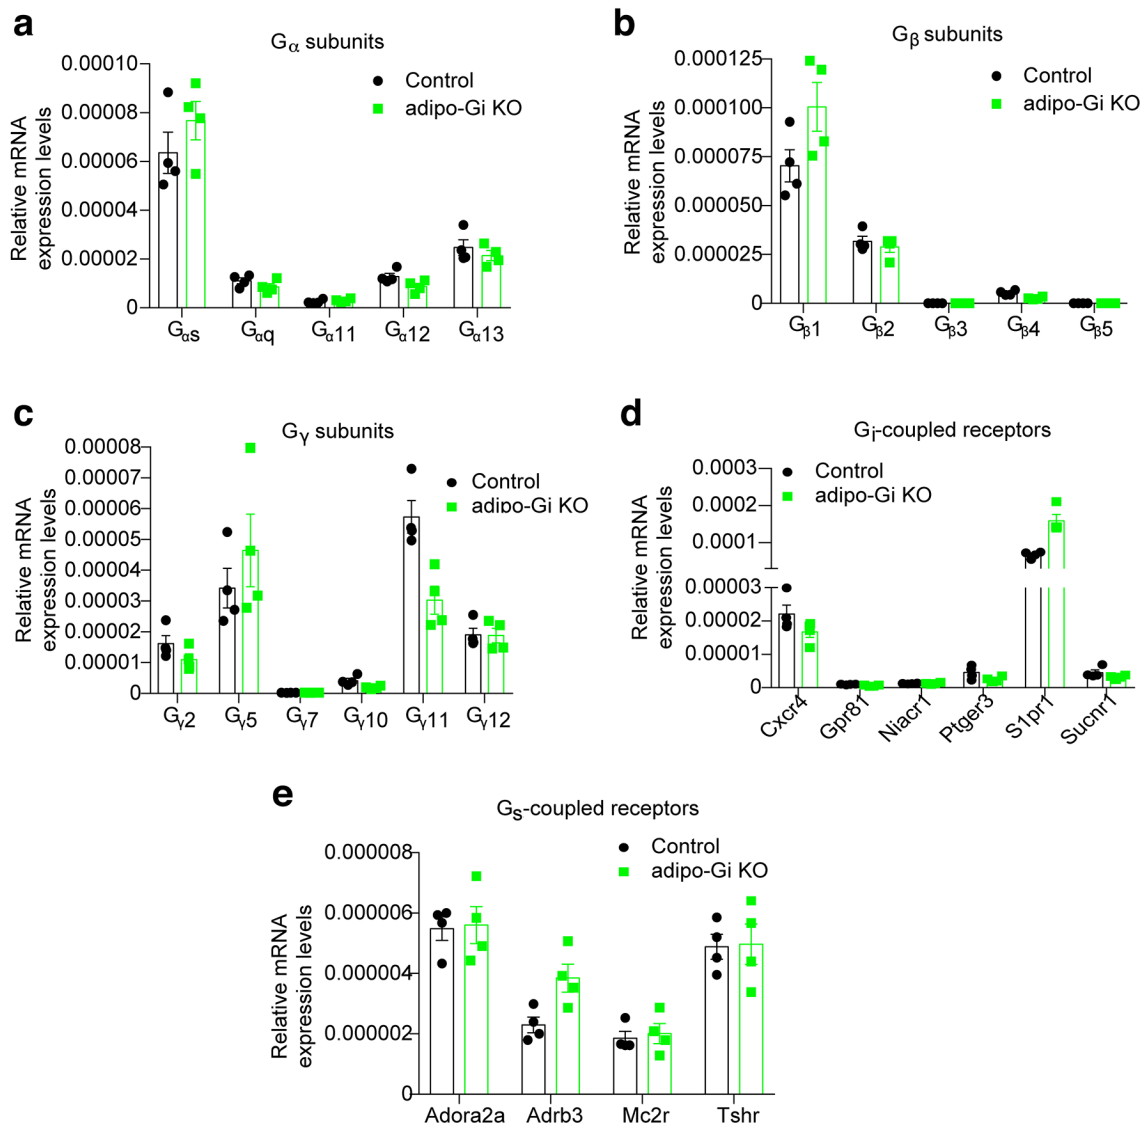

**Supplementary Fig. 4. Loss of adipocyte  $G_i$  signaling does not affect the expression of other major adipocyte G protein subunits and  $G_i$ - and  $G_s$ -coupled receptors.** a-e, Relative mRNA expression levels of G-protein  $\alpha$ -subunits (a), G protein  $\beta\gamma$ -subunits (b, c), and major adipocyte  $G_i$ - and  $G_s$ -coupled receptors (d, e) in primary adipocytes (iWAT) prepared from control and adipo-Gi KO mice. Transcript levels were determined via qRT-PCR. mRNA expression data were normalized relative to the expression of  $\beta$ -actin (*Atcb*) or 18S rRNA using the  $\Delta\Delta C_t$  method. Data are presented as means  $\pm$  s.e.m. (n=4 per group). Source data are provided as a Source Data file.

Cxcr4, chemokine (C-X-C motif) receptor 4, Gpr81, hydrocarboxylic acid receptor 1, Niacr, hydroxycarboxylic acid receptor 2, Ptger3, prostaglandin E receptor 3, S1pr1, sphingosine-1-phosphate receptor 1, Sucnr1, succinate receptor 1, Adora2a, adenosine A2a receptor; Adrb3,  $\beta_3$ -adrenergic receptor; Mc2r, melanocortin 2 receptor; Tshr, thyroid stimulating hormone receptor.

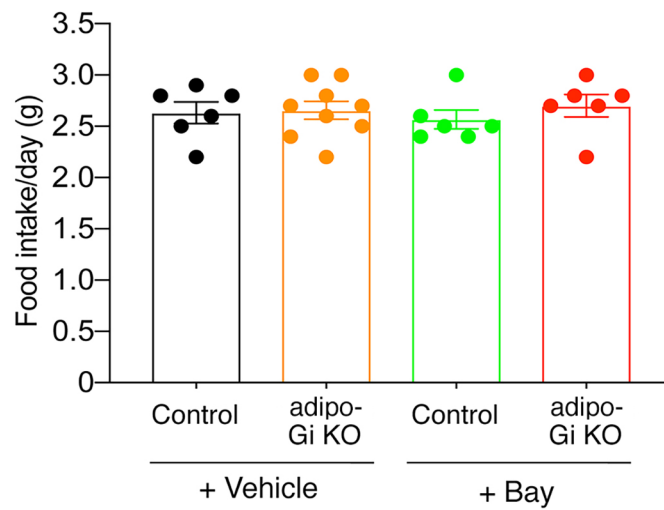

**Supplementary Fig. 5.** BAY 59-9435 (Bay) treatment of HFD control and adipo-Gi KO mice has no significant effect on food intake. Adipo-Gi KO mice and control littermates were housed individually and maintained on a HFD for 6 weeks. During the last two weeks of HFD feeding, mice received Bay (30 mg/kg) or vehicle (0.5% methylcellulose) via oral gavage once per day. Food intake was measured daily during the Bay/vehicle treatment period. Data are given as means  $\pm$  s.e.m. (control+vehicle, n=6; adipo-Gi KO+vehicle, n=9; control+Bay, n=6; adipo-Gi KO+Bay, n=6). Note that Bay had no significant effect on food intake, as compared to vehicle-treated mice (two-way ANOVA followed by Bonferroni's post-hoc test). Source data are provided as a Source Data file.

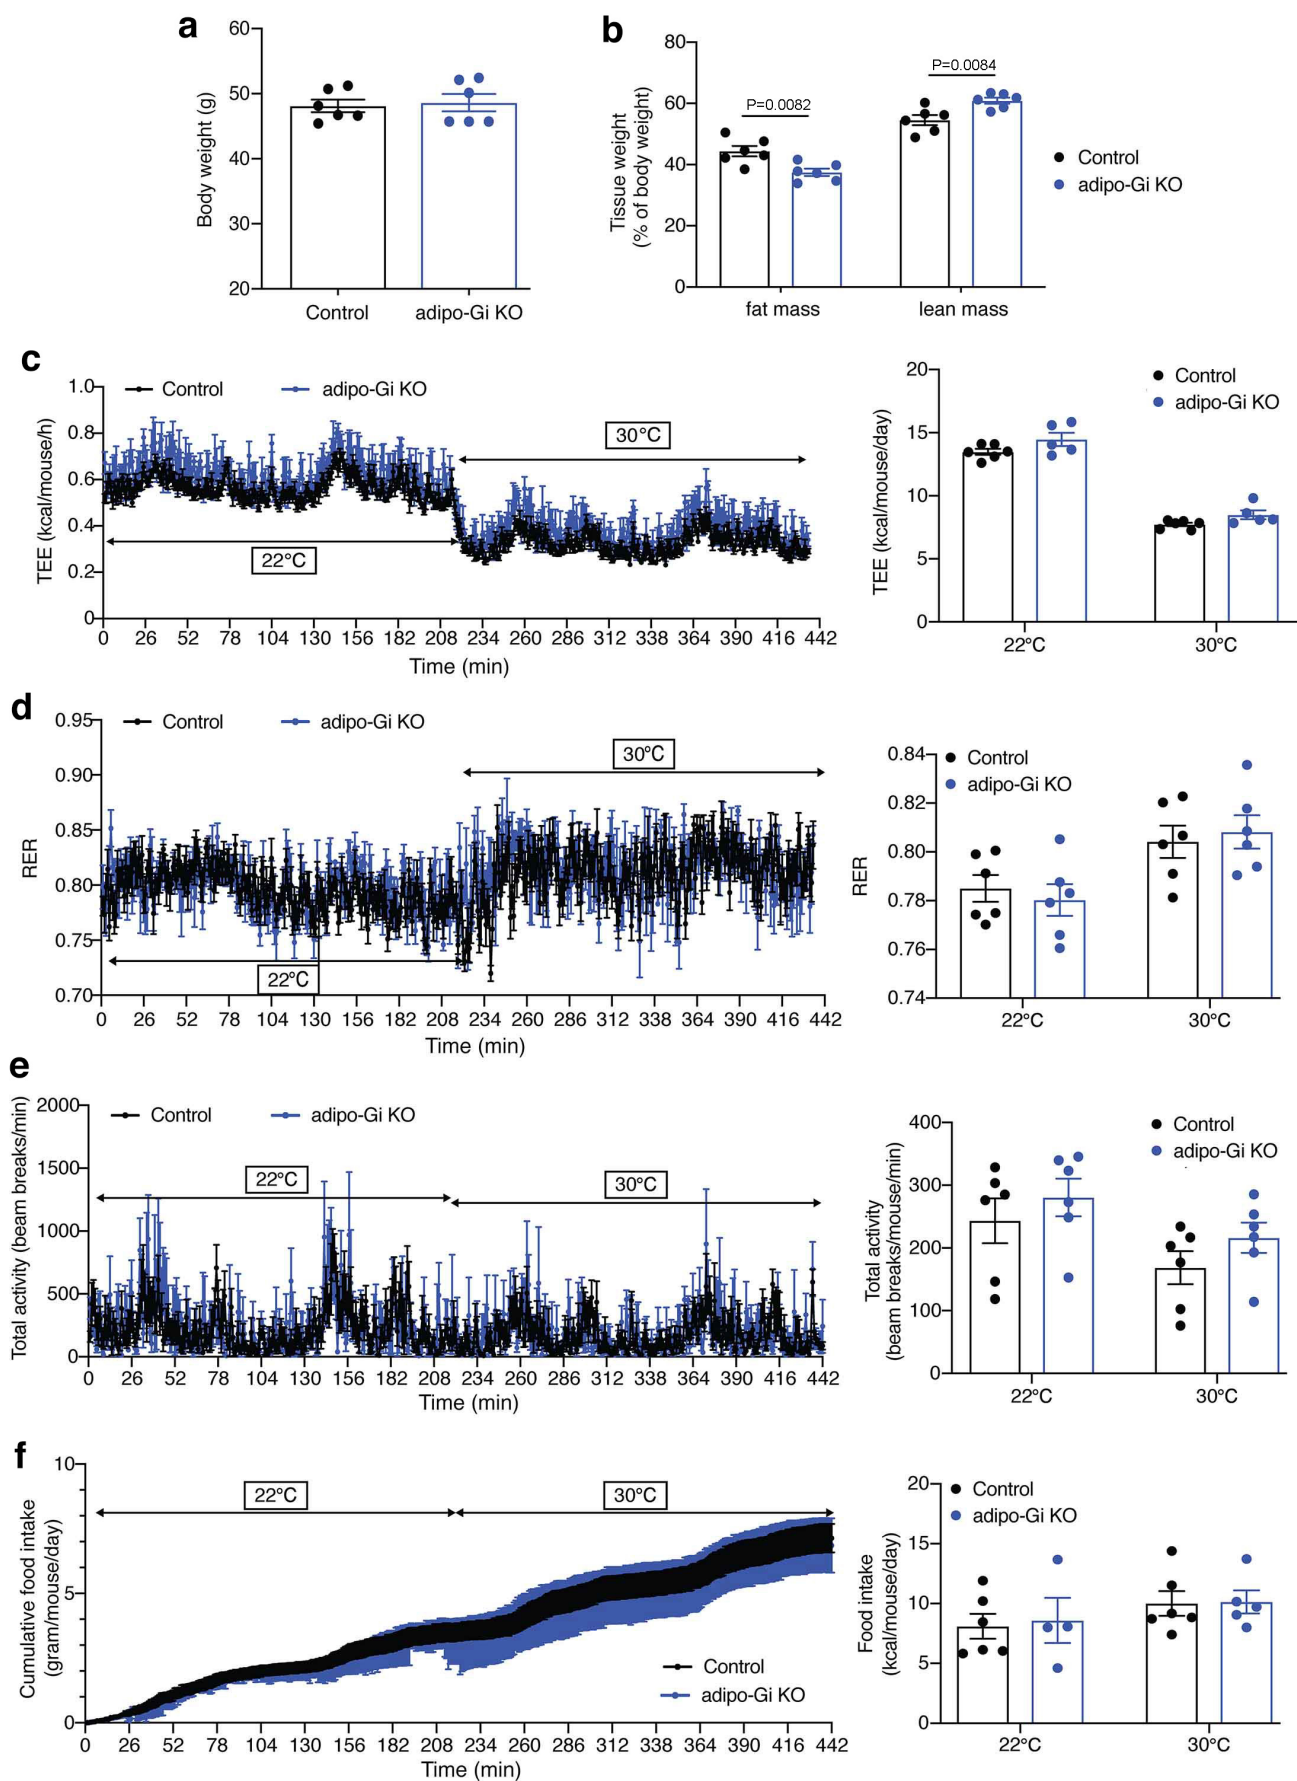

**Supplementary Fig. 6. Lack of adipocyte  $G_i$  signaling has no effect on energy expenditure.**

Control and adipo-Gi KO mice (males) that had been maintained on a HFD for 12 weeks were used to study energy expenditure via indirect calorimetry. **a**, Body weight after 12 weeks of HFD feeding. **b**, Analysis of body composition (fat vs. lean mass). **c**, Total energy expenditure (TEE) at room temperature (22 °C) and at thermoneutrality (30 °C). **d**, Respiratory exchange ratio (RER) at room temperature (22 °C) and at thermoneutrality (30 °C). **e**, Total locomotor activity at room temperature (22 °C) and at thermoneutrality (30 °C). **f**, Cumulative food intake at room temperature (22 °C) and at thermoneutrality (30 °C). Data represent means  $\pm$  s.e.m. (n=6; two-tailed Student's t test). Source data are provided as a Source Data file.

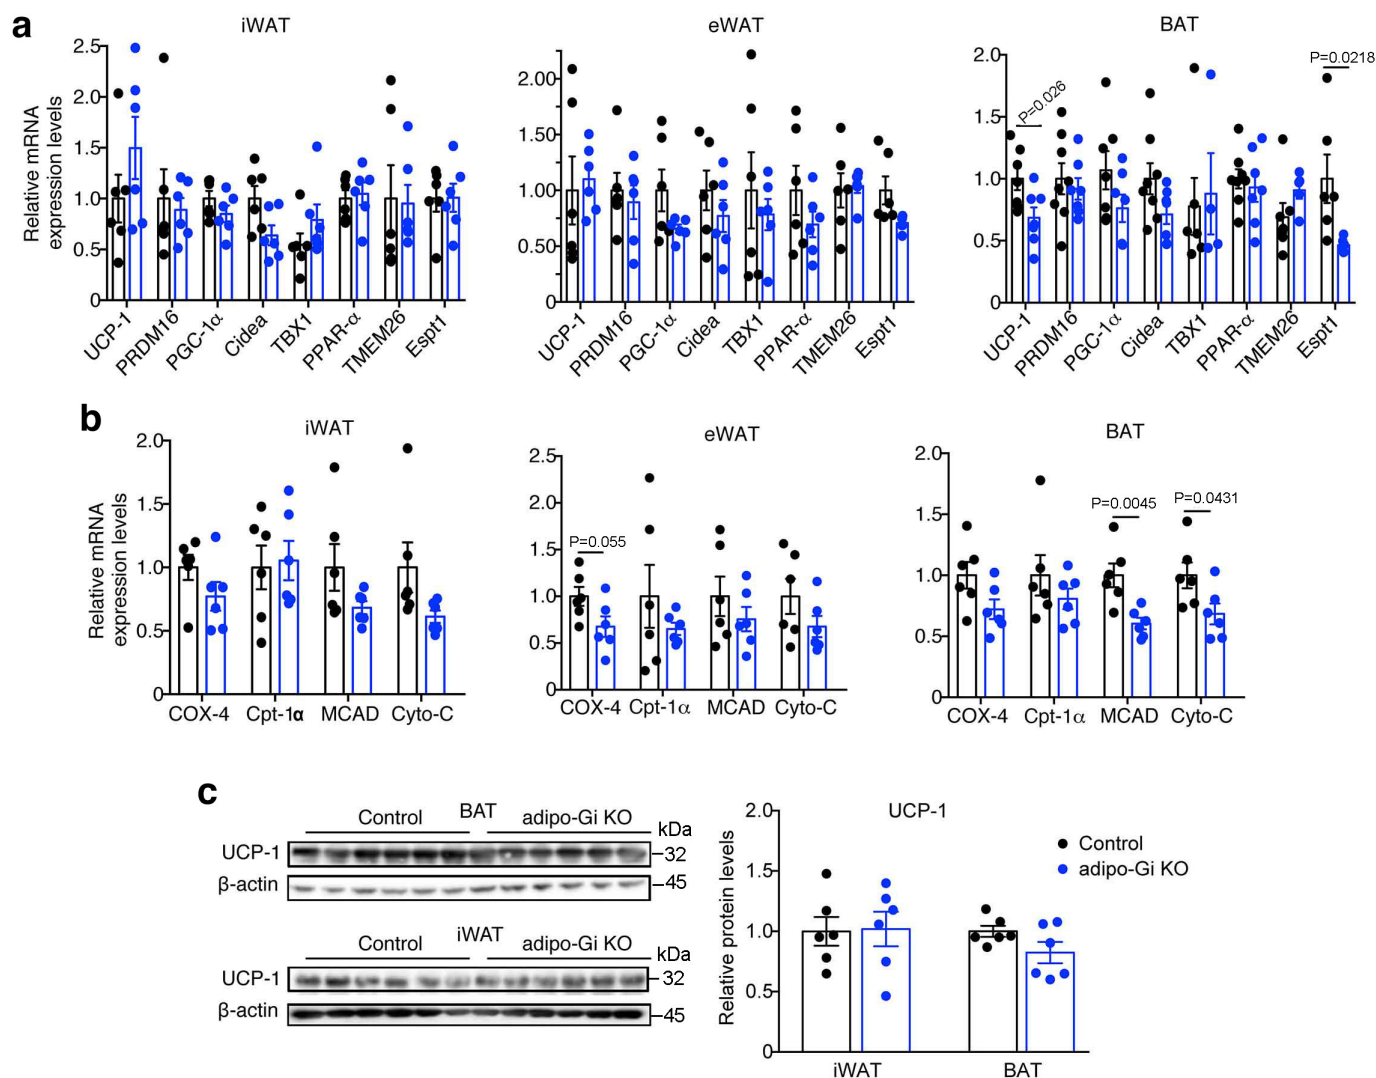

**Supplementary Fig. 7. Lack of adipocyte  $G_i$  signaling has only minor effects on the expression of genes involved in adipose tissue browning/beiging and mitochondrial function.** RNA prepared from different fat depots of HFD control and adipo- $G_i$  KO mice (males) was subjected to qRT-PCR analysis using primers specific for the indicated genes. **a**, **b**, Expression levels of genes involved in the browning/beiging of adipose tissue (**a**) and of mitochondrial genes (**b**) in iWAT, eWAT and BAT. **c**, Immunoblots showing UCP-1 protein expression in iWAT and BAT from HFD control and adipo- $G_i$  KO mice. Note that the lack of adipocyte  $G_i$  signaling has no effect on UCP-1 expression. Data are given as means  $\pm$  s.e.m. ( $n=6$ ; two-tailed Student's  $t$  test). Source data are provided as a Source Data file.

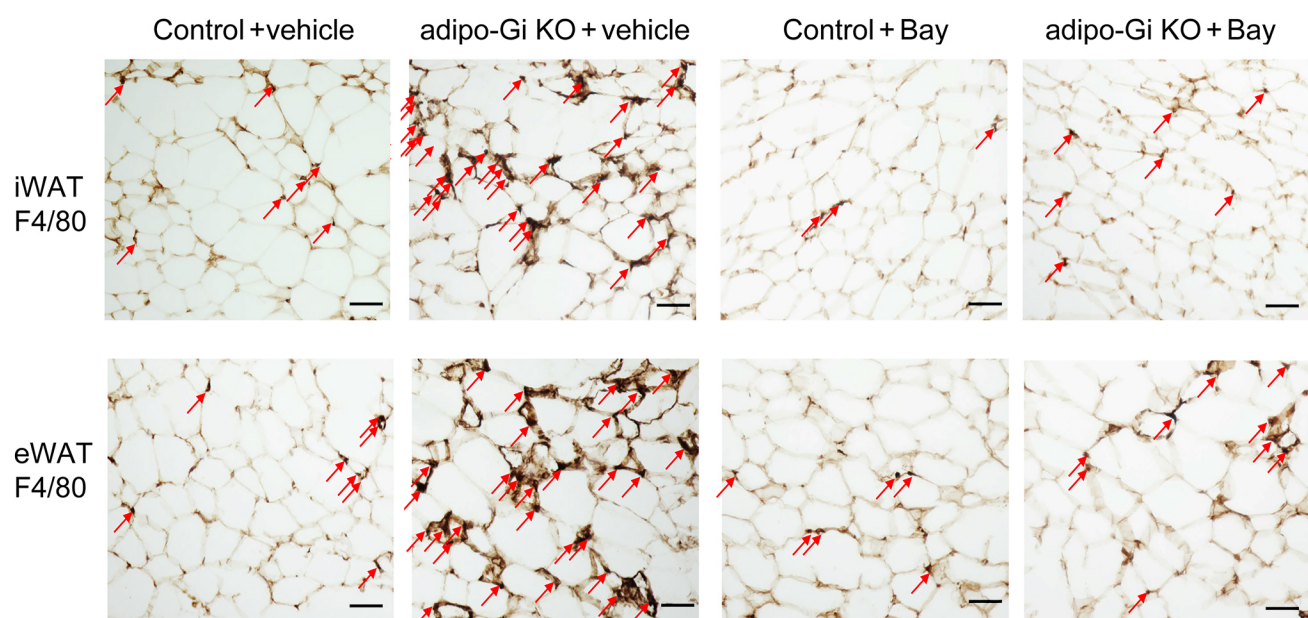

**Supplementary Fig. 8. Identification of F4/80-positive cells in iWAT and eWAT sections from HFD adipo-Gi KO and control mice.** Adipo-Gi KO mice and control littermates were maintained on a HFD for 6 weeks. During the last two weeks of HFD feeding, mice received Bay (30 mg/kg) or vehicle (0.5% methylcellulose) via oral gavage once per day. After the Bay/vehicle treatment period, iWAT and eWAT sections were prepared. Macrophages were identified by immunostaining using an anti-F4/80 antibody. Representative F4/80-positive cells are highlighted by red arrows. Note that Bay treatment dramatically reduced the number of F4/80-positive cells in Bay-treated HFD adipo-Gi KO mice (n=6 per group; Scale bars=50  $\mu$ m). Source data are provided as a Source Data file.

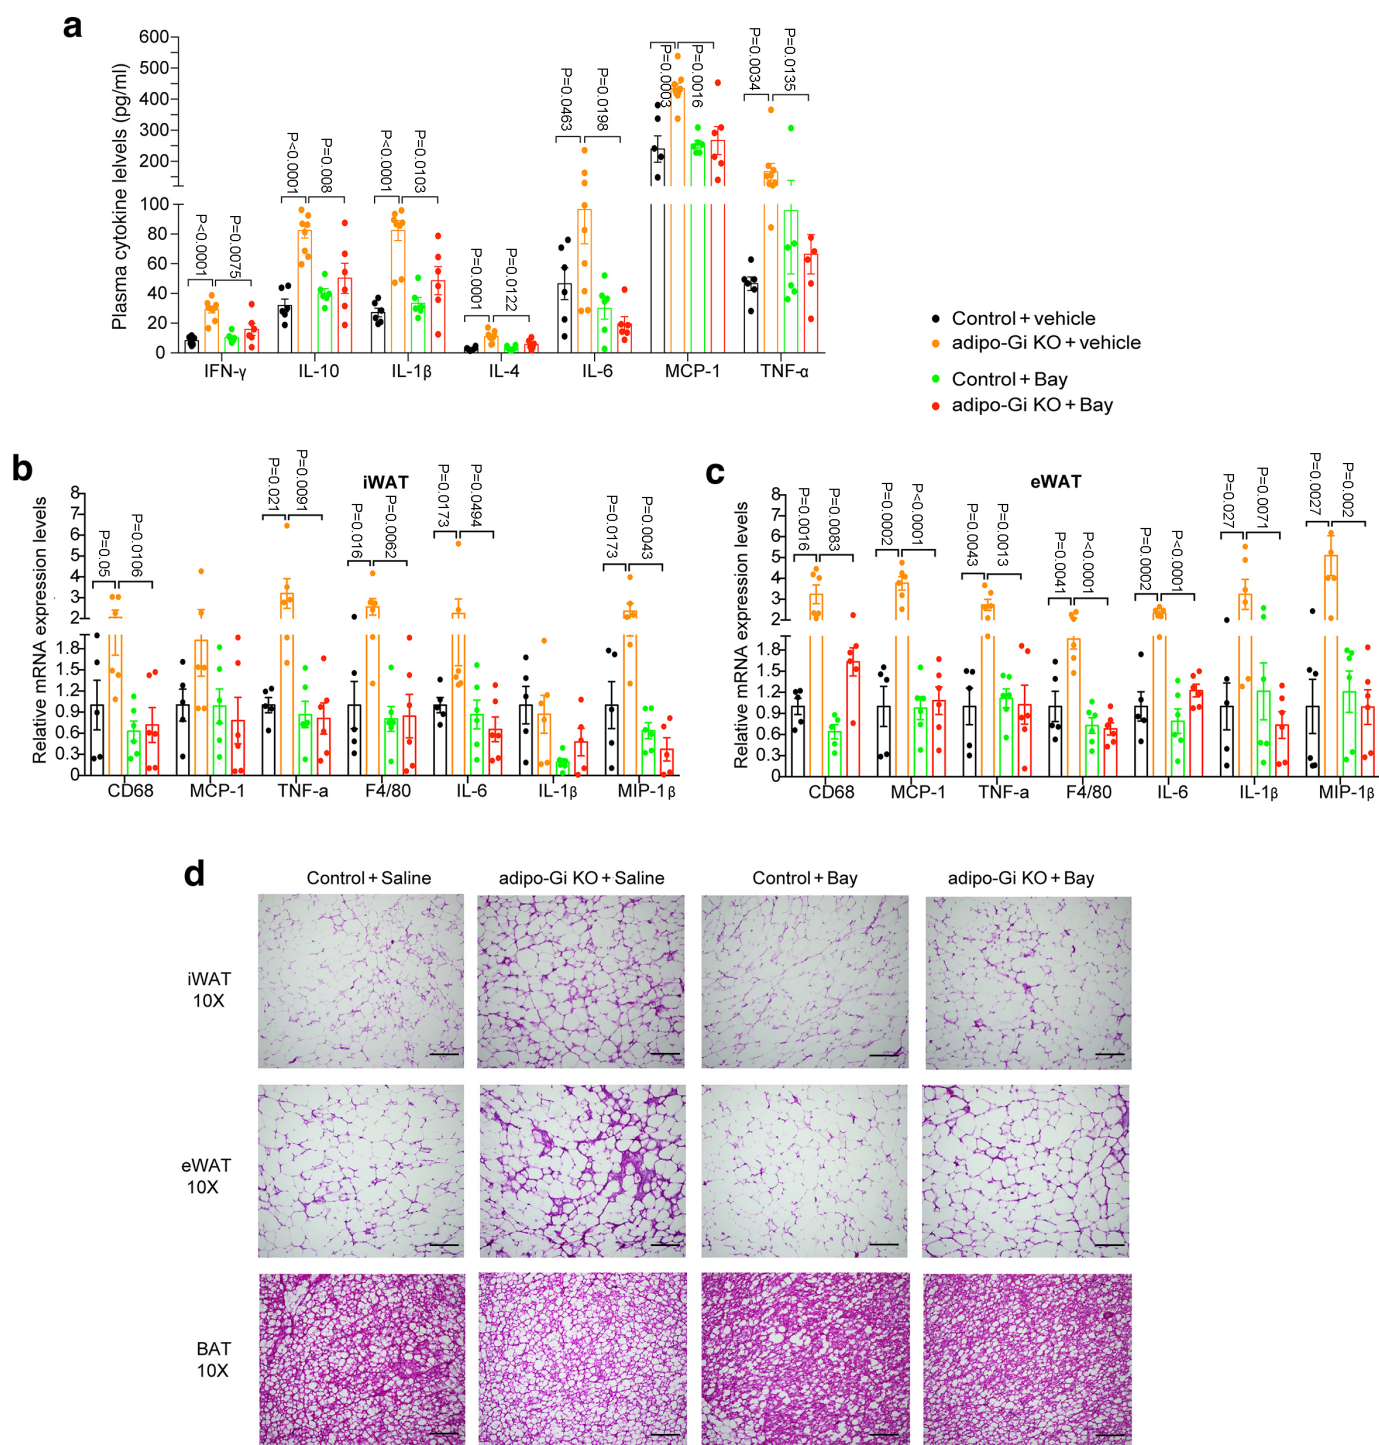

**Supplementary Fig. 9. An HSL inhibitor reduces elevated levels of plasma cytokines and increased expression levels of proinflammatory genes displayed by HFD adipo-Gi KO mice.** **a**, Plasma levels of inflammatory cytokines in adipo-Gi KO and control mice after 6 weeks of HFD feeding. During the last two weeks of HFD feeding, mice were treated daily with Bay (30 mg/kg/day via oral gavage) or vehicle (control+vehicle, n=6; adipo-Gi KO+vehicle, n=9; control+Bay, n=6; adipo-Gi KO+Bay, n=6). Interferon- $\gamma$ , INF- $\gamma$ ; interleukin-10, IL-10; interleukin-1 $\beta$ , IL-1 $\beta$ ; interleukin-6, IL-6; interleukin-4, IL-4; monocyte chemoattractant protein-1, MCP-1; tumor necrosis factor, TNF- $\alpha$ . **b**, **c**, Relative mRNA expression levels of inflammatory cytokines in iWAT (**b**) and eWAT (**c**) from adipo-Gi KO and control mice (n=6 per group) treated in the same way as described under (**a**). **d**, Representative sections of iWAT, eWAT, and BAT

stained with H&E (n=6 per group; scale bars=200  $\mu$ m). Data are given as means  $\pm$  s.e.m. (two-way ANOVA followed by Bonferroni's post-hoc test). Source data are provided as a Source Data file.

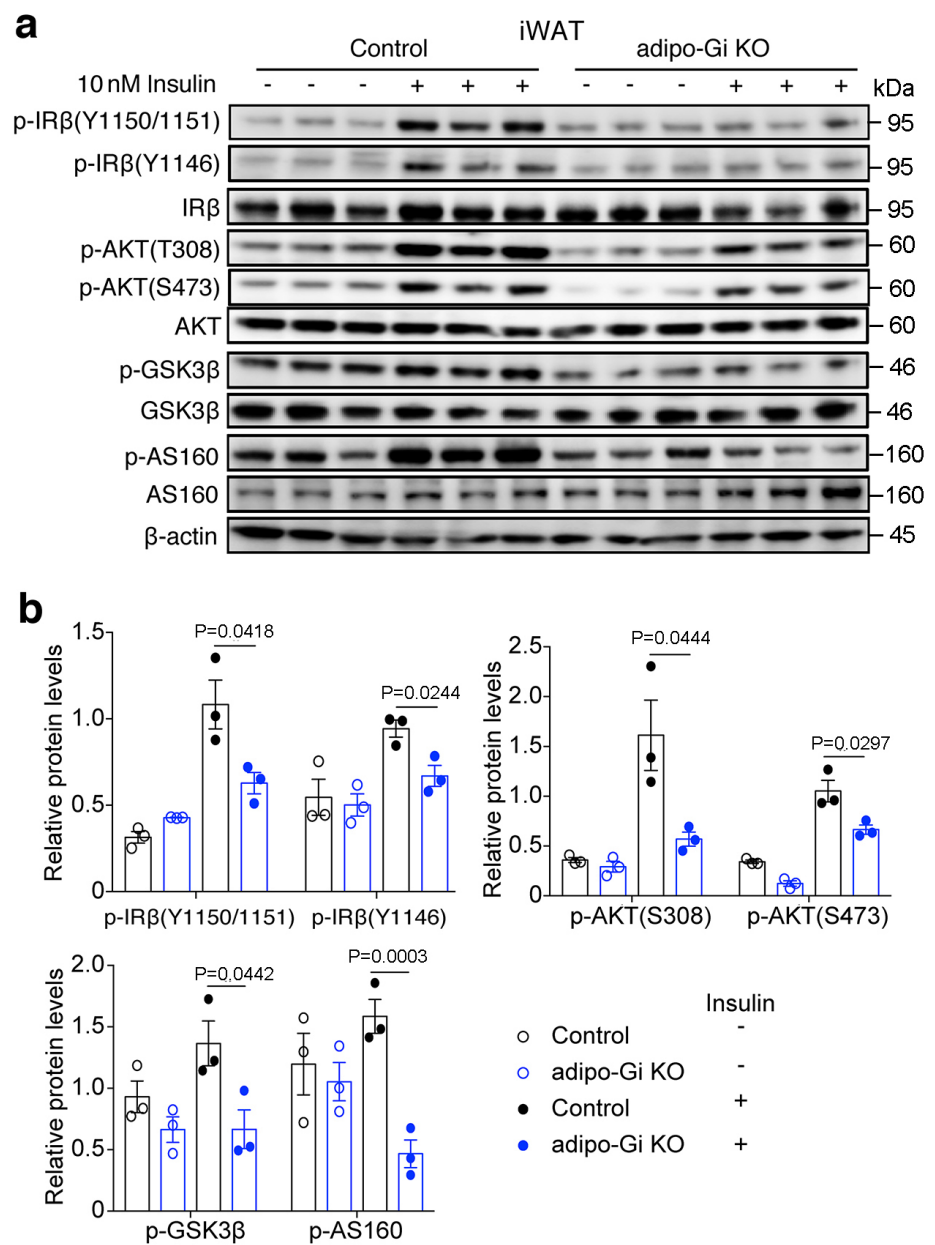

**Supplementary Fig. 10. Immunoblotting studies indicating that insulin signaling is reduced in iWAT lacking functional Gi.** HFD control and adipo-Gi KO mice were injected i.v. with either saline or insulin (5 U/mouse). iWAT was collected 5 min later and processed for immunoblotting studies. **a**, Western blots. **b**, Quantification of the Western blotting data. Data are given as means  $\pm$  s.e.m. (n=3 per group; two-way ANOVA followed by Bonferroni's post-hoc test). Source data are provided as a Source Data file.

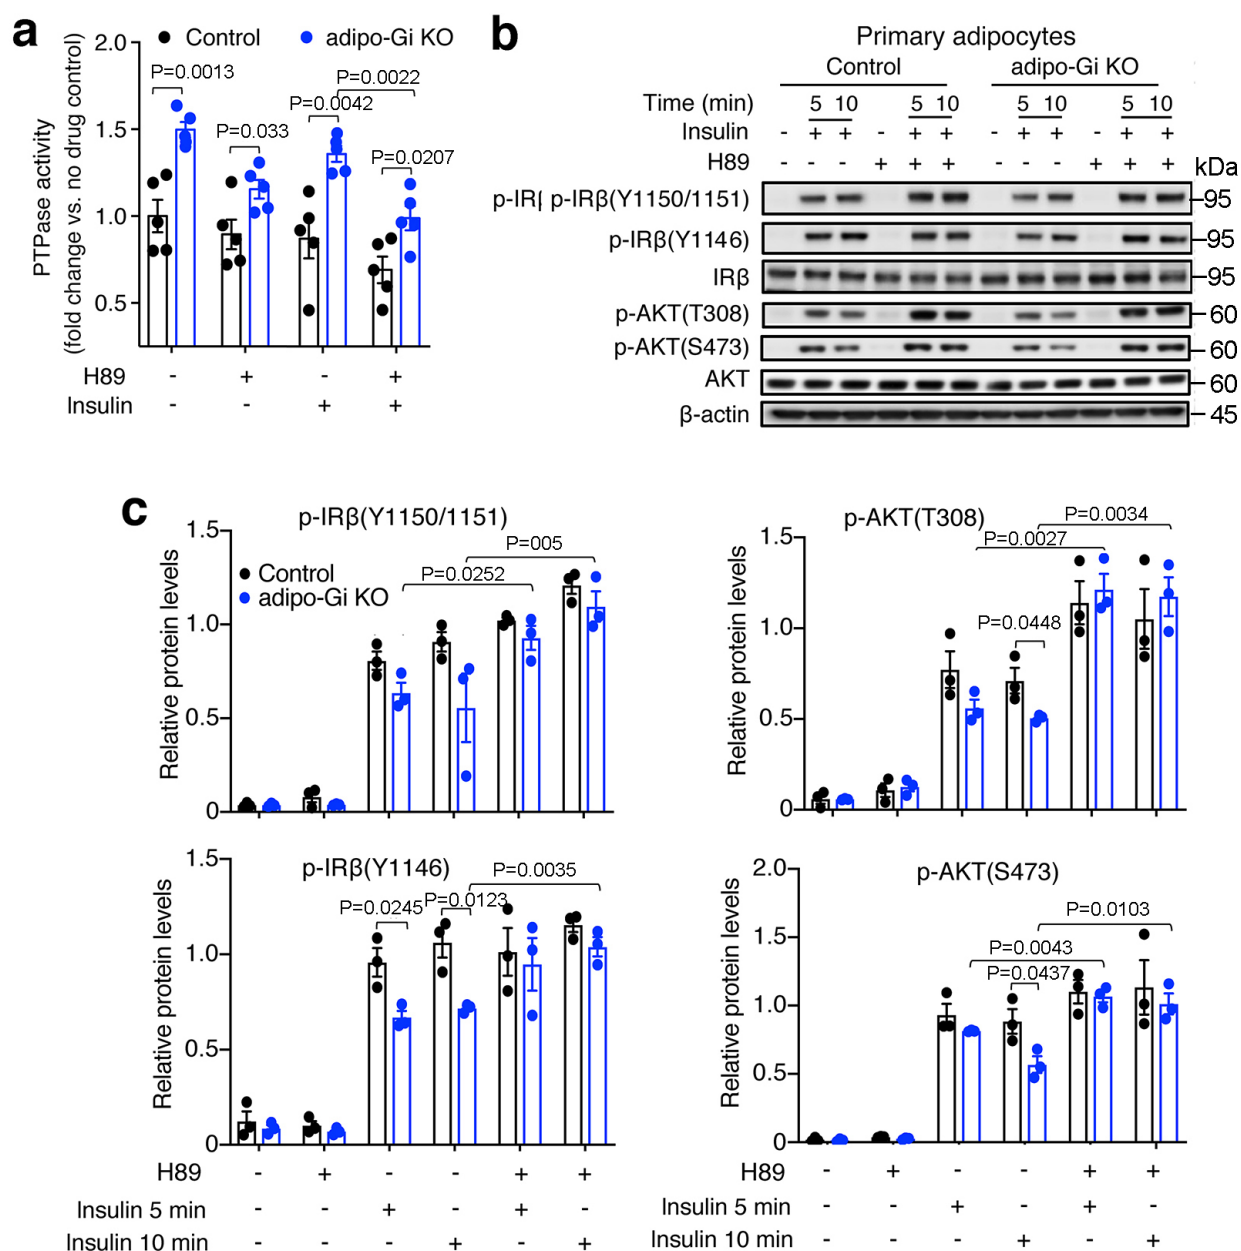

**Supplementary Fig. 11. Effect of H89 on increased PTPase activity and impaired insulin signaling displayed by adipocytes lacking functional  $G_i$ .** **a**, PTPase activity in primary adipocytes prepared from iWAT of adipo-Gi KO and control mice treated with either saline or insulin (10 nM) for 5 or 10 min, either in the absence or presence of PKA inhibitor (10  $\mu$ M H89) (n=5 per group). **b**, Immunoblots showing the effect of H89 (10  $\mu$ M) on insulin-stimulated phosphorylation of IR $\beta$ -Y1150/1151, IR $\beta$ -Y1146, AKT-T308, and AKT-S473 in primary adipocytes. Primary adipocytes from adipo-Gi KO and control mice were treated with 10 nM insulin for 5 or 10 min, either in the absence or presence of H89 (10  $\mu$ M) (n=3). **c**, Quantification of Western blotting data. Data are presented as means  $\pm$  s.e.m. (two-way ANOVA followed by Bonferroni's post-hoc test). Source data are provided as a Source Data file.

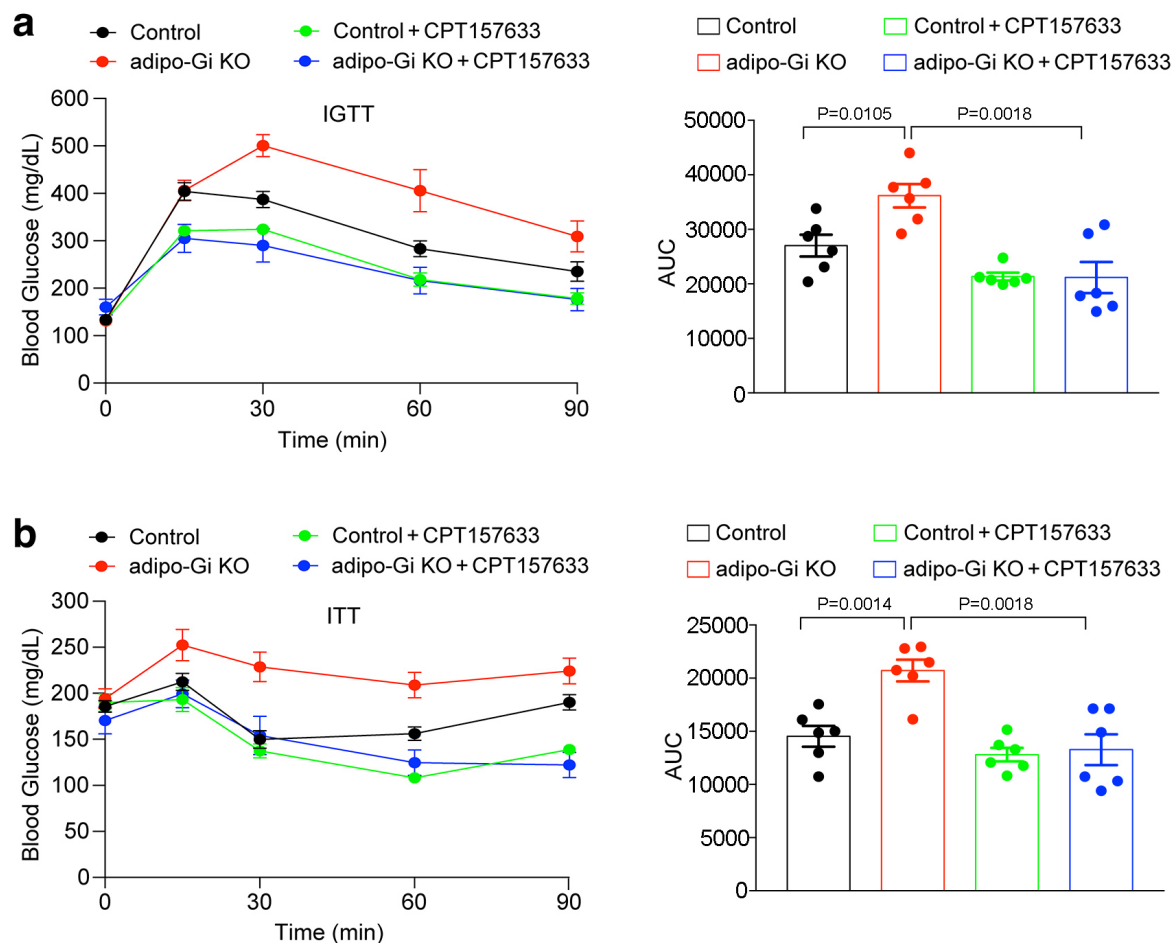

**Supplementary Fig. 12. Treatment of HFD adipo-Gi KO mice with a PTP1B inhibitor restores proper glucose tolerance and insulin sensitivity.** HFD control and adipo-Gi KO mice (age: 12 weeks, HFD during weeks 7-12) were fasted overnight for ~16 h. Mice were then injected with CPT157633 (5 mg/kg i.p.) or saline. Thirty min later, mice were subjected to glucose and insulin tolerance tests. **a**, Intraperitoneal glucose tolerance test (1 g/kg glucose, IGTT). **b**, Insulin tolerance test (1 U/kg, i.p.; ITT). AUC, area under curve. Data are given as means  $\pm$  s.e.m. (n=6 mice per group; two-way ANOVA followed by Bonferroni's post-hoc test test). Source data are provided as a Source Data file.

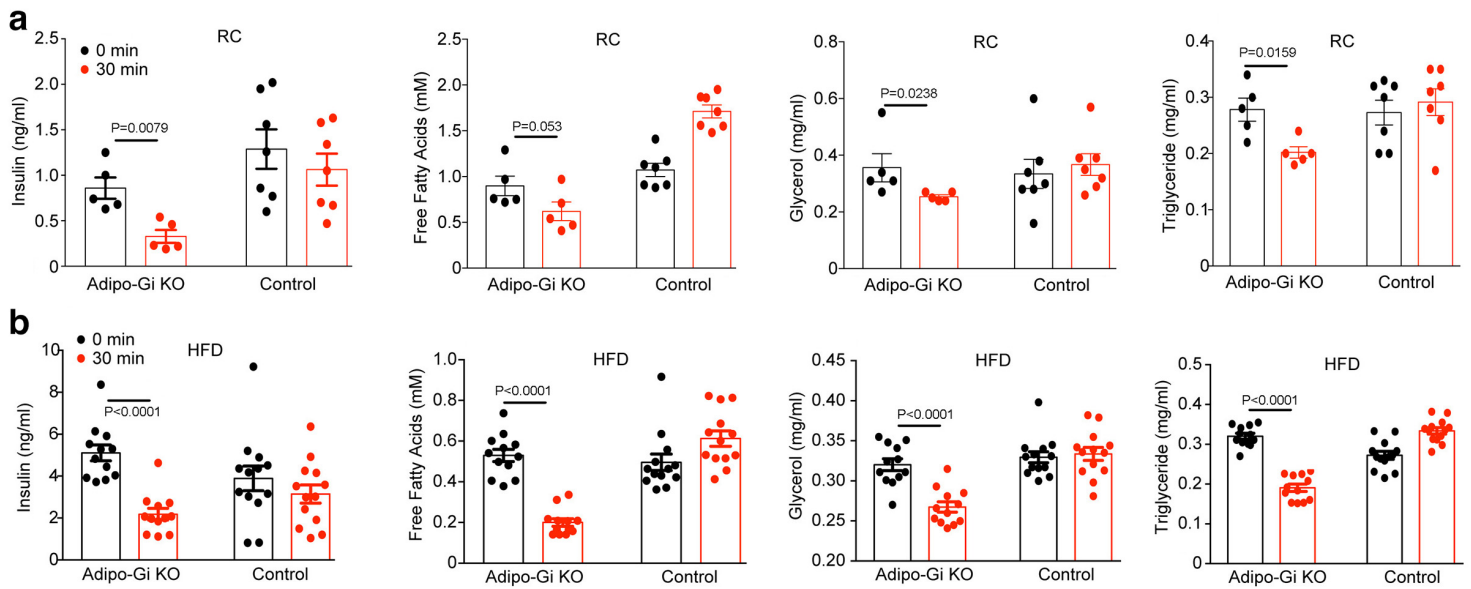

**Supplementary Fig. 13. Activation of adipocyte  $G_i$  signaling causes reduced plasma insulin, FFA, glycerol, and triglyceride levels.** Control and adipo-Gi KO mice (males) were maintained on regular chow (RC; age: 8-12 weeks) or a high-fat diet (HFD; age: 16 weeks) (mice were 6 weeks old when they were switched from RC to HFD). After a 4 hr fast, mice received an acute injection of CNO (10 mg/kg, i.p.). Plasma insulin, free fatty acid, glycerol, and triglyceride levels were determined immediately before and 30 min after CNO treatment. **a, b**, Effect of CNO on plasma insulin, free fatty acid, glycerol, and triglyceride levels in mice consuming RC (**a**) (control,  $n=7$ ; adipo-GiD,  $n=5$ ) or a HFD (**b**) (control,  $n=12$ ; adipo-GiD,  $n=13$ ). Data represent means  $\pm$  s.e.m. (two-tailed Student's  $t$  test). Source data are provided as a Source Data file.

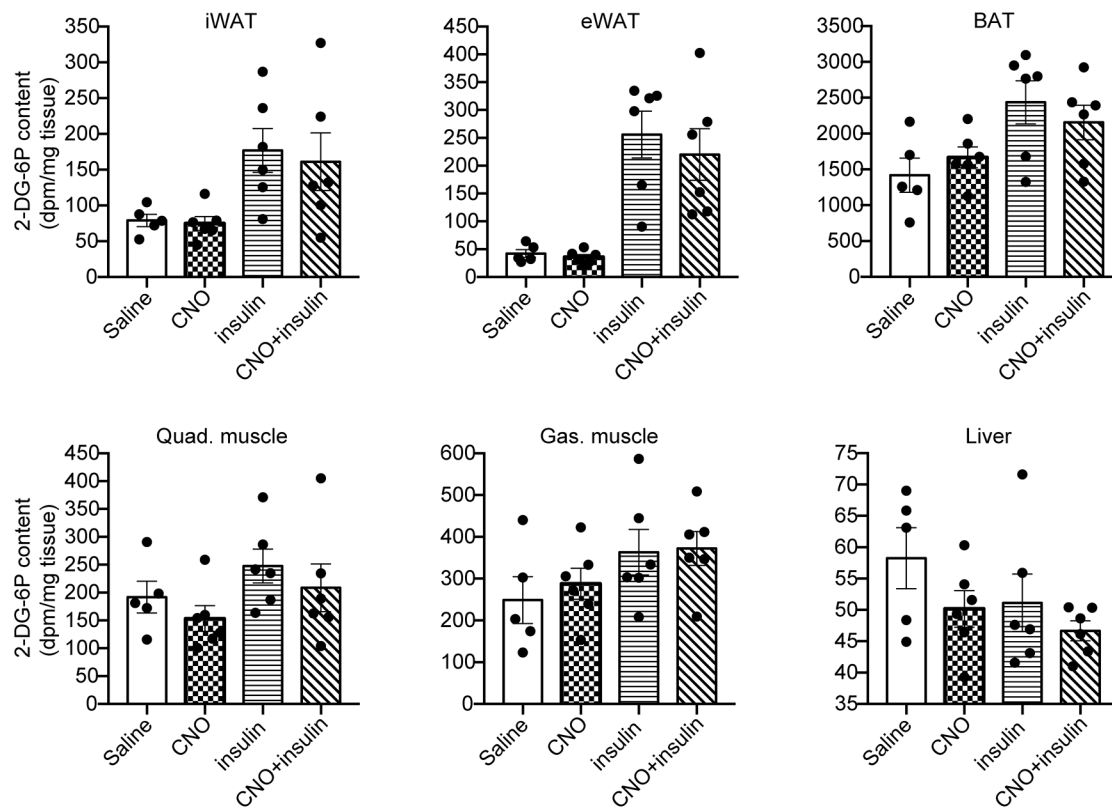

**Supplementary Fig. 14. CNO has no effect on in vivo 2-deoxy-glucose (2-DG) uptake in control mice.** In vivo 2-DG uptake was measured in iWAT, eWAT, BAT, quadriceps muscle (Quad.), gastrocnemius muscle (Gas.), and liver of control mice (8-week-old males) maintained on regular chow. Mice that had been fasted overnight were injected i.p with saline, 10 mg/kg CNO, 0.75 U/kg insulin, or 10 mg/kg CNO + 0.75 U/kg insulin (n=6 per group). Data are presented as means  $\pm$  s.e.m. Insulin responses were not significantly affected by co-injection of CNO. Data were analyzed by two-way ANOVA followed by Bonferroni's post-hoc test. Source data are provided as a Source Data file.

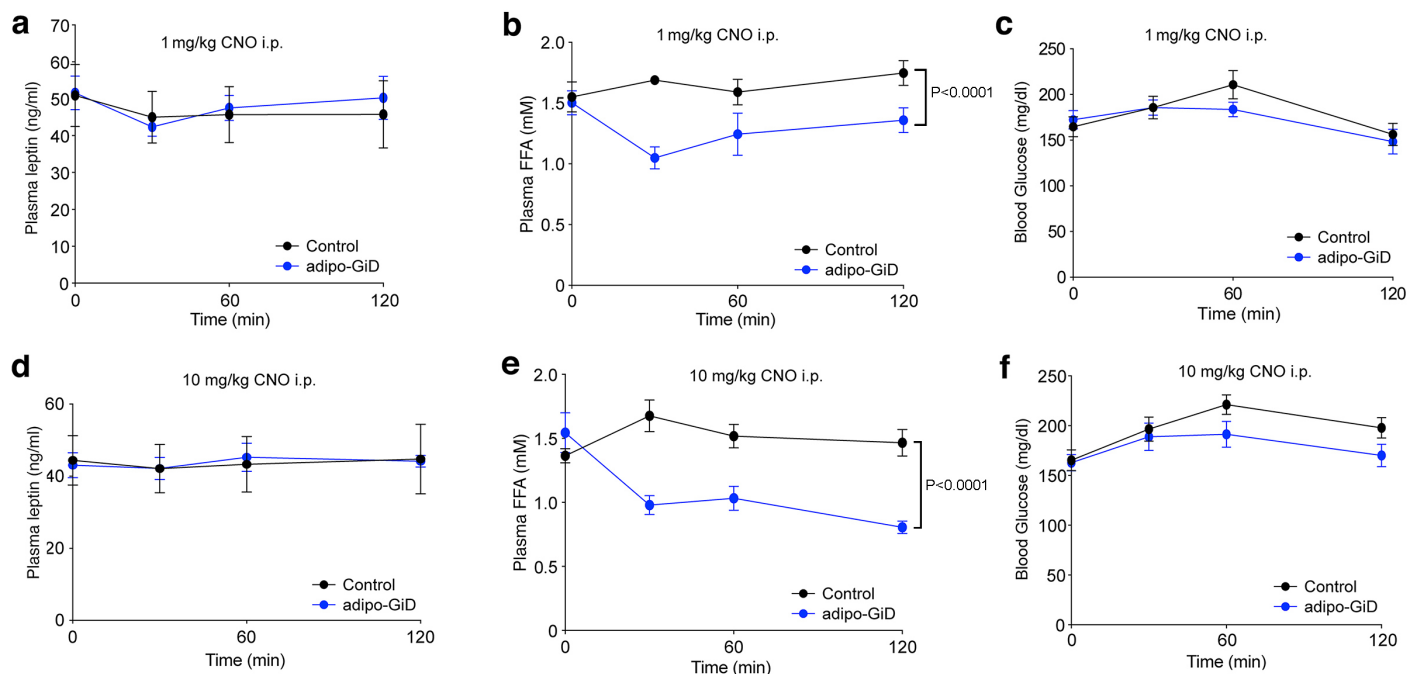

**Supplementary Fig. 15. Effect of different CNO doses on plasma leptin, plasma free fatty acid (FFA), and blood glucose levels in adipo-GiD and control mice.** Adipo-GiD mice and control littermates (32-week-old males) received a single i.p. injection of either 1 or 10 mg/kg of CNO, as indicated (diet: regular chow), followed by the measurement of plasma leptin, plasma FFA, and blood glucose over a 2 hr period. **a, d**, Plasma leptin levels. **b, e**, Plasma FFA levels. **c, f**, Blood glucose levels. Data are given as means  $\pm$  s.e.m. ( $n=8$  per group; two-way ANOVA followed by Bonferroni's post-hoc test). Source data are provided as a Source Data file.

**Supplementary Table 1. RNA-Seq analysis of G<sub>i</sub>-coupled GPCRs expressed in iWAT and eWAT (adipocytes) and BAT tissue**

| GPCR   | Full name                                    | Regular chow (RC, RPKM)                 | High fat diet (HFD, RPKM)               | Fold change (RC vs. HFD)                |
|--------|----------------------------------------------|-----------------------------------------|-----------------------------------------|-----------------------------------------|
| Aplnr  | apelin receptor                              | iWAT (2.51), eWAT (4.58), BAT (3.54)    | iWAT (12.5), eWAT (3.99), BAT (5.43)    | iWAT (4.98), eWAT (0.87), BAT (1.54)    |
| Ccr1   | chemokine (C-C motif) receptor 1             | iWAT (1.05), eWAT (2.09), BAT (0.027)   | iWAT (2.60), eWAT (10.50), BAT (0.052)  | iWAT (2.456), eWAT (5.024), BAT (1.932) |
| Ccr10  | chemokine (C-C motif) receptor 10            | iWAT (0.728), eWAT (0.408), BAT (2.360) | iWAT (0.353), eWAT (0.104), BAT (2.86)  | iWAT (0.485), eWAT (0.256), BAT (1.21)  |
| Ccr2   | chemokine (C-C motif) receptor 2             | iWAT (0.382), eWAT (1.584), BAT (0.618) | iWAT (1.95), eWAT (4.76), BAT (0.658)   | iWAT (5.11), eWAT (3.00), BAT (1.07)    |
| Ccr3   | chemokine (C-C motif) receptor 3             | iWAT (0.027), eWAT (0.056), BAT (0.002) | iWAT (0.419), eWAT (2.41), BAT (0.001)  | iWAT (15.5), eWAT (42.7), BAT (2.58)    |
| Ccr4   | chemokine (C-C motif) receptor 4             | iWAT (0.006), eWAT (0.002), BAT (0.007) | iWAT (0.010), eWAT (0.002), BAT (0.018) | iWAT (1.52), eWAT (0.720), BAT (2.45)   |
| Ccr5   | chemokine (C-C motif) receptor 5             | iWAT (0.240), eWAT (0.699), BAT (0.189) | iWAT (2.68), eWAT (9.76), BAT (0.245)   | iWAT (11.2), eWAT (13.5), BAT (1.30)    |
| Ccr6   | chemokine (C-C motif) receptor 6             | iWAT (0.006), eWAT (0.005), BAT (0.010) | iWAT (0.013), eWAT (0.002), BAT (0.010) | iWAT (2.25), eWAT (0.422), BAT (0.973)  |
| Ccr7   | chemokine (C-C motif) receptor 7             | iWAT (0.315), eWAT (0.457), BAT (0.093) | iWAT (0.860), eWAT (0.457), BAT (0.164) | iWAT (2.73), eWAT (0.457), BAT (1.75)   |
| Ccr9   | chemokine (C-C motif) receptor 9             | iWAT (0.261), eWAT (0.329), BAT (0.280) | iWAT (0.347), eWAT (0.361), BAT (0.243) | iWAT (1.33), eWAT (1.10), BAT (0.870)   |
| Ccr12  | chemokine (C-C motif) receptor-like 2        | iWAT (1.78), eWAT (8.19), BAT (0.453)   | iWAT (18.4), eWAT (65.7), BAT (0.804)   | iWAT (10.3), eWAT (8.02), BAT (1.77)    |
| Chrm2  | cholinergic receptor, muscarinic 2           | iWAT (0.003), eWAT (0.027), BAT (0.003) | iWAT (0.007), eWAT (0.003), BAT (0.002) | iWAT (2.38), eWAT (0.118), BAT (0.617)  |
| Chrm4  | cholinergic receptor, muscarinic 4           | iWAT (0.155), eWAT (0.108), BAT (0.005) | iWAT (1.589), eWAT (0.122), BAT (0.015) | iWAT (10.2), eWAT (1.12), BAT (2.69)    |
| Cmk1r1 | chemokine-like receptor 1                    | iWAT (43.2), eWAT (33.9), BAT (1.40)    | iWAT (31.0), eWAT (21.2), BAT (1.02)    | iWAT (0.72), eWAT (0.62), BAT (0.727)   |
| Cnr1   | cannabinoid receptor 1                       | iWAT (4.17), eWAT (2.16), BAT (0.084)   | iWAT (1.57), eWAT (0.736), BAT (0.072)  | iWAT (0.378), eWAT (0.341), BAT (0.864) |
| Cx3cr1 | chemokine (C-X3-C motif) receptor 1          | iWAT (0.055), eWAT (0.180), BAT (0.335) | iWAT (0.219), eWAT (0.709), BAT (0.371) | iWAT (3.95), eWAT (3.93), BAT (1.11)    |
| Cxcr1  | chemokine (C-X-C motif) receptor 1           | iWAT (0.006), eWAT (0.006), BAT (0.024) | iWAT (0.020), eWAT (--), BAT (0.064)    | iWAT (3.19), eWAT (--), BAT (2.68)      |
| Cxcr2  | chemokine (C-X-C motif) receptor 2           | iWAT (0.012), eWAT (0.019), BAT (0.016) | iWAT (0.029), eWAT (0.033), BAT (0.026) | iWAT (2.40), eWAT (1.74), BAT (1.61)    |
| Cxcr3  | chemokine (C-X-C motif) receptor 3           | iWAT (0.100), eWAT (0.061), BAT (0.138) | iWAT (0.119), eWAT (0.616), BAT (0.052) | iWAT (1.19), eWAT (10.1), BAT (0.373)   |
| Cxcr4  | chemokine (C-X-C motif) receptor 4           | iWAT (2.23), eWAT (7.00), BAT (0.571)   | iWAT (26.3), eWAT (82.3), BAT (1.07)    | iWAT (11.8), eWAT (7.00), BAT (1.88)    |
| Cxcr5  | chemokine (C-X-C motif) receptor 5           | iWAT (0.183), eWAT (0.183), BAT (0.102) | iWAT (0.260), eWAT (0.095), BAT (0.133) | iWAT (1.42), eWAT (0.520), BAT (0.132)  |
| Cxcr6  | chemokine (C-X-C motif) receptor 6           | iWAT (0.021), eWAT (0.030), BAT (0.127) | iWAT (0.058), eWAT (0.063), BAT (0.063) | iWAT (2.73), eWAT (2.10), BAT (0.491)   |
| Cxcr7  | atypical chemokine receptor 3                | iWAT (4.13), eWAT (10.9), BAT (18.1)    | iWAT (14.4), eWAT (8.55), BAT (24.3)    | iWAT (3.48), eWAT (0.784), BAT (1.34)   |
| Gabbr1 | gamma-aminobutyric acid (GABA) B receptor, 1 | iWAT (0.722), eWAT (0.967), BAT (1.12)  | iWAT (0.849), eWAT (0.333), BAT (1.53)  | iWAT (1.18), eWAT (0.344), BAT (1.368)  |
| Gpr183 | G protein-coupled receptor 183               | iWAT (0.150), eWAT (0.364), BAT (0.139) | iWAT (2.44), eWAT (9.43), BAT (0.169)   | iWAT (16.2), eWAT (25.9), BAT (1.21)    |
| Gpr20  | G protein-coupled receptor 20                | iWAT (0.008), eWAT (0.003), BAT (0.065) | iWAT (0.026), eWAT (0.022), BAT (0.078) | iWAT (3.17), eWAT (6.76), BAT (1.19)    |
| Gpr30  | G protein-coupled estrogen receptor 1        | iWAT (0.268), eWAT (0.311), BAT (0.462) | iWAT (1.32), eWAT (0.235), BAT (0.796)  | iWAT (4.94), eWAT (0.756), BAT (1.72)   |
| Gpr34  | G protein-coupled receptor 34                | iWAT (0.290), eWAT (0.753), BAT (0.286) | iWAT (2.81), eWAT (7.98), BAT (0.287)   | iWAT (9.69), eWAT (10.6), BAT (1.00)    |
| Gpr44  | prostaglandin D2 receptor 2                  | iWAT (0.276), eWAT (0.314), BAT (0.137) | iWAT (0.488), eWAT (0.654), BAT (0.228) | iWAT (1.77), eWAT (2.08), BAT (1.05)    |
| Gpr81  | hydrocarboxylic acid receptor 1              | iWAT (37.8), eWAT (32.6), BAT (13.5)    | iWAT (15.6), eWAT (8.36), BAT (1.13)    | iWAT (0.413), eWAT (0.256), BAT (0.084) |
| Gpr84  | G protein-coupled receptor 84                | iWAT (0.064), eWAT (0.215), BAT (0.003) | iWAT (0.641), eWAT (2.38), BAT (0.007)  | iWAT (9.94), eWAT (11.1), BAT (1.88)    |
| Ltb4r2 | leukotriene B4 receptor 2                    | iWAT (0.014), eWAT (0.068), BAT (0.006) | iWAT (0.028), eWAT (0.022), BAT (0.008) | iWAT (2.08), eWAT (0.327), BAT (1.45)   |
| Niacr1 | hydroxycarboxylic acid receptor 2            | iWAT (61.7), eWAT (18.5), BAT (2.91)    | iWAT (19.9), eWAT (7.01), BAT (0.417)   | iWAT (0.322), eWAT (0.380), BAT (2.915) |
| Npy1r  | neuropeptide Y receptor Y1                   | iWAT (0.117), eWAT (0.125), BAT (0.251) | iWAT (0.419), eWAT (0.193), BAT (0.262) | iWAT (3.575), eWAT (1.545), BAT (1.045) |

|        |                                                |                                         |                                         |                                         |
|--------|------------------------------------------------|-----------------------------------------|-----------------------------------------|-----------------------------------------|
| P2ry12 | purinergic receptor P2Y, G-protein coupled 12  | iWAT (0.261), eWAT (0.260), BAT (0.156) | iWAT (0.385), eWAT (1.22), BAT (0.185)  | iWAT (1.48), eWAT (4.68), BAT (1.18)    |
| P2ry14 | purinergic receptor P2Y, G-protein coupled, 14 | iWAT (0.071), eWAT (0.109), BAT (0.109) | iWAT (0.349), eWAT (0.900), BAT (0.109) | iWAT (4.90), eWAT (8.26), BAT (0.999)   |
| Ptger3 | prostaglandin E receptor 3                     | iWAT (19.9), eWAT (20.5), BAT (15.2)    | iWAT (33.6), eWAT (10.2), BAT (14.8)    | iWAT (1.69), eWAT (0.499), BAT (0.973)  |
| S1pr1  | sphingosine-1-phosphate receptor 1             | iWAT (14.8), eWAT (28.0), BAT (17.928)  | iWAT (57.2), eWAT (22.8), BAT (27.9)    | iWAT (3.86), eWAT (0.814), BAT (1.56)   |
| Sstr2  | somatostatin receptor 2                        | iWAT (0.010), eWAT (0.049), BAT (0.008) | iWAT (0.395), eWAT (1.77), BAT (0.012)  | iWAT (41.6), eWAT (36.3), BAT (1.59)    |
| Sstr4  | somatostatin receptor 4                        | iWAT (0.154), eWAT (0.189), BAT (0.156) | iWAT (0.095), eWAT (0.069), BAT (0.299) | iWAT (0.617), eWAT (0.365), BAT (1.919) |
| Sucnr1 | succinate receptor 1                           | iWAT (37.0), eWAT (57.3), BAT (2.23)    | iWAT (31.7), eWAT (14.2), BAT (4.10)    | iWAT (0.856), eWAT (0.247), BAT (1.84)  |

RPKM, Reads Per Kilobase of transcript, per Million mapped reads. 

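In the deposited files, the reads, transcript length and RPKM of every row of a sample give the same total of reads, so the RPKM of a row depends only on its reads, its length and that total. The totals were 27307031 to 31182273 reads in iWAT adipocytes, 26526123 to 41145280 in eWAT adipocytes and 22935346 to 38571612 in BAT. In the table, some low means stand on few reads. The 6 HFD samples of eWAT adipocytes together hold 1 read on Ccr4 (mouse 16; transcript length 2892). This read is 0.01031 RPKM in that mouse and a mean of 0.00172 RPKM over the 6. By contrast, Gabbr1 (transcript length 6711) has 206 to 400 reads per mouse in BAT, for a mean of 1.53 ± 0.150 RPKM (SD, n = 6 mice).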

RPKM data are given as mean values of 6 samples. Adipocytes/fat tissue were isolated from 16-week-old wild-type male C57BL/6NTac mice raised on regular chow (RC) or maintained on a high-fat diet (HFD) for 12 weeks (n=6 per group).

**Supplementary Table 2. Reagents and animals used in this study**

|                                                          |                                                      |                                                                                                                       |
|----------------------------------------------------------|------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------|
| TRIzol                                                   | Invitrogen                                           | 15596026                                                                                                              |
| Isoproterenol                                            | Sigma-Aldrich                                        | 35100 USP                                                                                                             |
| Pertussis toxin                                          | Sigma-Aldrich                                        | P7208                                                                                                                 |
| Niacin (nicotinic acid)                                  | Sigma-Aldrich                                        | PHR1276                                                                                                               |
| Power SYBR Green PCR Master Mix                          | Applied Biosystems                                   | 4367659                                                                                                               |
| TaqMan Universal PCR Master Mix                          | Applied Biosystems                                   | 4304437                                                                                                               |
| NuPAGE LDS sample buffer                                 | ThermoFisher Scientific                              | NP0007                                                                                                                |
| Nitrocellulose membranes                                 | BioRad                                               | 1704158                                                                                                               |
| NuPAGE 4-12% Bis-Tris protein gel                        | Invitrogen                                           | NP0336BOX                                                                                                             |
| NuPAGE MOPS SDS Running Buffer (20 x)                    | ThermoFisher Scientific                              | NP0001                                                                                                                |
| Oil Red O                                                | Sigma-Aldrich                                        | O0625                                                                                                                 |
| <b>Assay kits</b>                                        |                                                      |                                                                                                                       |
| BCA protein assay kit                                    | Pierce                                               | 23225                                                                                                                 |
| RNase-free DNase I                                       | Qiagen                                               | 79254                                                                                                                 |
| RNase mini kit                                           | Qiagen                                               | 74104                                                                                                                 |
| SuperScript III-First-Strand Synthesis System for RT-PCR | Invitrogen                                           | 18080400                                                                                                              |
| cOmplete EDTA-free protease inhibitor cocktail           | Sigma-Aldrich                                        | 11873580001                                                                                                           |
| Ultra-sensitive mouse insulin ELISA kit                  | Crystal Chem                                         | 90080                                                                                                                 |
| cAMP ELISA kit                                           | Cayman Chemicals                                     | 581001                                                                                                                |
| Mouse/Rat Leptin Quantikine ELISA Kit                    | R&D Systems                                          | MOB00                                                                                                                 |
| Mouse Adiponectin/Acrp30 Quantikine ELISA kit            | R&D Systems                                          | MRP300                                                                                                                |
| cAMP Dynamic kit                                         | Cisbio Bioassays                                     | 62AM4PE                                                                                                               |
| Free Glycerol reagent                                    | Sigma-Aldrich                                        | F6428                                                                                                                 |
| HR Series NEFA-HR(2)                                     | FUJIFILM Wako Diagnostics                            | 999-34691, 995-34791<br>991-34891, 993-35191<br>276-76491                                                             |
| Triglyceride Reagent                                     | Sigma-Aldrich                                        | T2449                                                                                                                 |
| Bio-Rad Protein Assay kit                                | BioRad                                               | 5000001                                                                                                               |
| PTP Activity Assay kit (Fluorometric)                    | BioVision                                            | K829-100                                                                                                              |
| Bio-Plex Multiplex Immunoassay System                    | Bio-Rad                                              | custom made                                                                                                           |
| Anti-Rat HRP-DAB Staining kit                            | R&D Systems                                          | CTS017                                                                                                                |
| <b>Experimental Models: Organisms/Strains</b>            |                                                      |                                                                                                                       |
| <i>Adipoq-Cre</i> mice                                   | The Jackson Laboratory<br>(Eguchi et al., 2011)      | Stock# 010803                                                                                                         |
| <i>ROSA26-PTX<sup>fllox/flox</sup></i> mice              | Provided by Dr. Shaun Coughlin (Regard et al., 2007) | NA                                                                                                                    |
| <i>Rosa26-LSL-hM4Di</i> mice                             | Provided by Dr. Bryan Roth (Zhu et al., 2016)        | NA                                                                                                                    |
| <b>Oligonucleotides</b>                                  |                                                      |                                                                                                                       |
| A complete list is provided in Table S2                  |                                                      |                                                                                                                       |
| <b>Software and Algorithms</b>                           |                                                      |                                                                                                                       |
| Prism 7                                                  | Graph Pad                                            | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a> |
| ImageJ                                                   | NIH                                                  | <a href="http://imagej.net/Adipo soft">http://imagej.net/Adipo soft</a>                                               |
| Other                                                    |                                                      |                                                                                                                       |

**Supplementary Table 3. Primers and probes used for quantitative real-time PCR studies**

| Gene Target              | Species                 | Primer sequence                                                                                                                                                          |
|--------------------------|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>GiD</i>               | mouse                   | Probe: 5'-/56-FAM/CCTGGTCAC/ZEN/GTCATCATCCCACAA/3IABkFQ/-3'<br>Primer 1: 5'-TACGCTATGGCCAACTTCAC-3'<br>Primer 2: 5'-GACCATTTCACCGTCTCATAG-3' (Taqman primers and probe)  |
| <i>β-actin</i>           | mouse                   | Forward: 5'-GATATCGCTGCGCTGGTCGTC-3'<br>Reverse: 5'-ACGCAGCTCATTGTAGAAGGTGTGG-3'                                                                                         |
| <i>Ptxs1</i><br>(S1-PTX) | Bordetella<br>pertussis | Forward: 5'-GGTCTATCTCGAACATCGCA-3'<br>Reverse: 5'-GCGCCGTAGAAATTGTTGT-3'                                                                                                |
| 18S rRNA                 | mouse                   | Forward: 5'-CGGCTACCACATCCAAGGAA-3'<br>Reverse: 5'-GCTGGAATTACCGCGGCT-3'                                                                                                 |
| <i>Cd68</i>              | mouse                   | Forward: 5'-GGAAGAAAGGCTTGGGGCAT-3'<br>Reverse: 5'-ATTCCACCGCCATGTAGTCC-3'                                                                                               |
| <i>Mcp1</i><br>(MCP-1)   | mouse                   | Forward: 5'-AGCTGTAGTTTTTGTACCAAGC-3'<br>Reverse: 5'-GTGCTGAAGACCTTAGGGCA-3'                                                                                             |
| <i>Tnfa</i><br>(TNF-α)   | mouse                   | Forward: 5'-CCCTCACACTACAAACCAC-3'<br>Reverse: 5'-ACAAGGTACAACCCATCGGC-3'                                                                                                |
| <i>Adgre1</i><br>(F4/80) | mouse                   | Forward: 5'-CTTTGGCTATGGGCTTCCAGTC-3'<br>Reverse: 5'-GCAAGGAGGACAGAGTTTATCGTG-3'                                                                                         |
| <i>Ifng</i><br>(IFN-γ)   | mouse                   | Forward: 5'-CGGCACAGTCATTGAAAGCC-3'<br>Reverse: 5'-TGTCACCATCCTTTTGCCAGT-3'                                                                                              |
| <i>Il6</i><br>(IL-6)     | mouse                   | Forward: 5'-TGATGGATGCTACCAAACTGGA-3'<br>Reverse: 5'-TGTGACTCCAGCTTATCTCTTGG-3'                                                                                          |
| <i>Il1b</i><br>(IL-1β)   | mouse                   | Forward: 5'-CTGGTGTGTGACGTTCCCATTA-3'<br>Reverse: 5'-CCGACAGCACGAGGCTTT-3'                                                                                               |
| <i>Mip1b</i><br>(MIP-1β) | mouse                   | Forward: 5'-AGCTGTGGTATTCCTGACCAAA-3'<br>Reverse: 5'-CTCTCCTGAAGTGGCTCCTC-3'                                                                                             |
| <i>Ucp1</i>              | mouse                   | Forward: 5'-ACTGCCACACCTCCAGTCATT-3'<br>Reverse: 5'-CTTTGCCTCACTCAGGATTGG-3'                                                                                             |
| <i>Prdm16</i>            | mouse                   | Forward: 5'-CAGCACGGTGAAGCCATTC-3'<br>Reverse: 5'-GCCGTGTTAAGGAATCTG CTG-3'                                                                                              |
| <i>Pgc1a</i><br>(PGC-1α) | mouse                   | Forward: 5'-AGCCGTGACCACTGACAAC GAG-3'<br>Reverse: 5'-GCTGCATGGTTCTGAGTGCTAAG-3'                                                                                         |
| <i>Cidea</i>             | mouse                   | Forward: 5'-TGCTCTTCTGTATCGCCCAGT-3'<br>Reverse: 5'-GCCGTGTTAAGGAATCTG CTG-3'                                                                                            |
| <i>Tbx1</i>              | mouse                   | Forward: 5'-GGCAGGCAGACGAATGTTC-3'<br>Reverse: 5'-GCCGTGTTAAGGAATCTG CTG-3'                                                                                              |
| <i>Ppara</i><br>(PPAR-α) | mouse                   | Forward: 5'-GAGTGCAGCCTCAGCCAA-3'<br>Reverse: 5'-CAGTGGGAGAGAGGACAGA-3'                                                                                                  |
| <i>Tmem26</i>            | mouse                   | Forward: 5'-ACCCTGTCATCCCACAGAG-3'<br>Reverse: 5'-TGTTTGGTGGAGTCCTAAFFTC-3'                                                                                              |
| <i>Espt1</i>             | mouse                   | Forward: 5'-ACCCTGATAGCACCAAACGA-3'<br>Reverse: 5'-AGGTCTGCCAGTTCTTGCTC-3'                                                                                               |
| <i>Cox-4</i>             | mouse                   | Forward: 5'-CTGCCCCGAGTCTGGTAATG-3'<br>Reverse: 5'-CAGTCAACGTAGGGGGTCATC-3'                                                                                              |

|                            |       |                                                                                               |
|----------------------------|-------|-----------------------------------------------------------------------------------------------|
| <i>Cpt-1a</i>              | mouse | Forward: 5'- TTGCCCTACAGCTCTGGCATTTC-3'<br>Reverse: 5'- GCACCCAGATGATTGGGATACTGT-3'           |
| <i>Acadm</i><br>(MCAD)     | mouse | Forward: 5'- ATGACGGAGCAGCCAATGAT-3'<br>Reverse: 5'- TCGTCACCCTTCTTCTCTGCTT-3' Reverse: 5'-3' |
| <i>Cyto-c</i>              | mouse | Forward: 5'- AAATCTCCACGGTCTGTTTCGG-3'<br>Reverse: 5'- GGGTATCCTCTCCCCAGGTG-3'                |
| <i>Gnao</i> ( $G_{ao}$ )   | mouse | Forward: 5'-TGGTCTACAGCAACACCATCCAG-3'<br>Reverse: 5'-TTCCATACGACTCACCACGTCA-3'               |
| <i>Gnai1</i> ( $G_{ai1}$ ) | mouse | Forward: 5'-CTTCTGTGTGGCCCTGAGTGA-3'<br>Reverse: 5'-GATGGACGTGTCTGTAAACCACTTG-3'              |
| <i>Gnai2</i> ( $G_{ai2}$ ) | mouse | Forward: 5'-ACAACAAGTGGTTCACAGACACCTC-3'<br>Reverse: 5'-TAGCTGGCTGCCTCGTCGTA-3'               |
| <i>Gnai3</i> ( $G_{ai3}$ ) | mouse | Forward: 5'-TGAAGACTACAGGCATTGTGGAGAC-3'<br>Reverse: 5'-GTTCCGATCTTTGGCCACCTA-3'              |
| <i>Gnas</i> ( $G_{as}$ )   | mouse | Forward: 5'-CCTCGGCAACAGTAAGAC-3'<br>Reverse: 5'-AGACCTGCTTGTCTTCTG-3'                        |
| <i>Gnaq</i> ( $G_{aq}$ )   | mouse | Forward: 5'-TGGACCGTGTAGCCGACCCT-3'<br>Reverse: 5'-GGCCCCCTACATCGACCATTCTGA-3'                |
| <i>Gna11</i> ( $G_{ai1}$ ) | mouse | Forward: 5'-CTACTTGGCACTGGCGAGAG-3'<br>Reverse: 5'-GTCAGTGGACAGCGTGTGA-3'                     |
| <i>Gna12</i> ( $G_{ai2}$ ) | mouse | Forward: 5'-CGGCTGGTCAAGATCCTGC-3'<br>Reverse: 5'-ACAAGAACCCTCGAACCCTTA-3'                    |
| <i>Gna13</i> ( $G_{ai3}$ ) | mouse | Forward: 5'-CGGAAACGCTGGTTTGAATGC-3'<br>Reverse: 5'-AGATTCTGTAAGGCGATTGGTCT-3'                |
| <i>Gnβ1</i> ( $G_{β1}$ )   | mouse | Forward: 5'-CTCCTGACACCAGACTGTTTG-3'<br>Reverse: 5'-CATCCCTTCTCGGACATCCC-3'                   |
| <i>Gnβ2</i> ( $G_{β2}$ )   | mouse | Forward: 5'-TACACCACTAACAAGGTCCACG-3'<br>Reverse: 5'-CAGATGTTGTCAAACCCCCA-3'                  |
| <i>Gnβ3</i> ( $G_{β3}$ )   | mouse | Forward: 5'-AAGAAGCAGATTGCTGATGCC-3'<br>Reverse: 5'-GTCCCCTTAATGTCCTCCGTG-3'                  |
| <i>Gnβ4</i> ( $G_{β4}$ )   | mouse | Forward: 5'-CAGGAGGCTGAACAGCTTCG-3'<br>Reverse: 5'-GGCCCACGGAGTCCATATTA-3'                    |
| <i>Gnβ5</i> ( $G_{β5}$ )   | mouse | Forward: 5'-ATGTGCGATCAGACCTTCCTG-3'<br>Reverse: 5'-GGAGCAGTAGTTGAGTTGTTGAG-3'                |
| <i>Gny2</i> ( $G_{γ2}$ )   | mouse | Forward: 5'-ACCGCCAGCATAGCACAAG-3'<br>Reverse: 5'-AGTAGGCCATCAAGTCAGCAG-3'                    |
| <i>Gny5</i> ( $G_{γ5}$ )   | mouse | Forward: 5'-CTCAACCGCGTGAAGGTTTC-3'<br>Reverse: 5'-GGTCTGAAGGGATTTCGTAATTG-3'                 |
| <i>Gny7</i> ( $G_{γ7}$ )   | mouse | Forward: 5'-TCAGGTACTAACAACGTCGCC-3'<br>Reverse: 5'-CAGTAGCCCATCAGGTCTGAC-3'                  |
| <i>Gny11</i> ( $G_{γ11}$ ) | mouse | Forward: 5'-CCTGCCCTTCACATCGAGG-3'<br>Reverse: 5'-TTGTCTCTGCAACTTGACTTCTT-3'                  |
| <i>Gny12</i> ( $G_{γ12}$ ) | mouse | Forward: 5'-ATGTCCAGCAAGACGGCAAG-3'<br>Reverse: 5'-GAGGTCGGTATGCCCATCAG-3'                    |
| <i>Cxcr4</i>               | mouse | Forward: 5'-GAAGTGGGGTCTGGAGACTAT-3'<br>Reverse: 5'-TTGCCGACTATGCCAGTCAAG-3'                  |
| <i>Gpr81</i>               | mouse | Forward: 5'-TCGTGCTGTCTCATCGAGG-3'<br>Reverse: 5'-TCTTCATGTGAAAGCAGAAGCC-3'                   |
| <i>Niacr1</i>              | mouse | Forward: 5'-CTGGAGGTTCGGAGGCATC-3'<br>Reverse: 5'-TCGCCATTTTTGGTCATCATGT-3'                   |
| <i>Ptger3</i>              | mouse | Forward: 5'-CCGGAGCACTCTGCTGAAG-3'<br>Reverse: 5'-CCCCACTAAGTCGGTGAGC-3'                      |
| <i>Slpr1</i>               | mouse | Forward: 5'-ATGGTGTCCACTAGCATCCC-3'<br>Reverse: 5'-CGATGTTCAACTTGCTGTGTAG-3'                  |

|                |       |                                                                                 |
|----------------|-------|---------------------------------------------------------------------------------|
| <i>Sucnr1</i>  | mouse | Forward: 5'-TCTTGTGAGAATTGGTTGGCAA-3'<br>Reverse: 5'-CGATGTTCAACTTGCCTGTGTAG-3' |
| <i>Adora2a</i> | mouse | Forward: 5'-GCCATCCCATTTCGCCATCA-3'<br>Reverse: 5'-GCAATAGCCAAGAGGCTGAAGA-3'    |
| <i>Adrb3</i>   | mouse | Forward: 5'-GGCCCTCTCTAGTTCCCAG-3'<br>Reverse: 5'-TAGCCATCAAACCTGTTGAGC-3'      |
| <i>Mc2r</i>    | mouse | Forward: 5'-ACACCGCAAGAAATAACTCCG-3'<br>Reverse: 5'-AGGAGGACAATCAAGTTCTCCA-3'   |
| <i>Tshr</i>    | mouse | Forward: 5'-AGAACTGATCGCAAAAGACACC-3'<br>Reverse: 5'-CCGGATACTGCTCTCATTACAC-3'  |

- 1 Krishnan, N. *et al.* PTP1B inhibition suggests a therapeutic strategy for Rett syndrome. *J Clin Invest* **125**, 3163-3177, doi:10.1172/jci80323 (2015).
- 2 Eguchi, J. *et al.* Transcriptional control of adipose lipid handling by IRF4. *Cell Metab* **13**, 249-259, doi:10.1016/j.cmet.2011.02.005 (2011).
- 3 Regard, J. B. *et al.* Probing cell type-specific functions of Gi in vivo identifies GPCR regulators of insulin secretion. *J Clin Invest* **117**, 4034-4043, doi:10.1172/jci32994 (2007).
- 4 Zhu, H. *et al.* Cre-dependent DREADD (Designer Receptors Exclusively Activated by Designer Drugs) mice. *Genesis (New York, N.Y. : 2000)* **54**, 439-446, doi:10.1002/dvg.22949 (2016).

# Supplementary material for: Adipocyte Gi signaling is essential for maintaining whole-body glucose homeostasis and insulin sensitivity
**Source:** Nat Commun. 2020 Jun 12;11:2995. doi: 10.1038/s41467-020-16756-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Prism, Excel

Data analysis

Prism, Excel

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data for all figures are provided with the paper. All other data supporting the findings of this study are available from the authors upon request.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen based on prior experience of the investigators with similar experiments previously published. The authors have published numerous peer-reviewed papers demonstrating clear positive findings with similar sample sizes for the types of experiments included.                                                                                                                                                   |
| Data exclusions | No data points were excluded from the analysis of any of the experiments.                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | All experimental findings were reproduced in several independent experiments.                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Randomization was performed by blinding investigators to genotype and allowing them to choose each subject blindly.                                                                                                                                                                                                                                                                                                                    |
| Blinding        | Randomization was performed by blinding investigators to genotype and allowing them to choose each subject blindly. For studies using pharmacological agents, the investigator was aware of the agent being used, but was not aware of the genotypes of the animals used. Investigators were not aware of the specific group to which an animal was assigned to when doing the experiment or until after completion of the experiment. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Reagent - Source - Catalog # (identifier)

Antibodies

Phospho-Insulin Receptor beta (Tyr1150/1151) Cell Signaling 3024

Phospho-Insulin Receptor beta (Tyr1146) Cell Signaling 3021

Insulin Receptor beta Cell Signaling 3020

Phospho-IRS1 (Ser612) Cell Signaling 3203

IRS1 Cell Signaling 2382

PI3 Kinase p85 Cell Signaling 4257

Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199) Cell Signaling 4228

Phospho-Akt (Thr308) Cell Signaling 2965

Phospho-Akt (Ser473) Cell Signaling 4060

Akt Cell Signaling 9272

Phospho-FoxO1 (Ser256) Cell Signaling 9461

FoxO1 Cell Signaling 2880 (clone C29H4)

Phospho-GSK-3beta(Ser9) Cell Signaling 9336

GSK-3alpha/beta (D75D3) Cell Signaling 5676

Phospho-HSL (Ser563) Cell Signaling 4139

Phospho-HSL (Ser660) Cell Signaling 4126

HSL Cell Signaling 4107

Phospho-ATGL (Ser406) Abcam ab135093

ATGL Abcam 2138

Phospho-AS160 (Thr642) Millipore Sigma ABS271

AS160 Millipore Sigma 07-741

Phospho-NF-kB p65 Cell Signaling 3033

NF-kB p65 Cell Signaling 8242

S1-PTX EpiGentek A53718

Beta-tubulin Cell Signaling 86298

F4/80 Abcam Ab6640

UCP-1 Abcam Ab10983  
Beta-actin Cell Signaling 4970

Validation

Antibodies were validated by the manufacturers.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Male mice (C57BL6 background) older than 8 weeks

Wild animals

N/A

Field-collected samples

N/A

Ethics oversight

All animal studies were approved by the NIDDK institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

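The samples analysed here are 18 RNA-seq libraries from male mice on a HFD for 12 weeks and aged 16 weeks: 6 of adipocytes isolated from iWAT, 6 of adipocytes isolated from eWAT and 6 of whole BAT. Samples were grouped by tissue from their labels. The labels hold a treatment field that gives regular chow, against their titles and the paper, and the samples were taken as HFD. Same-numbered samples were taken as the same mouse from the mouse number in the sample titles. RC samples were not used here, and RC values are the means of Supplementary Table 1.

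The authors made libraries with a NEBNext Ultra kit, sequenced them on an Illumina HiSeq instrument and mapped the reads to the mm9 (NCBIM37) mouse genome. The deposited files give, for each transcript row, a read count, which is a whole number of reads. They also give the RPKM that the authors computed from it. Each file has the same rows with 52093 symbols, of which 1220 have several rows, and 32314 rows have an Entrez gene ID. In every file, count, transcript length and RPKM give 1 total per sample, so RPKM carries no other normalization. In BAT, reads on the rows exceed this total, so some reads were counted on more than 1 row; whether these are reads on overlapping rows or reads mapped to several places was not tested. The paper does not name the aligner, the counting program, the annotation or the handling of reads that map to several places.

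For each symbol, the row with the highest mean RPKM over the 18 samples was used. All 41 receptors of Supplementary Table 1 have 1 row and are in GENCODE vM1, which has the same genome build, under the same symbol; for 34 of them, at least 90% of the row overlaps the GENCODE gene. The rows of 15 receptors overlap a row of another symbol, and their counts are uncertain.

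Tissues were compared on the counts with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, two-sided) in R 4.3.3. Genes with a mean count of at least 10 over the samples compared were tested, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p of 0.05. The SE of a log2 fold change was derived from its quasi-likelihood F statistic. Each comparison was fitted on its own 12 samples. Mean TMM factors were 1.16 in iWAT adipocytes, 1.15 in eWAT adipocytes and 0.750 in BAT. Expression was given as mean ± SD RPKM of 6 mice, with 1 RPKM as the cutoff. A group with at most 3 reads in every sample was treated as at the floor, and a fold against it was computed on TMM-scaled RPKM from the highest RPKM that 3 reads give. Floors and read counts cover counting error only, not duplication by PCR. HFD values were divided by the paper's RC means without a test. Correlations across mice were tested by exact permutation of Pearson's r and Spearman's rho on log2(RPKM + 0.1), two-sided. Other tools were DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

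The edgeR test was tested on simulated data with 200 changed genes, made from the counts of each tissue. It recovered 170 of 198 changed genes that could be tested in iWAT adipocytes (85.9%), 153 of 195 in eWAT adipocytes (78.5%) and 173 of 196 in BAT (88.3%), all with the right sign, and 5.03%, 3.16% and 6.49% of its calls were false. A first bar of recovery was missed in eWAT adipocytes and was replaced, after this was seen, by bars on bias, sign and false calls. With limma on log2 RPKM, an alternative, 3.47%, 2.58% and 15.7% of calls were false. Both simulated groups were made from the same tissue, and few genes changed between them. Between the real tissues, most genes tested differed and the TMM factors were unlike. The simulation therefore does not give the share of false calls or of right signs for the comparisons of tissues.

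The comparisons of tissues, the correlations of the myeloid receptors, the thresholds, the alternatives, the marker genes and the rule for the genes named were set before the data were examined; other correlations and the tests of technical sources were set later. Named genes are the receptors and receptor groups that the text of the paper names, the 5 receptors of Supplementary Table 1 with the highest mean RPKM in each tissue, the 5 with the largest change past the threshold in each comparison, every receptor whose HFD mean differs from the paper's by more than 1.5 times, and the marker genes. Other receptors were named after their values were seen: those with all 6 HFD mice on the same side of the RC mean, those in lists of receptors at the cutoff or at the floor, those with a single value far from the others or a direction that changed under an alternative, and Gabbr1, which shows how many reads stand behind a mean.

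The alternatives were the mouse number as a replicate block, DESeq2 with its size factors, no scaling beyond the total count, limma on log2 RPKM with a pseudocount of 0.1 or 1 (mean RPKM of at least 0.1), no filter beyond 1 read in a sample, the sum or mean over rows of a symbol, all 18 samples in one fit, lane as a covariate (white depots only), and an added threshold on the log2 fold change of 1. For expression and ratios they were cutoffs of 0.1 and 0.5 RPKM, every sample at the cutoff, TMM-scaled RPKM, the median, a ratio of 1.5, all 6 samples on the same side, and receptors with at least 0.1 RPKM only. RPKM scaled to the reads outside mitochondrial rows was added after the data were seen; it leaves out 14 rows of the mitochondrial genome and rows of nuclear copies of it. Of 10 such nuclear rows, some overlap, and the reads of 5 that overlap no other among them were subtracted, taken in order of their reads. A read counted both on a mitochondrial row and on a nuclear copy would be subtracted more than once. Reads before mapping were not used here. The values of 1 receptor are not reported here on their own.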

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

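The comparison within sequencing lanes and the tests of Ptger3 alone were chosen only after the results were seen. The correlations of other receptors with marker genes were chosen after the group means were seen and before the correlations were computed.

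Among 122 groups of 6 samples, 10 receptor values lay far from the other 5 of their group, where chance gives about 6.1. In 6 of them the value stands on at most 9 reads: Ccr3 in BAT (mouse 2, 0.00792 RPKM, 1 read), Ccr4 in eWAT adipocytes (mouse 16, 0.01031 RPKM, 1 read), Ccr6 in eWAT adipocytes (mouse 16, 0.01143 RPKM, 1 read), Gpr84 in BAT (mouse 1, 0.03908 RPKM, 2 reads), Cxcr2 in iWAT adipocytes (mouse 5, 0.0978 RPKM, 9 reads) and Ltb4r2 in iWAT adipocytes (mouse 5, 0.0803 RPKM, 9 reads). The others are Ccr9 in BAT (mouse 5, 0.338 RPKM against 0.200 to 0.251), Ccrl2 in BAT (mouse 2, 1.06 against 0.683 to 0.812), Cx3cr1 in eWAT adipocytes (mouse 3, 1.02 against 0.534 to 0.695) and Ccr7 in iWAT adipocytes (mouse 5, 1.96 against 0.308 to 0.910). At most 3 of the 10 fell in the same library, iWAT mouse 5, and a random choice of library for each value gives as many with a permutation p of 0.147, so an unusual library was not shown and is not excluded. The design gives no condition that sets single mice apart, and no biological explanation was tested.

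For Ccr7 in iWAT adipocytes, RNA from B cells, as in a lymph node within the depot, is a candidate explanation. Across the 6 mice, the mean of Ccr7 and Cxcr5 rose with the mean of 4 B cell markers (r = 0.860, two-sided exact p = 0.025, 0.0484 after adjustment over the 11 correlations tested; rho = 0.829, exact p = 0.0583, adjusted 0.107), and r was 0.913 without the 2 samples farthest from the median. Of the 4 B cell markers, each was highest in mouse 5, among them Cd79a (0.500 RPKM), Cd79b (0.995 RPKM) and Ms4a1 (0.214 RPKM). The high Ccr7 value cannot be told apart from RNA of B cells in that sample.

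For 6 receptors, all 6 HFD mice of 1 tissue were above the paper's RC mean and all 6 of another were below it; the difference between the tissues was not tested. The ratios to the RC mean were 10.1 in eWAT adipocytes and 0.374 in BAT for Cxcr3, 2.11 and 0.492 for Cxcr6, 0.344 and 1.37 for Gabbr1, and 0.247 and 1.84 for Sucnr1. They were 0.618 in iWAT adipocytes, 0.365 in eWAT adipocytes and 1.92 in BAT for Sstr4, and 1.69 in iWAT adipocytes and 0.499 in eWAT adipocytes for Ptger3. Cxcr6 had 2 to 5 reads per mouse in eWAT adipocytes and 2 to 7 in BAT, and Cxcr3 had 0 to 7 in BAT, so counting error is large for both. Sstr4 had 3 to 17 reads per mouse in iWAT adipocytes and 1 to 14 in eWAT adipocytes, so its ratios there share this limit. RC samples were not analysed here, so neither the spread of the RC values nor a difference in preparation or sequencing between RC and HFD samples was tested, and the opposite directions cannot be told apart from these.

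Ptger3 belongs to a set of 5 receptors, with Aplnr, S1pr1, Cxcr7 and Gpr30, whose means were above the paper's RC mean in iWAT adipocytes and below it in eWAT adipocytes; for Ptger3 alone of these, all 6 mice lay on opposite sides. In all, 13 receptors had such means, and the 5 were chosen from them, after the group means were seen, with endothelial cells in mind. RNA from endothelial cells is a candidate explanation for the mean of the 5. In iWAT adipocytes, the mean of the 5 receptors rose with that of 4 endothelial markers (r = 0.974, two-sided exact p = 0.0042, adjusted 0.0229; rho = 0.943, exact p = 0.0167, adjusted 0.0611). In eWAT adipocytes, r was 0.642 (exact p = 0.140, adjusted 0.157; -0.269 without the 2 samples farthest from the median). The share of adipocyte RNA was left open in both depots, since neither correlation passed the threshold. It was negative in iWAT adipocytes (r = -0.661, exact p = 0.143) and positive in eWAT adipocytes (r = 0.687, exact p = 0.114). Sequencing lane did not account for the difference between depots: the 5 receptors were higher in iWAT adipocytes by 1.46 (log2) in lane 1 and 1.67 in lane 2, against 1.48 over both. Endothelial markers were higher there by 1.74 (exact p = 0.0022, the smallest that 6 against 6 samples give). The mean of the 5 cannot be told apart from a different share of endothelial RNA in the preparations, and whether that share differs from RC mice was not tested.

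For Ptger3 alone, endothelial RNA was left open in both depots. In iWAT adipocytes, r was -0.639 (two-sided exact p = 0.181, adjusted 0.241 over 4 correlations), and -0.284 without the 2 samples farthest from the median. In eWAT adipocytes, r was 0.0808 (exact p = 0.835, adjusted 0.835), and -0.817 without the 2 samples farthest from the median. Ptger3 rose with the adipocyte markers in eWAT adipocytes (r = 0.994, exact p = 0.0028, adjusted 0.0111; rho = 0.943, exact p = 0.0167, adjusted 0.0667) and in iWAT adipocytes (r = 0.862, exact p = 0.0319, adjusted 0.0639; rho = 0.771, exact p = 0.103). A different share of adipocyte RNA may therefore lie behind its values within a depot; whether that share differs from RC mice was not tested.

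A list of 23 G_i_-coupled receptors outside Supplementary Table 1 was drawn up before the data were examined, and it does not hold all such receptors. Of the 23, 9 had more reads than the floor in every mouse of the tissue with their highest mean. Mean ± SD RPKM was 23.6 ± 3.72 for Adora1 and 0.200 ± 0.128 for Adra2a in iWAT adipocytes; 98.1 ± 15.4 for C5ar1, 65.3 ± 11.7 for C3ar1, 2.65 ± 1.02 for Cnr2, 0.651 ± 0.137 for Gabbr2, 0.230 ± 0.0831 for Ltb4r1 and 0.136 ± 0.0256 for P2ry13 in eWAT adipocytes; and 0.188 ± 0.0388 for Galr2 in BAT. P2ry13 overlaps Med12l, Adora1 overlaps Mybph and 1 other transcript, and Adra2a and Gabbr2 each overlap a transcript of another symbol. The row used for Galr2, 1 of 2 in the files, lies on the opposite strand to the GENCODE gene, which covers 70.4% of it. For C3ar1, RNA from macrophages may explain the signal in eWAT adipocytes (r = 0.951 with 7 macrophage markers, two-sided exact p = 0.0028, adjusted 0.0229; rho = 0.943, exact p = 0.0167, adjusted 0.0611). For C5ar1, r was 0.777 (exact p = 0.0833, adjusted 0.131), which leaves that source open. Adora1 rose with 5 adipocyte markers in eWAT adipocytes (r = 0.980, exact p = 0.0083, adjusted 0.0229), although r was 0.562 without the 2 samples farthest from the median. For the other 6 receptors, no explanation was tested.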

How the results depend on the processing

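RPKM scaled to the reads outside mitochondrial rows was chosen only after the data were seen. With it, 18, 19 and 13 receptors reached 1 RPKM in iWAT adipocytes, eWAT adipocytes and BAT. All other alternatives in this part were set earlier; the comparison of reversed changes with the median of all genes was added after they were seen.

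Counts of receptors at 1 RPKM (18, 19 and 10) stayed within 1.5 times their value under a cutoff of 0.5 RPKM (21, 24 and 13), with every sample at the cutoff (16, 18 and 7) and with TMM-scaled RPKM (18, 19 and 12), but not under a cutoff of 0.1 RPKM (32, 31 and 26). Counts of receptors above the paper's RC mean (34, 21 and 29 of 41) did so with the median (32, 20 and 28 of 41) and with receptors of at least 0.1 RPKM (26 of 33, 18 of 33 and 20 of 28). With all 6 mice above, they were 21, 16 and 9, and with a ratio of at least 1.5, they were 29, 19 and 16; of these, 21 in iWAT adipocytes and 9 and 16 in BAT lay outside 1.5 times. The cause was not tested.

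Between tissues, 13454, 14864 and 16561 genes differed (iWAT and eWAT adipocytes, iWAT adipocytes and BAT, eWAT adipocytes and BAT). With an added threshold of 1 on the absolute log2 fold change, 4892, 7363 and 9830 remained. Under the other alternatives the counts stayed within 1.5 times: 12836, 12555 and 15149 with the replicate block (12673, 12500 and 15033 of them shared), 13719, 14910 and 16585 with DESeq2, 13175, 14948 and 16771 with all 18 samples in one fit, 14431, 19467 and 22026 without the filter, and 13018 with lane as a covariate between the white depots. The pairing check gave mean correlations of -0.0114, -0.0108 and 0.0154 for same-numbered samples.

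Directions depended on scaling. Of the genes that differed, 49.7%, 50.6% and 49.8% were higher in the first tissue with TMM normalization. The median log2 fold change of all genes was then 0.0014, 0.014 and -0.017. TMM normalization centres the bulk of the genes, so a nearly even split is built in. Without scaling, the splits were 5811 higher and 7472 lower, 13703 higher and 3054 lower (81.8% higher), and 12965 higher and 4061 lower (76.1% higher), with a median log2 fold change of all genes of -0.08, 0.87 and 0.89. With limma on log2(RPKM + 0.1), against BAT they were 12752 and 4402 (74.3%) and 11972 and 5740 (67.6%), with medians of 0.54 and 0.48, and with a pseudocount of 1, they were 12743 and 4419 and 11946 and 5739, with medians of 0.29 and 0.25. The cause of the shifts without TMM normalization was not tested.

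The counts of receptors that differed (31, 26 and 29 of 32) were 29, 25 and 29 with the replicate block, 31, 25 and 29 with DESeq2, 30, 31 and 27 without scaling, 29, 30 and 27 with either limma setting, 31, 24 and 29 with all 18 samples in one fit, and 27, 22 and 27 with the added threshold. They were 30, 27 and 34 of 41 without the filter, and 30 between the white depots with lane as a covariate. Between eWAT adipocytes and BAT, the split was 19 higher and 10 lower with TMM normalization, 22 and 5 both without scaling and with either limma setting, and 21 and 13 without the filter. Of the log2 fold changes of single receptors under the alternatives that can move them, 733 kept their direction and side of the threshold, 38 fell short of it, 18 newly passed it and 11 reversed. Ccr9 between eWAT adipocytes and BAT (-0.02) became 0.0026 with DESeq2, 0.90 without scaling, 0.42 and 0.13 with limma at pseudocounts of 0.1 and 1, and 0.084 without the filter. Between iWAT adipocytes and BAT (-0.10), Ccr9 became 0.77 without scaling, 0.39 and 0.12 with limma and 0.0077 without the filter. S1pr1 between eWAT adipocytes and BAT (-0.88) became 0.032 without scaling, and Npy1r between iWAT adipocytes and BAT (0.06) became -0.030 with the replicate block. Relative to the median of all genes, S1pr1 was -0.87 with TMM normalization and -0.86 without scaling. On this scale, Ccr9 of iWAT adipocytes over BAT was -0.11 with TMM normalization, -0.10 without scaling, -0.15 and -0.18 with limma and 0.09 without the filter. Ccr9 of eWAT adipocytes over BAT was -0.0016 with TMM normalization, -0.00067 with DESeq2, 0.01 without scaling, -0.06 and -0.12 with limma and 0.16 without the filter. Npy1r was 0.04 with TMM normalization and -0.05 with the replicate block. Thus 7 of the 11 kept their direction relative to the median, and the other 4 (Ccr9 of eWAT adipocytes without scaling, Ccr9 in both comparisons without the filter, and Npy1r) did not. The cause of these 4 was not tested further. Each receptor has 1 transcript row, so the sum over rows could not move the log2 fold changes, nor the sum and mean over rows the 246 receptor means computed with them.

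For the correlation of 7 myeloid receptors with macrophage markers, r in iWAT adipocytes (0.947) was 0.887 without the 2 samples farthest from the median (exact p = 0.0833), and r in BAT (0.858) was -0.294 without 2 samples (exact p = 0.75) and 0.808 with TMM-scaled values (exact p = 0.0625). The cause was not tested. Depth limits the receptors with at most 3 reads in every sample of a tissue (4, 5 and 7 of 41), for which no fold was given, or a lower bound.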

Differences from the paper's values

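No alternative in this part was chosen after the values were seen; the ratios of the paper's own means were computed after. Of 122 HFD means compared with Supplementary Table 1, 1 differs, and of 107 ratios of HFD to RC means, 4 differ.

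The mean RPKM of Ccr7 in eWAT adipocytes of HFD mice was 0.298 (SD 0.0757, n = 6), against the paper's 0.457. Supplementary Table 1 gives 0.457 as the RC mean, the HFD mean and the fold of Ccr7 in this tissue, which cannot all be right. Ccr7 counts among the 14 receptors with all 6 mice below the RC mean in eWAT adipocytes only if 0.457 is its RC mean. None of the alternatives set before the data were examined closed the gap: the sum and the mean over the rows of the symbol gave 0.298, TMM-scaled RPKM 0.258 and the median 0.277.

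For Cxcr4 in eWAT adipocytes, the ratio of the HFD mean to the paper's RC mean was 11.8, against the paper's 7.00. Of the alternatives set before the data were examined, TMM-scaled RPKM (10.2) falls within the limits used for a difference, and the sum and mean over rows (11.8) and the median (11.5) do not.

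For Gpr44 in BAT, the ratio was 1.66, against the paper's 1.05. Of the alternatives set before the data were examined, the median (1.40) falls within the limits, and TMM-scaled RPKM (2.20) and the sum and mean over rows (1.66) do not.

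For Cxcr5 in BAT, the ratio was 1.31, against the paper's 0.132, and for Niacr1 in BAT, it was 0.143, against the paper's 2.915. None of the alternatives set before the data were examined closed either gap: TMM-scaled RPKM gave 1.76 and 0.193, the median 1.46 and 0.137, and the sum and mean over rows 1.31 and 0.143. The fold column of the paper thus has Cxcr5 lower and Niacr1 higher in BAT of HFD mice, and the values here have Cxcr5 higher and Niacr1 lower.

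The paper's own HFD mean divided by its own RC mean gives 11.8 for Cxcr4, 1.66 for Gpr44, 1.30 for Cxcr5 and 0.143 for Niacr1, and in these 4 cases it is the fold that is apart from the paper's means. The alternatives change only the HFD mean, so a fold that falls within the limits under 1 of them does not account for the difference.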

Other observations

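The subtraction of macrophage markers and the tests of lane, library size and mitochondrial reads were chosen only after the group means were seen; the correlations and the splits of the samples were not.

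The 7 myeloid receptors of Supplementary Table 1 were on average higher in eWAT than in iWAT adipocytes, by 1.68 (log2, mean of the receptors, 6 mice each, exact p = 0.0022, the smallest that 6 against 6 samples give). RNA from macrophages in the preparations is a candidate explanation. Macrophage markers were higher in eWAT adipocytes by 2.18 (exact p = 0.0022), and after they were subtracted from the receptors in each sample, the difference was -0.50 (exact p = 0.0022), so that the receptors rose less than the markers. Across mice, receptors and markers rose together in iWAT adipocytes (r = 0.947, two-sided exact p = 0.0083, adjusted 0.0229 over 11 correlations; rho = 0.886, exact p = 0.0333, adjusted 0.0917). In eWAT adipocytes, r was 0.633 (exact p = 0.186), and in BAT it was 0.858 (exact p = 0.0264, adjusted 0.0484; rho = 0.657, exact p = 0.175) but rested on 2 samples, without which it was -0.294. Sequencing lane did not account for the difference between depots (1.55 in lane 1 and 1.69 in lane 2), and total reads did not differ detectably (exact p = 0.314), which does not exclude an effect of library size. The difference cannot be told apart from a larger share of macrophage RNA in the eWAT preparations; expression by adipocytes themselves was not separable from it.

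Fewer receptors reached 1 RPKM in BAT (10) than in either white depot. Mitochondrial reads in the BAT total were tested as a technical source. With the reads of 5 nuclear copies added, the nuclear rows that overlap one with more reads being left out, they made up 37.4 ± 4.33% of the total in BAT, 11.6 ± 1.81% in iWAT adipocytes and 6.86 ± 1.33% in eWAT adipocytes (mean ± SD). With RPKM scaled to the reads outside them, the number in BAT was 13, still under the 18 and 19 of the white depots, so that these reads do not account for all of it. BAT is whole tissue and the white samples are isolated cells, and BAT was sequenced in other lanes; neither was separable from tissue.

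Of the 32 splits of the white adipocyte samples that part as many same-numbered pairs as the real one, 1, the real split, gave as many genes and as many receptors past the threshold. The most in any other was 5879 genes and 15 receptors, and the median was 0 genes. For iWAT adipocytes and BAT, and for eWAT adipocytes and BAT, 1 of 48 splits did so in each case, again the real one, for genes and for receptors. In these comparisons, no other split gave a gene past the threshold.

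Other values belong at no claim about the RNA-seq data. Mean ± SD RPKM in iWAT adipocytes, eWAT adipocytes and BAT was 80.3 ± 12.9, 37.0 ± 16.7 and 8.58 ± 1.66 for Gnai1, 94.7 ± 15.9, 139 ± 15.1 and 26.5 ± 3.69 for Gnai2, and 33.0 ± 4.51, 42.8 ± 2.77 and 9.64 ± 1.28 for Gnai3. Means were 3.09, 0.943 and 5.81 for Gnao1 and 0.300, 0.111 and 0.150 for Gnaz. For Adrb3 they were 13.0 ± 3.97, 7.53 ± 4.82 and 80.8 ± 22.9. The muscle marker Ckm had 13.9 ± 9.72 RPKM in BAT, and the mesothelial marker Upk3b 0.637 ± 0.445 in eWAT adipocytes. Xist had at most 2 reads in every sample, and Ddx3y had 26.9, 21.2 and 13.7 RPKM.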
